# TGFβ reprograms TNF stimulation of macrophages towards a non-canonical pathway driving inflammatory osteoclastogenesis

**DOI:** 10.1038/s41467-022-31475-1

**Published:** 2022-07-07

**Authors:** Yuhan Xia, Kazuki Inoue, Yong Du, Stacey J. Baker, E. Premkumar Reddy, Matthew B. Greenblatt, Baohong Zhao

**Keywords:** Cell biology, Osteoimmunology, Cytokines

## Abstract

It is well-established that receptor activator of NF-κB ligand (RANKL) is the inducer of physiological osteoclast differentiation. However, the specific drivers and mechanisms driving inflammatory osteoclast differentiation under pathological conditions remain obscure. This is especially true given that inflammatory cytokines such as tumor necrosis factor (TNF) demonstrate little to no ability to directly drive osteoclast differentiation. Here, we found that transforming growth factor β (TGFβ) priming enables TNF to effectively induce osteoclastogenesis, independently of the canonical RANKL pathway. Lack of TGFβ signaling in macrophages suppresses inflammatory, but not basal, osteoclastogenesis and bone resorption in vivo. Mechanistically, TGFβ priming reprograms the macrophage response to TNF by remodeling chromatin accessibility and histone modifications, and enables TNF to induce a previously unrecognized non-canonical osteoclastogenic program, which includes suppression of the TNF-induced IRF1-IFNβ-IFN-stimulated-gene axis, IRF8 degradation and B-Myb induction. These mechanisms are active in rheumatoid arthritis, in which TGFβ level is elevated and correlates with osteoclast activity. Our findings identify a TGFβ/TNF-driven inflammatory osteoclastogenic program, and may lead to development of selective treatments for inflammatory osteolysis.

## Abstract (web summary)

Mechanisms for inflammatory osteolysis are unclear. Here, Xia et al. find that TGFβ shifts the inflammatory action of TNF on macrophages to a potent osteoclastogenic function and identify a novel TGFβ/TNF-mediated non-canonical osteoclastogenic program.

## Introduction

Inflammatory bone loss by osteoclasts is a signature feature and severe consequence of many inflammatory disorders, such as rheumatoid arthritis (RA), periodontitis, and psoriatic arthritis. Bone destruction is also a major contributor to morbidity and disability in inflammatory arthritis patients^1–7^. Osteoclast cells derive from monocyte/macrophage lineage, and are the sole effective bone-resorbing cells. Osteoclasts play an important role not only in physiological bone development and remodeling, but also function actively to directly drive musculoskeletal tissue damage and accelerate the pathogenesis of diseases characterized by inflammatory osteolysis, such as RA^1–7^. Receptor activator of nuclear factor-kappa-Β ligand (RANKL) is the only known physiological inducer of osteoclastogenesis. RANKL-induced osteoclastogenesis is important for maintaining normal bone remodeling and healthy bone mass in physiological/basal conditions. The mechanisms of RANKL-induced osteoclastogenesis have been extensively investigated and well defined. However, the mechanisms driving osteoclastogenesis under inflammatory conditions are complex and remain poorly understood, especially due to the fact that inflammatory cytokines such as tumor necrosis factor (TNF) display little to no direct ability to drive the differentiation of osteoclasts.

TNF is a crucial cytokine involved in immunity and inflammation, and plays a key role in driving chronic inflammation in a number of inflammatory and autoimmune diseases^8,9^. TNF stimulates bone erosion in many inflammatory diseases, such as in RA^3,5,10^. TNF blockade therapy has demonstrated the success in the inhibition of arthritic bone erosion^11–14^. However, how TNF drives its effects on bone resorption is a longstanding enigma given that TNF has only very modest direct osteoclastogenic effects on macrophages or osteoclast precursors, and needs to synergize with RANKL to promote osteoclast differentiation^6,10,15–19^.

RANK receptor blockers and anti-RANKL neutralizing antibodies are recently available forms of treatment for excessive bone resorption, such as that occurring in osteoporosis, by inhibiting osteoclast formation. However, these treatments strongly inhibit osteoclast formation and could result in long-term side effects. Blocking RANKL signaling can lead to defective and dysregulated bone remodeling and bone repair, and risks of atypical femoral fractures and osteonecrosis of the jaw^20,21^. Discontinuation of denosumab, a RANKL inhibitor, is associated with rapidly rebound bone resorption and fracture risk^22^. TNF inhibitors have been utilized to treat RA-associated inflammation and joint erosion, but long-term usage has immunosuppressive side effects, such as common and opportunistic infections, and reactivation of latent tuberculosis^9^. Moreover, inflammatory bone erosion is resistant to standard anti-resorptive therapies^23–29^. This suggests that alternative molecular pathways for osteoclast formation and function may be active under inflammatory conditions, and such pathways need to be identified to develop anti-resorptive approaches that are effective in inflammatory diseases. Therefore, there is an important medical unmet need to discover these unknown pathways and mechanisms that mediate inflammatory osteoclastogenesis. These findings can provide attractive therapeutic developments to suppress inflammatory bone loss, whilst eliminating or minimizing negative effects on bone remodeling or immune response in physiological or disease settings. These pathways and mechanisms are currently poorly understood.

There is an abundant amount of transforming growth factor β (TGFβ) in bone tissue. TGFβ binds to its receptor composed of TGFβ receptor type II (*Tgfbr2*) and type I (*Tgfbr1*) and plays important roles in bone mass maintenance^30^. TGFβ is a multifunctional cytokine, which often interacts with other cytokines or growth factors to play diverse roles in different cells and settings^31,32^. The interaction between TGFβ and TNF is underappreciated. Despite a lot of effort having been put forth to investigate the effect of TGFβ on RANKL-induced osteoclastogenesis, the results in the literature are controversial and often seemingly contradictory^33–38^. For example, TGFβ was reported to play a positive role in RANKL-induced osteoclastogenesis^33–35^. Other studies, however, found the inhibitory or dual (both inhibitory and stimulatory) effects of TGFβ on RANKL-induced osteoclastogenesis^36–38^. These studies do not have genetic evidence to support their results except that one group used the knockout mice of smad4^36^, which does not represent TGFβ effect. In this study, we generated TGFβ receptor 2 conditional knockouts (KO) mice (*Tgfbr2*^*f/f*^*;LysMCre*) and show that deficiency of TGFβ signaling pathway in macrophages/osteoclast precursors does not affect RANKL-induced osteoclastogenesis in vitro and in vivo, or bone mass, providing clear evidence that TGFβ signaling is dispensable for RANKL-induced osteoclastogenesis under physiological conditions. In contrast, we found that TGFβ priming renders TNF sufficient to initiate a non-canonical, RANKL-independent pathway for osteoclast differentiation. This finding introduces a second molecular pathway for osteoclast generation distinct from the classical RANKL/RANK pathway. TGFβ shifts the pro-inflammatory action of TNF on macrophages to a highly efficient osteoclastogenic function by creating a favorable chromatin environment for osteoclastic gene expression. In mouse inflammatory models, blockade of TGFβ signaling protects mice from TNF-induced inflammatory bone erosion. As evidence of the potential human relevance of this pathway, TGFβ levels are significantly elevated in RA patients^39–44^, and we found that TGFβ signaling pathway and osteoclastic gene expression are highly enriched and correlated in peripheral blood monocytes (PBMCs) isolated from RA patients. TGFβ and TNF-mediated osteoclastogenic mechanisms are active in RA, indicating a clinical relevance and presence of TGFβ and TNF-dependent inflammatory osteoclastogenic pathways in RA. This previously unrecognized non-canonical pathway for osteoclast generation mediated by TGFβ and TNF opens therapeutic avenues to treat inflammatory bone loss.

## Results

### TGFβ priming reprograms macrophage response to TNF towards osteoclastogenesis

As inflammatory conditions may trigger as of yet unknown pathways for osteoclast generation, we sought to identify the key drivers of these alternative osteoclastogenic pathways. Since TGFβ level is elevated in RA^39–44^, we considered whether TGFβ may fundamentally alter how macrophages respond to TNF, rendering it sufficient to drive osteoclast differentiation. To this end, we used a well-established and validated system with human nonproliferating CD14(+) peripheral blood monocyte (PBMC) derived macrophages, which are not only macrophages but are also circulating quiescent osteoclast precursors that migrate and attach to bone surface and differentiate into osteoclasts in response to RANKL^45,46^. The human system offers advantages of using cells directly relevant for human diseases and enabling future comparisons with patient cells. In this human system that mimics in vivo osteoclastogenesis, CD14(+) PBMCs are cultured with M-CSF for 3 days to induce macrophage differentiation (monocyte to macrophage stage, Supplementary Fig. 1), and then various treatments, such as TNFα (hereafter referred to as TNF) or RANKL, are applied to stimulate macrophages (macrophage response stage, Supplementary Fig. 1). As expected, TNF alone (hereafter referred to as non-priming) failed to induce osteoclast differentiation (1st lane, Fig. 1a). Treatment of macrophages with TGFβ1 (hereafter referred to as TGFβ) and TNF together induced TRAP(+) cells, but few giant multinuclear cells were observed (2nd lane, Fig. 1a). In striking contrast, TGFβ priming during the monocyte to macrophage stage (TGFβ is removed before TNF stimulation; hereafter referred to as TGFβ priming) is able to effectively allow TNF to induce a number of giant multinuclear osteoclasts (3rd lane, Fig. 1a). TGFβ priming has a dose-dependent effect on TNF-mediated osteoclast differentiation (Supplementary Fig. 2a). Maintenance of TGFβ in the culture system throughout the monocyte-macrophage-osteoclast stage also allows TNF to significantly induce a number of giant multinuclear osteoclasts (Supplementary Fig. 3). Notably, the TGFβ priming effect on TNF is highly consistent between donors (Fig. 1b). The expression of key osteoclastogenic transcription factors *FOS* (encoding c-Fos) and *NFATC1* (encoding NFATc1), and osteoclast marker genes *ITGB3* (encoding β3 integrin), *ACP5* (encoding TRAP), *CTSK* (encoding cathepsin K) and *CALCR* (encoding Calcintonin receptor) was significantly enhanced by TGFβ priming (Fig. 1c). Furthermore, TNF-mediated osteoclasts generated after TGFβ priming are functional with effective mineral resorbing ability (Fig. 1d). The number of nuclei, the size, and the resorption activity of the TGFβ priming TNF-induced osteoclasts are comparable to those of RANKL-induced osteoclasts (Supplementary Fig. 4). Similar to the human culture system, we also found that TGFβ priming of murine bone marrow drastically induced osteoclast differentiation in response to TNF (Supplementary Fig. 2b, 5), indicating that TGFβ priming effect on TNF is conserved between mice and humans. Moreover, this effect is independent of RANKL, as evidenced by that an excessive amount of OPG (RANKL decoy receptor) does not impact TGFβ priming effect on TNF-mediated osteoclastogenesis in the human system (Fig. 1e) or mouse cell cultures (Supplementary Fig. 6a). In addition, TGFβ priming does not affect RANKL-induced osteoclastogenesis (Supplementary Fig. 6b). On the other hand, we examined whether TGFβ priming affects macrophage function. As shown in Fig. 1f, PBMC-derived macrophages phagocytized zymosan particles as expected. However, TGFβ priming almost completely abolished the phagocytic characteristics of macrophages (Fig. 1f). TGFβ priming also strongly suppressed the expression of cytokines IL-1B and IL-6 in macrophages stimulated with TNF (Fig. 1g). These results collectively indicate that TGFβ priming suppresses the inflammatory action of TNF and reprograms macrophage response towards osteoclastogenesis (Fig. 1h).

**Fig. 1:**
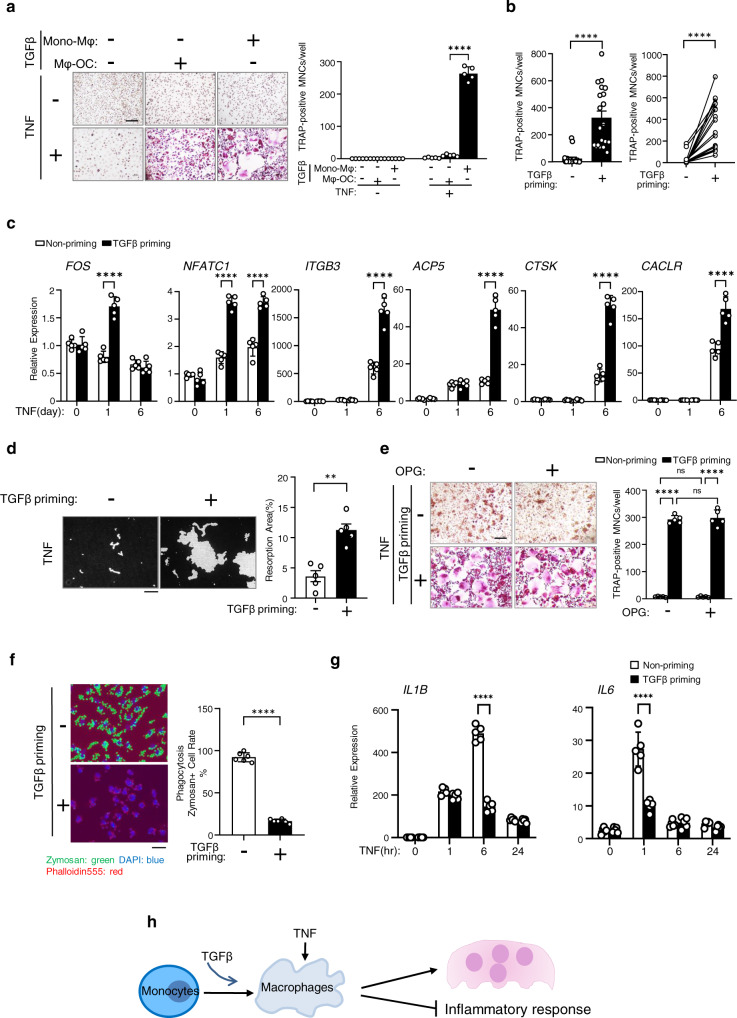
TGFβ priming switches the action of TNF to effectively drive osteoclastogenesis. **a** Human osteoclast differentiation determined by TRAP staining (left) and the relative area of TRAP-positive multinuclear osteoclasts (MNCs, ≥3 nuclei/cell) per well (right) in the cell cultures using human CD14(+)-monocytes treated with or without TGFβ for 3 days, followed by TNF stimulation for 6 days in the presence or absence of TGFβ. Mono-Mφ: monocyte to macrophage stage. TRAP-positive cells: red. (*n* = 5/group). **b** Relative area of TRAP-positive-MNCs per well in human TNF-induced osteoclast differentiation with or without TGFβ priming (*n* = 20/group). **c** Quantitative real-time PCR (qPCR) analysis of mRNA expression of the indicated genes during osteoclastogenesis using human CD14(+)-monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation for the indicated days (*n* = 5/group). **d** Von Kossa staining (left) and the resorption area (%) (right) of human osteoclast cultures induced by TNF with or without TGFβ priming (*n* = 5/group). Mineralized area: black; resorption area: white. **e** Human TNF-induced osteoclastogenesis using human CD14(+)-monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation for 6 days in the presence or absence of recombinant OPG (100 ng/ml). Left: TRAP staining; Right: quantification of the relative area of TRAP-positive-MNCs/well (*n* = 5/group). **f** Phagocytosis of zymosan particles (left: zymosan staining; right: quantification of zymosan-containing cells) in the cell cultures using human CD14(+)-monocytes with or without TGFβ priming, followed by TNF stimulation for one day. Fluorescent zymosan particles: green; nuclei: blue; F-actin: red. (*n* = 6/group). **g** qPCR analysis of mRNA expression of *IL1B* and *IL6* using human CD14(+)-monocytes treated with or without TGFβ priming for 3 days followed by TNF stimulation for the indicated times (*n* = 5/group). **h** Schematic of TGFβ priming effects on TNF-mediated macrophage response. **a**, **c**, **e**, **g** **p < 0.01; ***p < 0.001; ****p < 0.0001; n.s. not statistically significant by two-way ANOVA with Bonferroni’s multiple comparisons test. **b**, **d**, **f** **p < 0.01; ****p < 0.0001 by two-sided Student’s *t* test. Error bars: **a**, **c**, **e**, **g**, Data are mean ± SD. **b**, **d**, **f** Data are mean ± SEM. Scale bars: **a**, **e**, **f** 200 µm; **d** 100 µm. Source data are provided as a Source Data file.

### Lack of TGFβ signaling prevents TNF, but not RANKL-induced osteoclastogenesis and bone resorption

We next generated TGFβ receptor 2 conditional knockout (KO) mice, in which TGFβ receptor 2 is specifically deleted in myeloid lineage macrophages/osteoclast precursors by crossing *Tgfbr2*^*flox/flox*^ mice with *LysMcre* mice (*Tgfbr2*^*f/f*^;*LysMCre*; hereafter referred to as *Tgfbr2*^*∆M*^, Supplementary Fig. 7a). Sex-matched *LysMcre*^*+*^ littermates served as wild-type (WT) controls (hereafter referred to as WT). There is a basal level of TGFβ signaling in the physiological condition in WT mice, reflected by TGFβ target gene expression (Supplementary Fig. 7b), which is thought to correspond to a TGFβ priming condition in vivo. The macrophages in *Tgfbr2*^*∆M*^ mice lack basal TGFβ signaling because of TGFβ receptor 2 deletion (Supplementary Fig. 7), mimicking the TGFβ non-priming condition in vivo. We wished to take advantage of these mouse models to provide a proof of concept for TGFβ priming effect on osteoclast differentiation and bone resorption activity in vivo. We first examined RANKL-induced osteoclastogenesis using bone marrow-derived macrophages (BMMs). We found that TGFβ signaling deficiency in *Tgfbr2*^*∆M*^ BMMs did not affect osteoclast differentiation induced by RANKL (Fig. 2a). Consistent with this in vitro osteoclast differentiation induced by RANKL, *Tgfbr2*^*∆M*^ mice did not exhibit significant defects in the bone phenotype of femoral trabecular and cortical bones and vertebral trabecular bones compared with the WT control littermates (Fig. 2b, c, Supplementary Fig. 8a, b). These data indicate that TGFβ signaling plays a dispensable role in the osteoclast differentiation process in the physiological setting. We further considered whether the lack of TGFβ receptor 2 impacts osteoclastogenesis and bone resorption in response to TNF. Compared to the full osteoclastogenesis primed by TGFβ in WT control cells, TNF failed to induce osteoclast differentiation in TGFβ priming condition in *Tgfbr2*^*∆M*^ cell cultures supported by few osteoclast formations and weak osteoclast marker gene expression (Fig. 2d, e). To test the effect of TGFβ on TNF response in vivo, we employed a well-established mouse calvarial osteolysis model through inflammatory response to TNF^47,48^. PBS injection was used as the negative control and no resorptive pit formation was observed on calvarial bone surfaces, and *Tgfbr2* deficiency in myeloid lineage did not affect basal osteoclastogenesis (Fig. 2f, g, h). *Tgfbr2* deficiency in the *Tgfbr2*^*∆M*^ mice significantly prevented TNF-induced erosions, as evidenced through μCT analysis of resorption pit formation on the calvarial bone surface (Fig. 2f), and substantially decreased osteoclast formation on the calvarial bone histological slices compared to the WT control (Fig. 2g, h). We further examined bone phenotypes of *Tgfbr2*^*∆M*^ mice and the WT control mice using a long-term TNF-induced inflammatory bone resorption model. In this model, recombinant TNF was injected into the calvarial periosteum daily for 14 days to mimic a chronic TNF-induced inflammatory condition in vivo. Compared to the PBS injection groups as the control, long-term TNF treatment induces not only bone resorption on the calvarial bones (Supplementary Fig. 9a), but also significant trabecular bone loss in femurs and vertebrae in the WT mice (Supplementary Fig. 9b, c). In striking contrast, the lack of TGFβ signaling protects against bone loss in calvarial, femoral and vertebral bones induced by TNF in the *Tgfbr2*^*ΔM*^ mice (Supplementary Fig. 9a–c). These results furthermore demonstrate that TGFβ signaling plays a crucial role in enhancing TNF-mediated inflammatory bone loss.

**Fig. 2:**
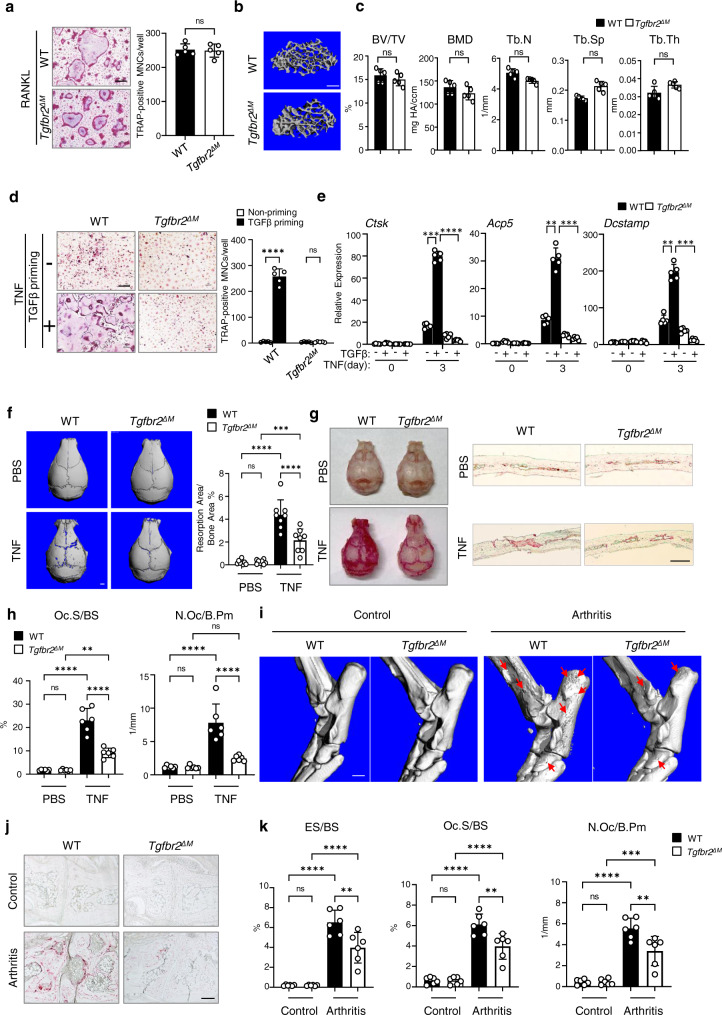
Loss of TGFβ signaling suppresses inflammatory osteoclastogenesis and bone resorption. **a** Osteoclast differentiation using BMMs derived from WT and *Tgfbr2*^*ΔM*^ mice was stimulated with RANKL for 3 days. Left: TRAP staining. Right: relative area of TRAP-positive-MNCs (≥3 nuclei/cell) per well. TRAP-positive cells: red. (*n* = 5/group). **b**, **c** μCT images (**b**) and bone morphometric analysis (**c**) of trabecular bone of the distal femurs isolated from the indicated 12-week-old-male littermate mice (*n* = 5/group). **d**, **e** Osteoclast differentiation determined by TRAP staining (**d**, left) and the relative area of TRAP-positive MNCs per well (**d**, right), and qPCR analysis of mRNA expression of *Ctsk*, *Acp5*, and *Dcstamp* (**e**) in the cell cultures, in which the bone marrow of WT and *Tgfbr2*^*ΔM*^ mice was primed with or without TGFβ for 4 days, followed by TNF stimulation for 3 days. TRAP-positive cells: red. **d**, **e**: *n* = 5/group. **f**–**h** μCT images (**f**, left), the quantification of the resorption area (**f**, right), TRAP staining of bone surface (**g**, left) and histological sections (**g**, right), and histomorphometric analysis of the slices of the calvarial bones obtained from 12-week-old-male WT and *Tgfbr2*^*ΔM*^ mice after PBS or TNF injection to the calvarial periosteum daily for 5 days (*n* = 8/group in **f**, *n* = 6/group in **h**). **i**–**k** μCT images of the surface of tarsal joints (red arrows: bone erosion) (**i**), TRAP staining (**j**) and histomorphometric analysis (**k**) of the tarsal joint sections obtained from the indicated 12-week-old female mice with PBS injection as the control or the littermate female mice that developed K/BxN serum-induced arthritis (*n* = 6/group). BV/TV, bone volume per tissue volume; BMD, bone mineral density; Tb.N, trabecular number; Tb.Sp, trabecular separation; Tb.Th, trabecular thickness; ES/BS, erosion surface/bone surface; Oc.S/BS, osteoclast surface/bone surface; N.Oc/B.Pm, number of osteoclasts per bone perimeter. **a**, **c** ns: not statistically significant by two-sided Student’s *t* test. **d**, **e**, **f**, **h**, **k** **p < 0.01; ***p < 0.001; ****p < 0.0001; ns: not statistically significant by two-way ANOVA with Bonferroni’s multiple comparisons test. Error bars: **a**, **c**–**f**, **h**, **k** Data are mean ± SD. Scale bars: **a**, **d**, **j** 200 µm; **b**, **g** 100 µm; **f**, **i** 1.0 mm. Source data are provided as a Source Data file.

We next explored the role of TGFβ priming in an inflammatory arthritis model which mimics human pathology and would provide greater pathological relevance. We selected the K/BxN serum-induced arthritis model^49^, which resembles RA and therefore has been widely used to study inflammation-induced peri-articular bone erosion by inflammatory cytokines, including TNF. This model allows the investigation of bone resorption during the effector phase of inflammatory arthritis. Deficiency of basal TGFβ signaling (non-priming) in *Tgfbr2*^*∆M*^ mice resulted in significant suppression of peri-articular bone erosion, and reduction of osteoclast numbers and surface in resorption sites (Fig. 2i–k) of the tarsal joints in the K/BxN arthritis model in comparison to the WT control mice that mimic TGFβ priming condition. Joint swelling was sustained during the 14-day course of inflammatory arthritis, while suppressed bone erosion was observed in *Tgfbr2*^*∆M*^ mice (Supplementary Fig. 10), suggesting that TGFβ signaling has no significant effect on inflammation, but prominently affects osteoclastogenesis and bone erosion in this model.

Taken together, our results suggest that endogenous TGFβ signaling does not affect RANKL-induced osteoclast formation, but plays a crucial role in promoting TNF-mediated osteoclastogenesis and exacerbating inflammatory bone resorption.

### TGFβ priming suppresses the expression of IFN-stimulated genes, meanwhile switching TNF to elicit osteoclastogenic gene induction

We next investigated the mechanisms by which TGFβ priming reprograms macrophages response to TNF towards osteoclastogenesis. 

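Human CD14(+) monocytes were cultured with M-CSF (20 ng/ml), with TGFβ (10 ng/ml; TGFβ priming) or without it (non-priming) for 3 days, and then received TNF (40 ng/ml) for 1 day or 6 days or no TNF (day 0). These 6 conditions had 3 replicates each, 18 libraries in all. No library was kept for 1 or 6 days without TNF, so each comparison with day 0 combines TNF with further time in culture. The authors sequenced poly(A) RNA as 50 bp single-end reads, aligned the reads to GRCh38 with HISAT2, counted them per gene with HTSeq-count and computed CPM with edgeR. The deposited CPM values covered 60596 entries, and all but 1 of them came to a whole number of reads. Between 8892076 and 15491560 reads per library were counted on genes, with a median of 12077510, and the 10 genes with most reads took between 7.42% and 12.9% of them. A value resting on 3 reads lay between 0.194 and 0.337 CPM, depending on the library. This floor accounts for counting error only. Genes with a mean below 1 CPM in every condition were left out, and 15922 genes were tested. CPM values were scaled between libraries by TMM, and log2(CPM + 1) was compared with limma over all 18 libraries. Genes with an adjusted p below 0.05 and a fold change of at least 1.5, the paper's thresholds, are called DEGs here, and log2 fold changes are on the log2(CPM + 1) scale, which understates changes of genes with low CPM. Libraries with the same replicate number resembled each other: after subtraction of the condition means, their correlation across genes averaged 0.381 (range 0.12 to 0.63 over 45 pairs), against −0.184 for libraries with different numbers. Each comparison was therefore also fitted with the replicate number as a block. With 3 libraries against 3, an exact permutation test cannot give p below 0.1, and 10% of genes without any change have groups that do not overlap by chance. On simulated reads with 200 changed genes, limma called 78% of the changed genes and 8 unchanged genes, and with no changed gene it called 0. The simulated genes varied independently, with the same dispersion for all and no replicate effect.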

To address this, we performed gene expression profiling using high-throughput sequencing of RNAs (RNA-seq) from the human culture system to identify transcriptomic changes by TGFβ priming. 

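After 1 day of TNF in the non-priming condition, 1983 genes were higher and 2062 lower than at day 0 by limma, and 2186 and 2261 with the replicate block (same-numbered libraries of these 2 conditions correlated at 0.254). The alternative that moved the number of lower genes most was scaling by library size only, which gave 1518 higher and 3134 lower, while the number of higher genes moved most, to 2548, without a fold change minimum. With library size only the median log2 fold change over all genes shifted by −0.17 and the share of higher genes went from 49% to 32.6%. The libraries of the 2 conditions did not overlap for 48.8% of all tested genes, where chance gives 10%. Type-I IFN response genes were taken from Fig. 3c. All 34 passed the CPM filter and rose by a mean log2 fold change of 2.25, with 3.48, 1.48 and 1.80 in replicates 1, 2 and 3 (adjusted p = 1.7e-11 from limma's camera test over 23 gene set tests, 7.77e-12 with the replicate block). Of these genes 31 were higher as DEGs, with the block and with p adjusted over the list alone as well. The authors picked the list from these same data, so the last count shows no stability. A further 25 ISGs that are not in that heatmap rose by 1.74 (adjusted p = 7.51e-08 from limma's camera test, 4.95e-08 with the block), and 19 of them were DEGs, 22 with the block and 23 with p adjusted over the list alone. Among inflammatory genes, the largest rises at a mean of at least 10 CPM were those of CXCL5 (9.04, SE 0.31, limma adjusted p = 1.6e-11, block 5.16e-11), CXCL8 (8.17, SE 0.50, 7.17e-09, block 1.89e-08) and TNFAIP6 (7.50, SE 0.45, 5.91e-09, block 4.36e-10). For CXCL5, 17.3% of the exon bases overlap a gene on the opposite strand. IL1B rose by 6.86 (SE 0.54, limma adjusted p = 1.14e-07, block 2.26e-07), from 16.9 ± 11.4 CPM (mean ± SD, n = 3) to 1551 ± 742 CPM. The largest falls were those of MS4A6A (−7.40), F13A1 (−6.84) and CCDC152 (−6.35), the last with 41.6% of its exon bases under a gene on the opposite strand. These genes were picked by a rule set on size, after their values were seen.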

Consistent with prior literature^50,51^, pathway analysis showed highly up-regulated genes involved in IFN, particularly type-I IFN signaling pathway, and inflammatory response by TNF stimulation of macrophages (non-priming condition, Fig. 3a). TGFβ priming, however, completely enriched different gene sets induced by TNF that appear to be required for cell differentiation, such as ribosomal proteins and osteoclast differentiation (Osteoclast differentiation and Focal Adhesion) (Fig. 3b). 

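In the TGFβ priming condition, 2525 genes were higher and 1521 lower after 6 days of TNF than at day 0 by limma, and 2775 and 1698 with the replicate block (same-numbered libraries correlated at 0.383). Scaling by library size only gave 2170 and 2339: the share of higher genes went from 62.4% to 48.1% and the median log2 fold change shifted by −0.14. The 79 ribosomal protein genes with at least 1 CPM had a mean log2 fold change of −0.13 in this comparison (adjusted p = 0.0255 from limma's camera test, 0.0241 with the block), with −0.45, 0.02 and 0.04 in replicates 1, 2 and 3. With an inter-gene correlation of 0.05 in camera the adjusted p was 0.193, and with limma's fry rotation test 0.326. The adjusted p from limma's gene set tests ranged from 0.01 to 0.326 over the alternatives that keep all libraries and from 0.000795 to 0.663 without 1 library. Only RPL17 was higher as a DEG and none was lower. With the block, and with the edgeR quasi-likelihood test, 1 gene was higher and 1 was lower. Without adjustment, 1 was higher and 10 were lower at p below 0.05. RPL17 is named after its value was seen. At day 6 of TNF, the same genes were higher with TGFβ priming than without it by 0.42 (adjusted p = 2.89e-20 from limma's camera test, 1.55e-18 with the block), with 0.45, 0.40 and 0.41 in the 3 replicates. Of these, 12 were DEGs, 19 with the block and 21 with p adjusted over the list alone, but 4 with the edgeR quasi-likelihood test. The 19 OC genes of Fig. 3e with at least 1 CPM rose with 6 days of TNF under TGFβ priming by 2.73 (adjusted p = 7.02e-11 from limma's camera test, 7.11e-11 with the block). The number of DEGs was 14, 16 with the block and 16 with p adjusted over the list alone. A further 13 OC genes that are not in that heatmap rose by 1.60 (adjusted p = 0.000122 from limma's camera test, 0.000106 with the block), with 8 DEGs. The 33 DNA replication genes rose by 0.45 (adjusted p = 0.00999 from limma's camera test, 0.00743 with the block, 0.0741 with an inter-gene correlation of 0.05), with 15 DEGs. By the rule on size, the largest rises besides that of CTSK were those of CXCL5 (8.93) and PPBP (8.09, a gene with 32.1% of its 50-base stretches shared with other genes), and the largest falls were those of MS4A6A (−5.91), ADORA3 (−5.54, 34.2% shared) and CD180 (−5.48). Focal adhesion genes were not analysed here as a list.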

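Of the 34 type-I IFN response genes of Fig. 3c, 32 had their highest mean CPM in non-priming cells after 1 day of TNF. The other two, IFITM2 and IRF2, were highest in non-priming cells at day 0. IFIT1 (Ensembl gene ENSG00000185745, chromosome 10, 89392546 to 89406487 in GRCh38) went from 9.05 ± 5.46 CPM (mean ± SD, n = 3) at day 0 to 212 ± 251 CPM, with 502, 49.7 and 84.9 CPM in replicates 1, 2 and 3. Its log2 fold change was 4.04 (SE 0.75, limma adjusted p = 0.000595, block 0.000219). MX1 (chromosome 21, 41420020 to 41470071) rose by 4.17 (SE 0.73, limma adjusted p = 0.000339, block 0.000452) and ISG15 by 3.82 (SE 0.69, 0.000427, block 0.000291). Of the 21 chemokine genes of Fig. 3d, 17 were highest in the same condition. CCL20 was highest with TGFβ priming at day 1, CXCL6 and CCL18 with TGFβ priming at day 6, and CCL22 without priming at day 6. The 20 chemokine genes with at least 1 CPM rose by a mean log2 fold change of 4.85 in non-priming cells at day 1 (adjusted p = 2.47e-18 from limma's camera test, 9.37e-17 with the replicate block), and all 20 were DEGs. Of 22 other chemokine genes, 8 had at least 1 CPM. They rose by 3.12 (adjusted p = 0.000122 from limma's camera test, 0.000232 with the block), with 5 DEGs. CXCL10 (chromosome 4, 76021118 to 76023497) went from 5.92 ± 7.12 CPM to 84.7 ± 96.8 CPM, a rise of 3.83 (SE 0.88, limma adjusted p = 0.00316, block 0.00219), and CXCL11 rose by 3.28 (SE 0.69, 0.00149, block 0.000888). CCL5, with 16.8% of its 50-base stretches shared with other genes, went from 3.17 ± 1.43 CPM to 504 ± 192 CPM, a rise of 7.10 (SE 0.36, limma adjusted p = 9.01e-10, block 5.09e-10). CXCL9 was at 2.62 ± 1.56 CPM at day 0 and 3.69 ± 2.56 CPM at day 1.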

RNA-seq–based expression heatmaps revealed that many IFN-stimulated genes (ISGs), including type-I IFN response genes (Fig. 3c) and chemokine genes (Fig. 3d), were exclusively induced by TNF after 24 h of stimulation. In striking contrast, under the TGFβ priming condition, TNF did not induce these inflammatory genes, but instead activated many classic osteoclastic genes (hereafter referred to as OC genes), including the early-stage osteoclastogenic regulators, such as *FOS*, *NFATC1*, and *MITF* (d1, Fig. 3e), and a set of late-stage osteoclast marker genes, such as *ACP5*, *CTSK*, *ITGB3*, *OSCAR* and *CALCR* (d6, Fig. 3e). 

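Under TGFβ priming, the genes of Fig. 3c rose with 1 day of TNF by a mean log2 fold change of 0.62, with 1.56, 0.15 and 0.15 in replicates 1, 2 and 3 (adjusted p = 0.0212 from limma's camera test, 0.0136 with the replicate block). With an inter-gene correlation of 0.05 the adjusted p from camera was 0.112, and limma's fry test gave 0.24. The adjusted p from limma's gene set tests ranged from 0.00412 to 0.24 over the alternatives that keep all libraries and from 0.00261 to 0.463 without 1 library. Of these genes 5 were higher as DEGs, 6 with the block and 3 with p adjusted over the list alone. The 25 other ISGs rose by 0.29 (adjusted p = 0.292 from limma's camera test, 0.283 with the block). IFIT1 had a log2 fold change of 1.00 (SE 0.75, limma adjusted p = 0.342, block 0.259), MX1 1.2 (SE 0.73, 0.233, block 0.23) and IRF1 1.69 (SE 0.25, 6.9e-05, block 4.36e-06), a gene with 22.9% of its exon bases under a gene on the opposite strand. The 20 chemokine genes of Fig. 3d rose by 3.79 (adjusted p = 3.4e-14 from limma's camera test, 2.68e-13 with the block), and 17 of them were DEGs, 18 with the block and 18 with p adjusted over the list alone. CXCL5 rose by 8.34 (SE 0.31, limma adjusted p = 7.03e-11, block 1.58e-10), CCL5 by 6.57 (SE 0.36, 2.79e-09, block 1.44e-09), CXCL8 by 5.50 (SE 0.50, 6.44e-07, block 1.2e-06) and CXCL10 by 3.05 (SE 0.88, 0.0148, block 0.0104). CXCL11 had 0.99 (SE 0.69, limma adjusted p = 0.298, block 0.245). Over the alternatives that keep all libraries it ranged from 0.98 to 4.82 (adjusted p from 0.00407 to 0.509 from limma, edgeR or DESeq2), so its rise depends on the setting. The difference between the TNF responses with and without priming, tested as an interaction, was −1.63 for the genes of Fig. 3c (adjusted p = 3.34e-15 from limma's camera test, 1.48e-15 with the block) and −1.05 for those of Fig. 3d (1.81e-07, block 2.26e-06). Under fry, which was run without the block, the adjusted p was 0.175 for both.

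Among early regulators at day 1 of TNF under priming, NFATC1 (chromosome 18, 79395856 to 79529325) went from 28.8 ± 6.83 CPM to 115.5 ± 28 CPM, a log2 fold change of 2.11 (SE 0.22, limma adjusted p = 2.28e-06, block 8.88e-07). Its TNF response exceeded that without priming by 1.39 (interaction, limma adjusted p = 0.0506, block 0.0167). MITF (chromosome 3, 69739456 to 69968336) rose by 1.70 (SE 0.12, limma adjusted p = 5.69e-08, block 5.7e-08), with an interaction of 0.66 (0.111, block 0.0619). FOS (chromosome 14, 75278826 to 75282230) was at 76.1 ± 24.7 CPM at day 0 and 76.2 ± 65.1 CPM at day 1, a log2 fold change of −0.98 (SE 0.95, limma adjusted p = 0.475, block 0.46). Its day 1 values were 123.4, 103.3 and 2 CPM in replicates 1, 2 and 3. The last value was the only one in the data that did not come to a whole number of reads. Without it the day 1 mean was 113.3 ± 14.2 CPM (n = 2) and the log2 fold change 0.77 (limma adjusted p = 0.191), or 0.92 with the block (0.071). This was the lowest adjusted p over all alternatives, and the highest was 0.917. Leaving it out was chosen after the value was seen.

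Among late markers at day 6 of TNF under priming, CTSK (chromosome 1, 150794880 to 150809577) went from 12.1 ± 3.42 CPM to 4054 ± 1929 CPM, a log2 fold change of 8.34 (SE 0.41, limma adjusted p = 5.73e-10, block 8.24e-10). ACP5 (chromosome 19, 11574653 to 11579993) rose by 1.98 (SE 0.26, limma adjusted p = 2.76e-05, block 2.91e-05). ITGB3 (chromosome 17, 47253827 to 47313743) rose by 6.20 (SE 0.49, 1e-07, block 7.36e-08). For ITGB3, 33.2% of the exon bases lie under another gene on the same strand and 40.4% of the 50-base stretches are shared with other genes. OSCAR had 0.77 (SE 0.51, limma adjusted p = 0.273; SE 0.16 and 0.00133 with the block) and CALCR 0.68 (SE 0.29, 0.0843, block 0.0548), with CALCR at 1.05 ± 0.84 CPM at day 6.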

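Genes were ranked by the sign of their log2 fold change times −log10 of p for TGFβ priming against non-priming at the same day of TNF, and normalized enrichment scores (NES) were computed with fgsea over 10000 permutations of genes. At day 1 the 34 IFN genes of Fig. 3c had a NES of −2.63 (permutation p = 2e-04, the smallest these permutations can give) and the 20 chemokine genes of Fig. 3d −1.88 (permutation p = 6e-04). At day 6 the 19 OC genes of Fig. 3e had a NES of 1.96 (permutation p = 2e-04, again the smallest). Computed from 1 replicate pair at a time, these scores had an SD of 0.106, 0.218 and 0.524 (n = 3). With the replicate block they were −2.68, −1.88 and 2.04 (same-numbered libraries correlated at 0.574 at day 1 and 0.456 at day 6). Scaling by library size only moved the IFN and chemokine scores most, to −3.05 and −2.29, and the OC score moved most, to 1.67, without TGFβ priming day 6 replicate 3. On lists that are not in the heatmaps, the NES was −2.48 for 25 ISGs (permutation p = 2e-04), −1.56 for 8 chemokine genes (permutation p = 0.03) and 0.72 for 13 OC genes (permutation p = 0.8), and with the block −2.44, −1.59 and 0.63. Permuting genes treats them as independent. Limma's camera test was run with the inter-gene correlation set to 0.01, so it allowed for little correlation between genes. Camera gave a mean log2 fold change of −1.94 for the IFN genes (adjusted p = 4.23e-21, block 7.01e-21). Of these, 27 of 34 were lower as DEGs, 34 with the block and 34 with p adjusted over the list alone. For the chemokine genes camera gave −1.06 (adjusted p = 3.64e-06 from limma's camera test, block 8.08e-06). Over the alternatives that keep all libraries, the adjusted p from limma's gene set tests reached 0.00326 for the IFN and 0.00645 for the chemokine genes. CCL13, CCL15, CCL23 and CXCL11 were lower as DEGs, 7 genes with the block and 8 with p adjusted over the list alone. The 25 other ISGs fell by 1.72 (adjusted p = 1.38e-15 from limma's camera test, block 5.73e-15), with 20 DEGs, and the 8 other chemokine genes by 1.41 (0.00269, block 0.00425), with CCL8 and PPBP as DEGs. At day 6 the OC genes of Fig. 3e were higher with priming by 0.59 (adjusted p = 0.000122 from limma's camera test, block 3.27e-05), with 0.22, 0.76 and 0.79 in replicates 1, 2 and 3. SPNS2 alone was a DEG, with 5 genes with the block and 4 with p adjusted over the list alone. The 13 other OC genes had −0.02 (adjusted p = 0.745 from limma's camera test, block 0.733), and 0.02 with library size only.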

Gene set enrichment analysis (GSEA) also confirmed that type-I IFN response genes and chemokine genes comprised the top significant gene set enrichment by TNF stimulation of macrophages, whereas TNF with TGFβ priming showed osteoclastic gene set enrichment (Fig. 3f–h). These data support our findings that TGFβ priming enabled TNF-induced osteoclastogenesis (Fig.1). We further confirmed the expression of type-I IFN response genes, such as *IFIT1, IFIT2, MX1,* and *STAT1* (Fig. 3i), and chemokine genes, such as *CCL5, CXCL9,* and *CXCL10* (Fig. 3j), which was induced by TNF at 24 h but almost completely abolished by TGFβ priming. These transcriptomic findings indicate that TGFβ priming prominently plays a selective role in negative regulation of ISG genes but positive regulation of osteoclastic genes in macrophages stimulated by TNF.

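TGFβ priming and non-priming cells were compared directly at each day of TNF. At day 1, 482 genes were higher and 599 lower with priming by limma, and 728 and 896 with the replicate block. Scaling by library size only gave 811 and 441: the share of higher genes went from 44.6% to 64.8% and the median log2 fold change shifted by 0.11. At day 6, 351 genes were higher and 124 lower, and 587 and 301 with the block. The edgeR quasi-likelihood test on recovered reads, the test fixed before the data were examined, gave 129 and 63. A fit of the 2 compared conditions alone moved the number of higher genes most, to 108 (with 36 lower), and the block moved the number of lower genes most. The libraries did not overlap for 35.6% of all tested genes at day 1 and 22.2% at day 6, where chance gives 10%. IFIT1 was lower with priming at day 1 by a log2 fold change of −3.08 (SE 0.75, limma adjusted p = 0.0198, block 0.00738), and so was MX1 (−3.08, SE 0.73, 0.0168, block 0.0139). ISG15 had −2.75 (SE 0.69, limma adjusted p = 0.0217, block 0.012) and IRF1 −0.76 (SE 0.25, 0.0689, block 0.0127). IRF1 was already lower with priming before TNF as a DEG. Over the alternatives that keep all libraries it had −0.90 to −0.77 there (adjusted p from 0.00665 to 0.113 from limma, edgeR or DESeq2). Its rise with 1 day of TNF was 1.38 to 1.68 without priming and 1.54 to 1.74 with it. The day 1 difference of IRF1 thus need not be a smaller TNF response. CXCL10 had −2.5 (SE 0.88, limma adjusted p = 0.0927, block 0.0614), CXCL11 −2.55 (SE 0.69, 0.0309, block 0.0164) and CCL5 −0.86 (SE 0.36, 0.16, block 0.0829). By the rule on size, the largest differences at day 1 among higher genes were KANK4 (4.11), COL7A1 (3.85) and FGD5 (3.78). The non-priming mean of KANK4 lay below 3 reads, and its value ranged from 3.65 to 4.43 without 1 library. Among lower genes the largest differences were CCL8 (−4.6), ENPP2 (−4.22) and SERPINB2 (−4.11, 23.7% of 50-base stretches shared). At day 6 they included COL5A1 (3.91) and COL5A2 (3.21), and FCMR (−2.69, 24.1% of exon bases under a gene on the opposite strand), LINC01010 (−2.17) and CNTNAP2 (−2.03). The mean log2(CPM + 1) of the Fig. 3c genes went from 4.91 at day 0 to 7.16 at day 1 and 5.66 at day 6 without priming, and from 4.6 to 5.22 and 5.54 with priming. For the Fig. 3e genes it went from 4.73 to 5.01 and 6.85 without priming and from 4.72 to 5.05 and 7.44 with priming. The paper starts from pathway analysis and heatmaps of the TNF response in each arm, adds enrichment of the ISG, chemokine and OC gene lists and qPCR of selected genes, and states from these findings that priming acts selectively. The qPCR was not analysed here.

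**Figure D1:**
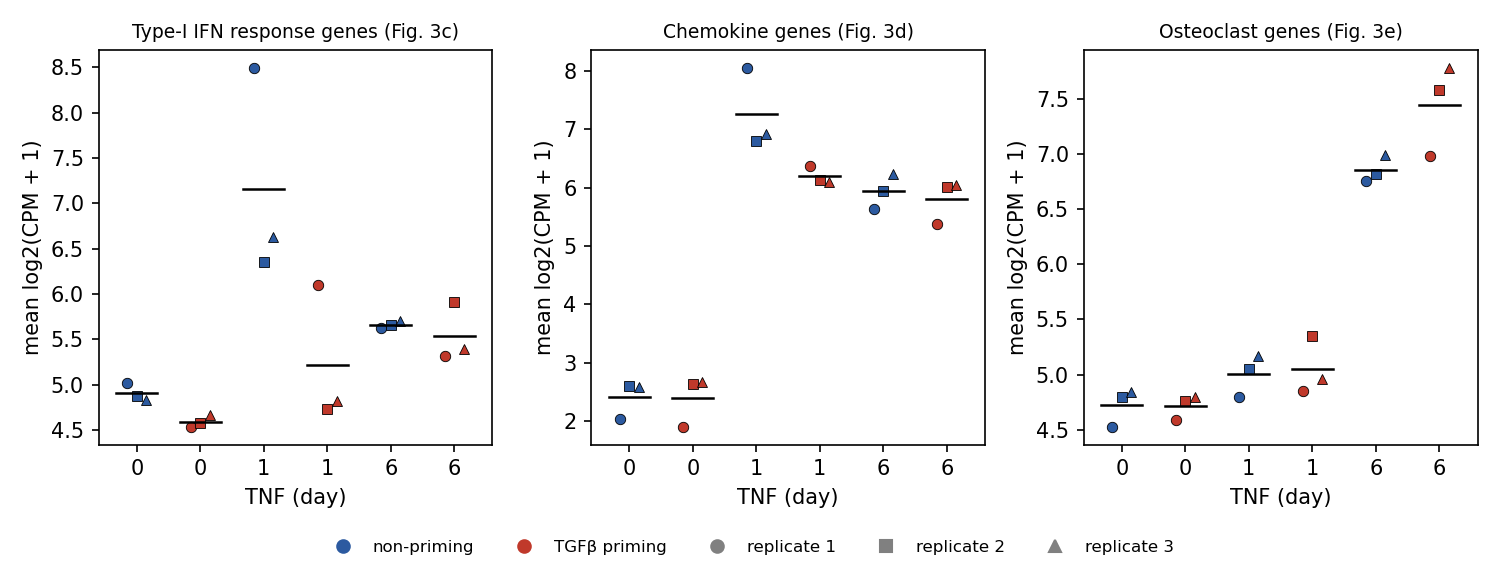
Mean log2(CPM + 1) of the Fig. 3c, Fig. 3d and Fig. 3e genes (y axis) by day of TNF (x axis) in non-priming (blue) and TGFβ priming (red) cells, with points for replicates and lines for the condition mean. The Fig. 3d genes went from 2.41 at day 0 to 7.25 at day 1 and 5.94 at day 6 without priming, and from 2.40 to 6.20 and 5.81 with priming.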

**Fig. 3:**
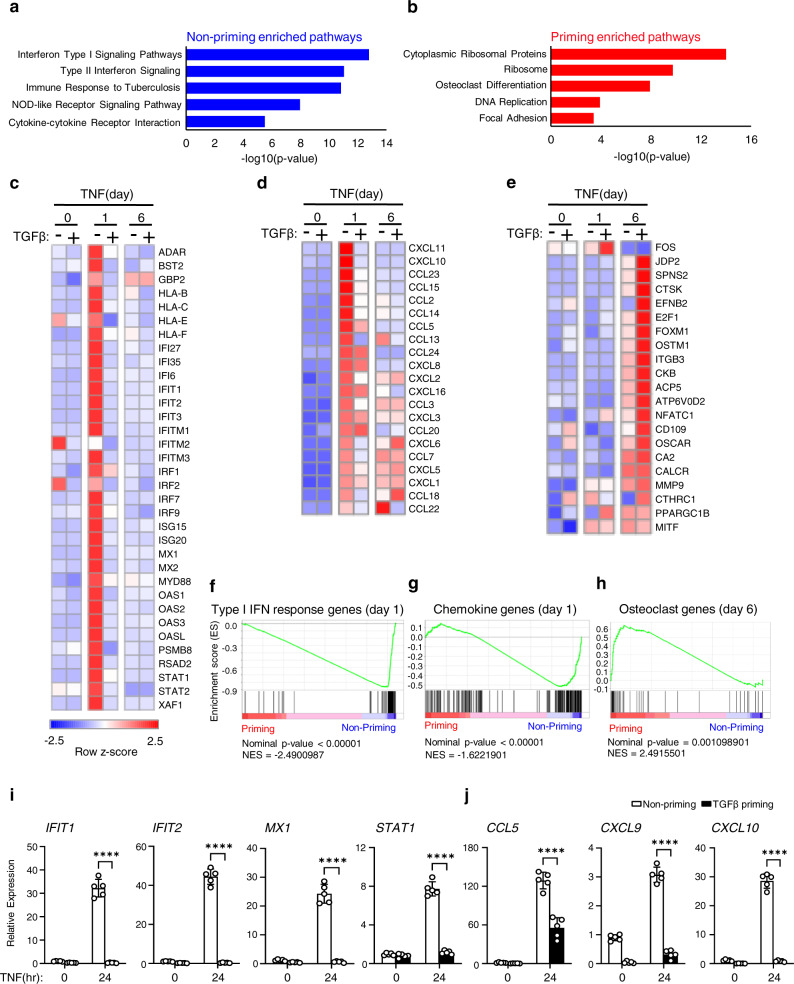
TGFβ priming reprograms the action of TNF on the transcriptome in macrophages from inflammatory towards osteoclastic gene expression. **a**–**h** RNA-seq analysis of the mRNAs from human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation for 1 or 6 days. *n* = 3 biological replicates for each condition. **a** Pathway analysis of TNF-inducible genes at 24 h in the non-priming condition. **b** Pathway analysis of TNF-inducible genes at day 6 in the TGFβ priming condition. **c**–**e** Heatmaps of TNF-induced type-I IFN response genes (**c**), chemokine genes (**d**), and osteoclast genes (**e**) regulated by non-priming and TGFβ priming at the indicated times. Row *z* scores of CPMs were shown in the heatmaps. **f**–**h** Gene set enrichment analysis of TNF-inducible type-I IFN response genes (**f**), chemokine genes (**g**), and osteoclast genes (**h**) regulated by non-priming and TGFβ priming ranked by NES. **i**–**j** qPCR analysis of mRNA expression of *IFIT1*, *IFIT2*, *MX1*, *STAT1*, *CCL5*, *CXCL9* and *CXCL10* using human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF for 1 day (*n* = 5/group). **i**, **j** ***p < 0.001 by two-way ANOVA with Bonferroni’s multiple comparisons test. Error bars: **i**, **j** Data are mean ± SD. Source data are provided as a Source Data file.

### TGFβ priming remodels chromatin accessibility and histone marks to reprogram gene transcription towards osteoclastogenesis

The selective TGFβ priming effect on gene expression led us to further investigate the epigenetic basis of how TGFβ fundamentally alters the macrophage response to TNF to enable its osteoclastogenic actions. Chromatin accessibility and histone modifications often change dynamically in response to environmental cues and play fundamental roles in the epigenetic regulation of gene expression. To address this, we first performed ATAC-seq, and found that TNF significantly induced differentially accessible ATAC-seq peaks in the TGFβ non-priming and priming conditions (Fig. 4a), indicating that TGFβ priming largely altered chromatin accessibility. Pathway analysis of the genes associated with these differentially accessible peaks in each condition showed that TGFβ priming shifted TNF-increased chromatin accessibility from genes enriched in type-I IFN response and chemokine pathways to the genes involved in TGFβ signaling and osteoclast differentiation pathway (Fig. 4b). These chromatin accessibility results are consistent with the transcriptomic effects of TGFβ priming (Fig. 3). We then conducted an integrative ATAC-seq and RNA-seq analysis to elucidate the chromatin accessibility associated with the differentially expressed genes (DEGs) arising in response to TNF with or without TGFβ priming. 

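In the TGFβ priming condition, 1887 genes were higher and 1973 lower after 1 day of TNF than at day 0 by limma, and 2063 and 2172 with the replicate block (same-numbered libraries correlated at 0.394). Scaling by library size only gave 1507 and 2661: the share of higher genes went from 48.9% to 36.2% and the median log2 fold change shifted by −0.13. By the rule on size, the largest rise besides those of CXCL5 and CCL5 was that of CRIM1 (7.46, SE 0.32, limma adjusted p = 2.6e-10, block 4.96e-11), and the largest falls were those of MS4A6A (−7.20), OLFML3 (−6.28) and ADORA3 (−6.07). Of the 19 OC genes of Fig. 3e, MITF, MMP9 and NFATC1 were higher and ATP6V0D2 and CD109 lower as DEGs at day 1, and 3 were higher and 3 lower with the block. In non-priming cells CKB, ITGB3, MITF, MMP9 and NFATC1 were higher and the same 2 genes lower, and 6 were higher and 3 lower with the block.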

We term the DEGs, whose expression was enhanced by TNF in the TGFβ priming condition, as TGFβ priming genes, including TGFβ pathway genes and OC genes. The DEGs enhanced by TNF in the non-priming condition were referred to as non-priming genes, including ISGs. 

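After 6 days of TNF in the non-priming condition, 2280 genes were higher and 1568 lower than at day 0 by limma, and 2552 and 1747 with the replicate block (same-numbered libraries correlated at 0.419). Scaling by library size only gave 1952 and 2166: the share of higher genes went from 59.3% to 47.4% and the median log2 fold change shifted by −0.11. By the rule on size, the largest rises were those of CXCL5 (8.71), MT1G (7.32, 13.8% of 50-base stretches shared with other genes) and CKB, and the largest falls were those of THBS1 (−6.59), MS4A6A (−6.53) and IGF1 (−5.80, 82.5% of exon bases under a gene on the opposite strand). At day 1 of TNF, 1377 genes were higher in both arms, 606 in the non-priming arm only and 510 in the TGFβ priming arm only, and the log2 fold changes of the arms correlated at 0.863 across genes. At day 6 the numbers were 1711, 569 and 814, with a correlation of 0.841. A DEG in 1 arm only need not differ between the arms. Tested directly as an interaction by limma, the TNF response differed for 117 genes at day 1 (311 with the block), 38 of them with a positive difference (priming minus non-priming), and for 297 genes at day 6 (606 with the block), 174 of them with a positive difference. A positive difference can be a larger rise or a smaller fall with priming.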

We found that 60% of non-priming gene loci (745 genes) associated with 1975 peaks showed increased chromatin accessibility in response to TNF stimulation (Fig. 4c, d), whereas TGFβ priming significantly reduced the chromatin accessibility at these loci at both baseline and/or after TNF stimulation, such as the loci of MX1, MX2, IFIT2, IFIT3, CXCL9, CXCL10 and CXCL11 (Fig. 4c, d, m). In contrast, TGFβ priming increased chromatin accessibility at the TGFβ priming gene loci regardless of TNF treatment, such as the loci of NFATC1, ACP5, ITGB3, and CALCR (Fig. 4c, d, n, and Supplementary Fig. 11). We further assessed ISG and OC loci, and found similar changes in chromatin accessibility as those seen at non-priming and priming genes, respectively (Fig. 4e). The TGFβ-induced chromatin closing was observed at all ISG loci. Notably, TNF alone does not change the chromatin accessibility at OC gene loci (Fig. 4e, right panel), which is consistent with the results that TNF alone is not able to effectively induce OC gene expression (Fig. 3e). 

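In non-priming cells, the 19 OC genes of Fig. 3e with at least 1 CPM rose with 6 days of TNF by a mean log2 fold change of 2.13, with 2.23, 2.02 and 2.14 in replicates 1, 2 and 3 (adjusted p = 3.57e-09 from limma's camera test, 2.3e-09 with the replicate block). Of these, 13 were DEGs, 14 with the block. No library was kept for 6 days without TNF, so the rise includes any effect of time in culture. CTSK went from 13.9 ± 5.78 CPM (mean ± SD, n = 3) to 1388 ± 255 CPM, a log2 fold change of 6.73 (SE 0.41, limma adjusted p = 8.35e-09, block 1e-08), and CKB from 0.487 ± 0.169 CPM to 198 ± 54.9 CPM, a change of 7.12 (SE 0.38, 1.96e-09, block 6.45e-10). ITGB3 rose by 6.00 (SE 0.49, limma adjusted p = 2.16e-07, block 1.65e-07) (33.2% of exon bases under another gene on the same strand), MMP9 by 3.50 (SE 0.37, 3.73e-06, block 5.4e-06), NFATC1 by 1.41 (SE 0.22, 0.000141, block 4.83e-05), ACP5 by 1.21 (SE 0.26, 0.00251, block 0.00216) and MITF by 1.05 (SE 0.12, 8.97e-06, block 6.95e-06). OSCAR had 0.90 (SE 0.51, limma adjusted p = 0.201, block 0.000434) and CALCR 0.60 (SE 0.29, 0.127, block 0.0881). After 1 day of TNF the list had a mean of 0.28 (adjusted p = 0.173 from limma's camera test over 63 tests, 0.149 with the block). NFATC1 rose by 0.72 (SE 0.22, limma adjusted p = 0.0184, block 0.00819) at that time. The TNF response of the list at day 6 was larger with TGFβ priming by 0.60, tested as an interaction (adjusted p = 0.000987 from limma's camera test, 0.00114 with the block), with 0.16, 0.80 and 0.84 in the 3 replicates. For the 13 other OC genes this difference was 0.30 (adjusted p = 0.447 from limma's camera test, 0.378 with the block).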

Most OC gene loci (81%) were markedly opened by TGFβ priming before TNF stimulation despite the that no gene expression was observed at baseline without TNF stimulation. These findings indicate that TGFβ priming prepared and enabled these gene loci to become accessible for gene induction by subsequent stimulatory signals. 

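Before TNF, 15 of the 21 OC genes of Fig. 3e had a mean of at least 1 CPM in non-priming cells and 17 in TGFβ priming cells, 13 and 14 had at least 10 CPM, and 5 and 5 had at least 100 CPM. ACP5 was at 782 ± 102 CPM (mean ± SD, n = 3) without priming and 774 ± 194 CPM with it, MMP9 at 2438 ± 1263 CPM and 1134 ± 370.4 CPM, and OSCAR at 59.8 ± 29.6 CPM and 103 ± 60.4 CPM. Between these conditions, the 19 genes with at least 1 CPM in any condition had a mean log2 fold change of −0.01 (adjusted p = 0.875 from limma's camera test, 0.856 with the replicate block; same-numbered libraries correlated at 0.592), and 0.06 with library size only. MITF was the only DEG among them, with −0.91 (SE 0.12, limma adjusted p = 0.000228, block 0.000153). With the block 1 gene of the list was higher and 2 were lower as DEGs. NFATC1 had −0.73 (SE 0.22, 0.0558, block 0.0239). Without adjustment, 1 gene of the list was higher and 3 were lower at p below 0.05.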

One exception was the FOS locus, whose accessibility was not increased by TGFβ priming at baseline but enhanced after TNF stimulation (Fig. 4n). With TGFβ priming, TNF stimulation further increased chromatin accessibility at some OC gene loci (Fig. 4e, right panel), such as the CALCR locus. We further performed FAIRE (formaldehyde-assisted isolation of regulatory element)-qPCR assay to quantify compaction and accessibility of chromatin at the ISG and OC gene loci during chromatin remodeling at the late stage (d6) of osteoclastogenesis. The results show that TGFβ priming continuously drastically enhances the chromatin accessibility at the loci of OC genes, such as NFATC1, ITGB3, ACP5, CALCR, and MYBL2, at day 6 of TNF stimulation of macrophages (Supplementary Fig. 12a). Fos locus is an exception in that its chromatin became closed on day 6 regardless of TGFβ priming or not (Supplementary Fig. 12a). In contrast, most ISG gene loci, such as MX1, MX2, IFIT2, IFIT3, CXCL9, CXCL10, CXCL11, IFNB1, and IRF1, at day 6 of TNF treatment turn into a closed state, which is not affected or further suppressed by TGFβ priming (Supplementary Fig. 12b). These chromatin remodeling changes at a late stage of TNF stimulation of macrophages are consistent with the transcriptomic results of OC genes and ISG genes shown in Fig. 3c–e, in which ISG gene expression (Fig. 3c, d) is almost completely suppressed at day 6 of TNF stimulation, while the expression of OC genes, except for FOS, is highly induced at day 6 of TNF stimulation in the TGFβ priming condition (Fig. 3e). 

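After 6 days of TNF, the genes of Fig. 3c were higher than at day 0 by a mean log2 fold change of 0.75 without priming (adjusted p = 0.052 from limma's camera test over 63 tests, 0.0435 with the replicate block) and 0.94 with TGFβ priming (0.0142, block 0.0123). The 20 chemokine genes of Fig. 3d were higher by 3.53 without priming (adjusted p = 2.19e-12 from limma's camera test, 3.02e-11 with the block), with 15 DEGs, and by 3.41 with priming (4.75e-11, block 2.75e-10), with 16 DEGs. Between priming and non-priming cells at day 6 both lists differed by −0.12 (adjusted p = 0.271 and 0.636 from limma's camera test, 0.177 and 0.55 with the block). No gene of either list was a DEG, though with the block CCL22 and CXCL16 were lower as DEGs (limma adjusted p = 0.00502 and 0.0335, same-numbered libraries correlated at 0.456), and without adjustment 0 genes of Fig. 3c and 2 of Fig. 3d, both lower, had p below 0.05. IFIT1 was at 32.0 ± 12.6 CPM (mean ± SD, n = 3) without priming and 40.1 ± 13.6 CPM with it. FOS was at 47.1 ± 8.42 CPM and 41 ± 8.36 CPM, and its log2 fold change from day 0 was −0.82 without priming (SE 0.95, limma adjusted p = 0.556, block 0.541) and −0.68 with it (0.625, block 0.612). Of the 21 OC genes of Fig. 3e, 18 had their highest mean CPM with priming at day 6. FOS was highest without priming at day 0, PPARGC1B with priming at day 1 and MITF without priming at day 6. Priming and non-priming cells at day 6 differed by 1.40 for CTSK (SE 0.41, limma adjusted p = 0.077, block 0.0429) and 1.35 for SPNS2 (SE 0.25, 0.00729, block 0.00594).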

We next performed Cut&Run-seq for the H3K4me3 histone mark associated with transcriptional activation and the H3K27me3 histone mark associated with transcriptional inhibition. H3K4me3 signals were identified around the transcriptional start site (TSS) in most non-priming genes, including ISGs, at baseline and after TNF stimulation (Fig. 4f, g, m). These H3K4me3 signals were drastically attenuated by TGFβ priming (Fig. 4f, g, m). Compared with the non-priming genes, both the basal and TNF-stimulated levels of H3K4me3 mark at the priming genes were low, but TGFβ priming strikingly increased H3K4me3 signals at these gene loci, including OC genes NFATC1, FOS, ACP5, ITGB3 and CALCR (Fig. 4f, g, n, and Supplementary Fig. 11). H3K27me3 mark was nearly undetectable at ISG loci. In contrast, most OC genes (69%), including NFATC1, ITGB3, and CALCR, exhibited a basal H3K27me3 mark, which was drastically attenuated not by TNF treatment, but by TGFβ priming (Fig. 4h, i, n, and Supplementary Fig. 11). We further performed Cut&Run-seq for the H3K27ac histone mark, which is often enriched at active regulatory elements and associated with active gene transcription^52,53^. Indeed, H3K27ac signals were detected around the ATAC peaks. At non-priming gene loci, including ISGs, H3K27ac signals were present at baseline and increased after TNF stimulation (Fig. 4j–m). These H3K27ac signals were drastically attenuated by TGFβ priming (Fig. 4j–m). On the contrary, both basal and TNF-stimulated levels of H3K27ac signals were low at priming gene loci, such as OC genes, but TGFβ priming strikingly elevated these H3K27ac signals with even higher levels with TNF stimulation (Fig. 4j–n, and Supplementary Fig. 11). These H3K27ac signal changes are consistent with the H3K4me3 mark and transcriptomic changes of ISGs and OC genes.

**Fig. 4:**
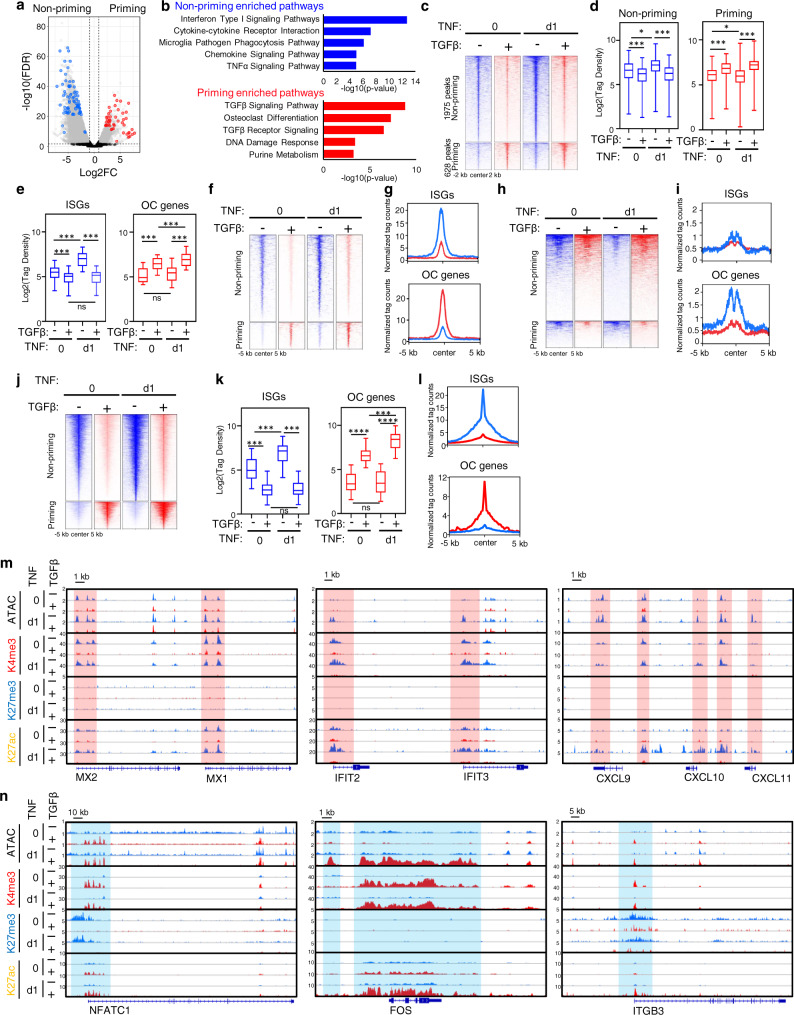
TGFβ priming regulates chromatin accessibility and histone modification to suppress the inflammatory action of TNF and facilitate osteoclastogenesis. Human CD14(+)-monocytes were treated with or without TGFβ priming for 3 days, followed by TNF stimulation for 0 or 1 day. **a** Volcano plot of ATAC-seq analysis of TNF-induced differentially accessible peaks at day 1 (gray dots) with significant (FDR < 0.01) and greater than twofold changes between non-priming and TGFβ-priming conditions. Data are from two biological replicates. Blue dots: peaks associated with ISGs. Red dots: peaks associated with osteoclast and TGFβ signaling genes. **b** Pathway analysis of genes associated with the significantly differentially accessible peaks identified in **a**. **c**, **d** Normalized ATAC-seq tag-density (heatmap in **c**) and tag counts (boxplots in **d**) of differentially accessible peaks associated with non-priming or TGFβ-priming genes. **e** Boxplots showing normalized ATAC-seq tag counts of differentially accessible peaks associated with ISGs or osteoclast genes. **f** Heatmap of normalized H3K4me3 Cut&Run-seq tag-density of the differentially accessible peaks associated with non-priming or TGFβ-priming genes. **g** Average tag density profile of normalized H3K4me3 Cut&Run-seq peaks associated with ISGs or osteoclast genes. Blue: Non-priming; Red: TGFβ-priming. **h** Heatmap of normalized H3K27me3 Cut&Run-seq tag-density of the differentially accessible peaks associated with non-priming or TGFβ-priming genes. **i** Average tag-density profile of normalized H3K27me3 Cut&Run-seq peaks associated with ISGs or osteoclast genes. Blue: Non-priming; Red: TGFβ-priming. **j** Heatmap of normalized H3K27ac Cut&Run-seq tag-density of the differentially accessible peaks associated with non-priming or TGFβ-priming genes. **k** Boxplots showing normalized H3K27ac Cut&Run-seq counts of peaks associated with ISGs or osteoclast genes. **l** Average tag-density profile of normalized H3K27ac Cut&Run-seq peaks associated with ISGs or osteoclast genes. Blue: Non-priming; Red: TGFβ-priming. **m**, **n** Representative IGV tracks displaying normalized tag-density profiles for ATAC-seq, H3K4me3, H3K27me3, and H3K27ac Cut&Run-seq signals at ISG (**m**) and osteoclast gene loci (**n**). **d**, **e**, **k**, **m**, **n** Data are representative of 2 biological replicates. Data are presented as normalized tag density ±2 kb (**c**) or 5 kb (**f**, **h**, **j**) around peak centers. **d**, **e**, **k** *p < 0.05; ***p < 0.001, ****p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni’s multiple comparisons test. Boxes represent data within the 25th to 75th percentiles. Whiskers depict the range of min to max. Horizontal lines within boxes represent median values. Source data are provided as a Source Data file.

In summary, most OC gene loci are largely closed with low levels of H3K4me3/H3K27ac and high H3K27me3 marks in macrophages, pointing to an inactive transcriptional state of these genes in macrophages. Although TNF signaling alone effectively increases chromatin accessibility at ISG loci, it fails to open the loci of OC genes. TGFβ priming, however, switches the chromatin state of ISGs and OC genes to the opposite direction, which initiates this to occur at the basal level. Chromatin becomes closed and H3K4me3/H3K27ac signal is reduced at ISG loci by TGFβ priming. On the other hand, TGFβ priming strongly increases chromatin accessibility and H3K4me3/H3K27ac signal, while reducing the suppressive H3K27me3 mark at OC gene loci. This powerful TGFβ priming-induced chromatin remodeling at different gene sets provides an essential prerequisite and foundation for reprogramming the gene expression program, leading to an effective induction of OC gene transcription by TNF in macrophages instead of ISGs. Thus, the differential expression of ISGs and OC genes is tightly associated with chromatin remodeling induced by TGFβ priming.

### TGFβ priming suppresses the TNF-induced IRF1-IFNβ axis

We next asked what transcriptional factors and pathways might coordinate with chromatin remodeling to regulate gene expression primed by TGFβ. De novo motif analysis of DNA sequences enriched under the ATAC-seq peaks associated with non-priming genes and TGFβ priming genes showed the top significantly enriched transcription factor binding sites for the non-priming genes include ISRE (IRF), AP-1, NF-κB, and IRF1 (Fig. 5a left panel). These transcription factors drive the expression of ISGs and inflammatory genes in response to TNF stimulation (Fig. 3^50,51^). TGFβ priming enriched distinct transcription factor binding sites for the priming genes, which include FOS, E2F, SMAD2/3/4, MYBL2, and MITF (Fig. 5a right panel). SMAD2/3/4 are key transcription factors for TGFβ-induced Smad pathway^54,55^. FOS, E2F, and MITF are important osteoclastogenic regulators^46,56^. Hence, in parallel to chromatin remodeling, TGFβ priming alters transcription factor enrichment at different gene loci.

**Fig. 5:**
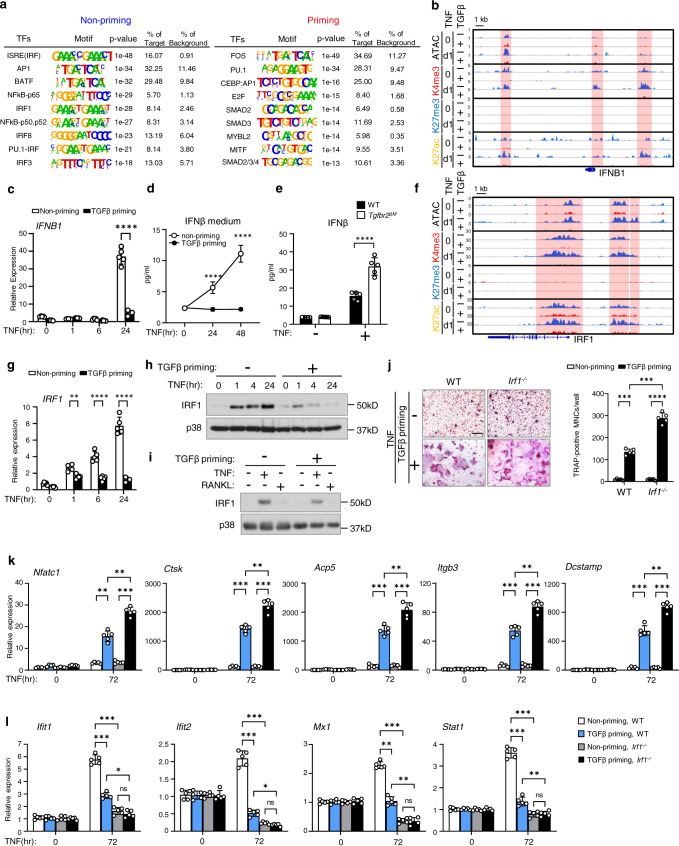
TNF-induced IRF1-IFNβ-ISG axis is suppressed by TGFβ priming. **a** De novo motif-enrichment analysis of ATAC-seq peaks associated with non-priming or TGFβ-priming genes. Random background regions serve as a control. **b** IGV track displaying normalized tag-density profiles for ATAC-seq, H3K4me3, H3K27me3, and H3K27ac Cut&Run-seq signals at *IFNB1* locus. **c** qPCR analysis of mRNA expression of *IFNB1* using human CD14(+)-monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation for the indicated times (*n* = 5/group). **d** ELISA analysis of IFNβ levels in the cell culture medium from TNF-induced osteoclastogenesis with or without TGFβ priming (*n* = 5/group). **e** ELISA analysis of IFNβ levels in the serum from the WT and *Tgfbr2*^*ΔM*^ mice after TNF-induced supracalvarial osteolysis (*n* = 5/group). **f** IGV track displaying normalized tag-density profiles for ATAC-seq, H3K4me3, H3K27me3, and H3K27ac Cut&Run-seq signals at *IRF1* locus. **g**, **h** qPCR analysis of mRNA expression of *IRF1* (*n* = 5/group) (**g**) and immunoblot analysis of the expression of IRF1 (**h**) using human CD14(+)-monocytes treated with or without TGFβ-priming for 3 days, followed by TNF stimulation for the indicated times. p38 was used as a loading control. **i** Immunoblot analysis of the expression of IRF1 using human CD14(+)-monocytes treated with or without TGFβ-priming for 3 days, followed by TNF or RANKL stimulation for 4 hr. p38 was used as a loading control. **j** Osteoclast differentiation was determined by TRAP staining (left) and the relative area of TRAP-positive-MNCs/well (right) in the cell cultures, in which the bone marrow of WT and *Irf1*^*−/−*^ mice was primed with or without TGFβ for 4 days, followed by TNF stimulation for two days. TRAP-positive cells: red. (*n* = 5/group). **k**–**l** qPCR analysis of mRNA expression of the indicated osteoclast genes (**k**) and ISGs (**l**) during osteoclastogenesis using the WT and *Irf1*^*−/−*^ cells with or without TGFβ-priming followed by TNF stimulation for the indicated times (*n* = 5/group). **c**, **d**, **e**, **g**, **j**, **k**, **l** **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni’s multiple comparisons test. Error bars: **c**, **d**, **e**, **g**, **j**, **k**, **l** Data are mean ± SD. **j** 200 µm. Source data are provided as a Source Data file.

Since TNF induces ISGs via endogenous IFNβ production^50^, we next examined the effect of TGFβ priming on IFNβ expression. Similar to the effects seen at ISG loci, TGFβ priming substantially reduced chromatin accessibility and the levels of H3K4me3/H3K27ac at the *IFNB1* promoter and 3′ downstream regulatory regions (Fig. 5b). As a consequence, TGFβ priming almost completely abolished TNF-induced IFNB1 gene expression (Fig. 5c) and protein production (Fig. 5d). Lack of TGFβ signaling, on the other hand, promoted TNF-induced IFNβ production (Fig. 5e), which provided complementary evidence for the suppressive effect of TGFβ priming on IFNβ expression. TNF induces IFNβ expression mainly via IRF1^50^. We found that the chromatin accessibility and H3K4me3/H3K27ac signal at the promoter and enhancer regions of IRF1 locus were significantly decreased by TGFβ priming (Fig. 5f), which is aligned with the changes at the IFNB1 locus. As expected, TGFβ priming drastically suppressed TNF-induced mRNA (Fig. 5g) and protein expression (Fig. 5h) of IRF1. IFNβ is a well-established inhibitor of osteoclast differentiation^48,57^. Thus, the TGFβ priming-induced IFNβ reduction is considered to contribute to enhanced osteoclastogenesis. On the other hand, in contrast to the strong IRF1 induction by TNF, RANKL does not induce IRF1 expression (Fig. 5i), which may explain the phenotype that IRF1 deficiency does not affect RANKL-induced osteoclastogenesis (Supplementary Fig. 13). However, lack of IRF1 dramatically enhanced TNF-mediated osteoclast differentiation (Fig. 5j) and osteoclastic gene expression (Fig. 5k) in the TGFβ priming condition. TGFβ priming-suppressed ISG induction, such as that of *Ifit1, Ifit2, Mx1, and Stat1*, was further significantly suppressed by IRF1 deficiency (Fig. 5l). These results collectively demonstrate that TGFβ priming suppresses the TNF-induced IRF1-IFNβ axis and thereby contributes to ISG gene inhibition and osteoclastic promotion.

### TGFβ priming promotes IRF8 protein degradation

IRF8 is a potent inhibitory transcription factor of osteoclast differentiation^57,58^. Downregulation of IRF8 expression is a prerequisite for osteoclastogenesis. TNF alone did not significantly decrease IRF8 protein level, but TGFβ priming enabled TNF to quickly and substantially downregulate IRF8 protein (Fig. 6a). The diminishment of IRF8 protein by TGFβ priming eliminated an important negative regulator of osteoclastogenesis, facilitating the differentiation process. Interestingly, TGFβ priming did not affect the decrease of IRF8 mRNA levels by TNF (Fig. 6b), which is different from the TGFβ priming effect on most other genes at the transcriptional level. This suggests a unique mechanism by which TGFβ priming regulates IRF8 protein expression. We used MG132 to block proteasome activity and observed that the diminished IRF8 protein level in the TGFβ priming condition was fully restored to a level similar to that without priming (Fig. 6c). These results indicate that TGFβ priming decreases the protein stability of IRF8 and promotes its degradation, which is also true when protein synthesis is blocked (Fig. 6d). In line with this, the ubiquitination of IRF8 was significantly increased in TGFβ priming conditions when proteasome activity was inhibited (Fig. 6e), revealing that IRF8 protein degradation is largely promoted by TGFβ priming.

**Fig. 6:**
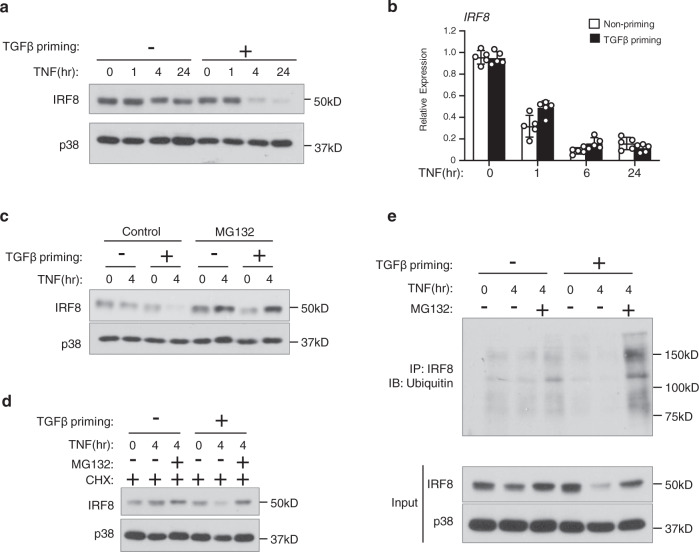
TGFβ priming promotes IRF8 ubiquitination and degradation in response to TNF. **a**, **b** Immunoblot analysis (**a**) and qPCR analysis (*n* = 5/group) (**b**) of IRF8 expression using human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation at the indicated times. p38 was used as a loading control (**a**). **c** Immunoblot analysis of the expression of IRF8 using human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation together with DMSO or MG132 (25 µM) for the indicated times. p38 was used as a loading control. **d** Immunoblot analysis of the expression of IRF8 using human CD14(+) monocytes treated with or without TGFβ priming for 3 days, then CHX (50 µM) for 30 min, followed by TNF stimulation together with DMSO or MG132 (25 µM) for the indicated times. p38 was used as a loading control. **e** Ubiquitination of IRF8 in the human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation together with DMSO or MG132 (25 µM) for the indicated times. Cell lysates were immunoprecipitated with anti-IRF8 antibody followed by immunoblotting with anti-Ub antibody. IP, immunoprecipitation; IB, immunoblotting. **b** Data are mean ± SD. Source data are provided as a Source Data file.

### TGFβ priming enables TNF to induce non-canonical osteoclastogenic regulators distinct from those induced by RANKL

As TGFβ priming enables TNF to effectively induce osteoclastogenesis, we wondered whether this TGFβ/TNF and the canonical RANKL pathways for osteoclastogenesis induce a convergent or divergent set of response genes. As shown in Fig. 7a, there are a number of overlapping genes that can be induced by both TGFβ priming/TNF and RANKL. Further pathway analysis of these overlapped genes revealed significantly enriched pathways, including Osteoclast differentiation and Focal adhesion pathway, which are classic RANKL-induced osteoclastogenic pathways (Fig. 7a, bottom panel). 

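With TGFβ priming, SPI1 (encoding PU.1) was at 650.0 ± 22.9 CPM (mean ± SD, n = 3) at day 0 and 586 ± 28.7 CPM after 6 days of TNF, a log2 fold change of 0.02 (SE 0.13, limma adjusted p = 0.939, block 0.934). With library size only it was −0.15. PRDM1 was at 51.2 ± 17.8 CPM and 42.9 ± 12.4 CPM, a change of −0.08 (SE 0.29, limma adjusted p = 0.86, block 0.833). E2F1 went from 5.17 ± 1.36 CPM to 31.2 ± 8.49 CPM, a change of 2.51 (SE 0.51, limma adjusted p = 0.00128, block 5.48e-05). NFATC1 rose by 2.87 (SE 0.22, 6.45e-08, block 3.07e-08) to 196 ± 54.4 CPM, and MITF by 1.78 (SE 0.12, 2.22e-08, block 2.62e-08). Priming and non-priming cells at day 6 of TNF differed by −0.22 for SPI1 (SE 0.13, limma adjusted p = 0.371, block 0.314), 0.21 for PRDM1 (SE 0.29, 0.761, block 0.675), 1.13 for E2F1 (SE 0.51, 0.246, block 0.0672), 0.73 for NFATC1 (SE 0.22, 0.0817, block 0.0356), −0.18 for MITF (SE 0.12, 0.468, block 0.38) and −0.24 for FOS (SE 0.95, 0.929, block 0.912). For ACP5 the difference was 0.67 (SE 0.26, limma adjusted p = 0.187, block 0.137), for ITGB3 0.92 (SE 0.49, 0.341, block 0.245) and for CALCR −0.04 (SE 0.29, 0.968, block 0.951). Cells stimulated with RANKL were not analysed here.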

Consistent with this, common osteoclastogenic transcription factors, such as *PU.1, NFATC1, FOS, PRDM1, E2F1, and MITF*, and osteoclast marker genes, such as *CTSK, ACP5, ITGB3, and CALCR*, were found in the overlapped gene sets (non-DEGs) induced by either TGFβ priming/TNF or RANKL stimulation (Fig. 7b). We further conducted the de novo motif analysis of sequences enriched under the ATAC-seq peaks associated with OC genes induced by TGFβ priming/TNF, and found the enrichment of the binding sites for common osteoclastogenic transcription factors E2F1, PRDM1, NFATC1, FOS, PU.1 and MITF (Fig. 7c). 

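MYBL2 (Ensembl gene ENSG00000101057, chromosome 20, 43667019 to 43716495 in GRCh38) was at 9.74 ± 5.73 CPM (mean ± SD, n = 3) with TGFβ priming at day 0, 10.1 ± 3.83 CPM after 1 day and 58.4 ± 23.8 CPM after 6 days of TNF, and at 3.69 ± 2.39, 1.3 ± 1.2 and 21.4 ± 14.2 CPM without priming. From day 0 to day 6 it rose by a log2 fold change of 2.65 with priming (SE 0.56, limma adjusted p = 0.00164, block 0.000268) and 2.32 without it (0.00475, block 0.000884). Between priming and non-priming cells it differed by 2.31 at day 1 (SE 0.56, limma adjusted p = 0.0184, block 0.00374) and 1.47 at day 6 (SE 0.56, 0.166; SE 0.45 and 0.0611 with the block), with 1.61, 1.78 and 1.03 in replicates 1, 2 and 3 at day 6.

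**Figure D2:**
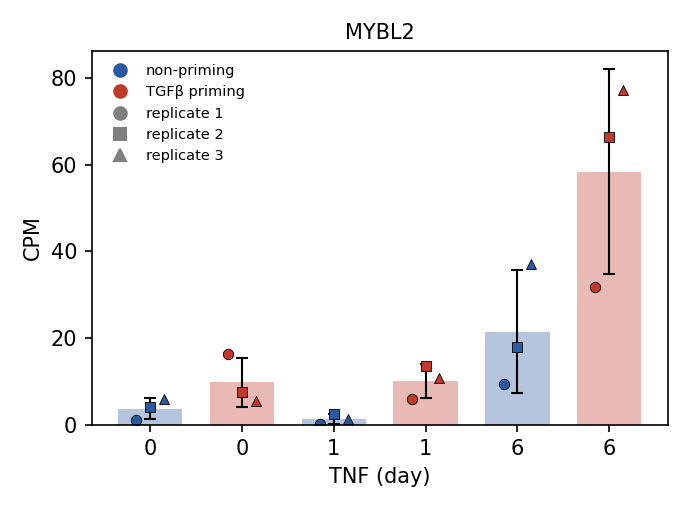
MYBL2 CPM (y axis) by condition and day of TNF (x axis), bars showing mean ± SD of 3 replicates and points the replicates. The mean was highest with TGFβ priming at day 6, at 58.4 CPM against 21.4 CPM without priming.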

Different from these common/classic OC transcription factors, we found an exceptionally enriched transcription factor binding site for MYBL2 (encoding B-Myb) (Fig. 7c), which is a highly expressed DEG induced by TNF in the TGFβ priming condition, but not by RANKL (Fig. 7b). B-Myb is a transcription factor that regulates hematopoietic progenitor cell development^59^. The function of B-Myb in osteoclast differentiation is unclear. The chromatin accessibility at MYBL2 locus is very low at baseline with high suppressive H3K27me3 mark. TGFβ priming significantly opened the chromatin at promoter and enhancer regions of MYBL2, decreased H3K27me3 mark, and enhanced H3K4me3/H3K27ac signals (Fig. 7d). Thus, MYBL2 is a typical TGFβ priming gene. Consistent with these chromatin remodeling and histone mark changes, MYBL2 expression at the basal level was low, and TGFβ priming markedly elevated TNF-induced MYBL2 expression (Fig. 7e, f). In order to examine the function of B-Myb in osteoclast differentiation, we knocked down its expression (Fig. 7g), and found that the TNF-induced osteoclast differentiation in the TGFβ priming condition was significantly suppressed by MYBL2 deficiency, evidenced by the reduced osteoclast formation (Fig. 7h) and attenuated osteoclast marker gene expression (Fig. 7i). In contrast, RANKL did not induce MYBL2 expression (Fig. 7b, j), and accordingly, RANKL-induced osteoclastogenesis was not affected by MYBL2 loss (Fig. 7k). Consistent with our finding that MYBL2 is a TGFβ priming gene, MYBL2 deficiency did not impact TNF-induced expression of ISGs, such as *IFIT1*, *IFIT2* and *MX1* (Fig. 7l). The expression of B-Myb was identified in osteoclasts in the TNF-induced supracalvarial osteolysis model in vivo (Fig. 7m). We further generated myeloid specific *Mybl2* conditional KO mice (*Mybl2*^*f/f*^*;LysMCre*; hereafter referred to as *Mybl2*^*∆M*^) and examined the effects of myeloid cell-specific *Mybl2* deletion on TNF-induced inflammatory osteoclastogenesis and bone resorption in vivo. Compared to the WT control mice, *Mybl2* deficiency significantly suppressed TNF-induced calvarial bone erosions (Fig. 7n), and markedly decreased osteoclast formation in the calvarial bones from the *Mybl2*^*∆M*^ mice (Fig. 7o, p, TNF group). Myeloid cell-specific *Mybl2* deletion did not affect osteoclast formation under physiological condition (Fig. 7o, p, PBS group). Therefore, B-Myb is a previously unrecognized osteoclastogenic regulator that specifically promotes TNF-mediated osteoclastogenesis in the TGFβ priming condition, but not RANKL-induced osteoclastogenesis. Despite that RANKL and TGFβ priming/TNF share some common osteoclastogenic transcription factors, there exist regulators, such as B-Myb, which play a selective role in TGFβ priming/TNF-mediated inflammatory osteoclast differentiation. These results implicate that B-Myb could be a specific therapeutic target for inflammatory osteoclast formation and bone resorption.

**Fig. 7:**
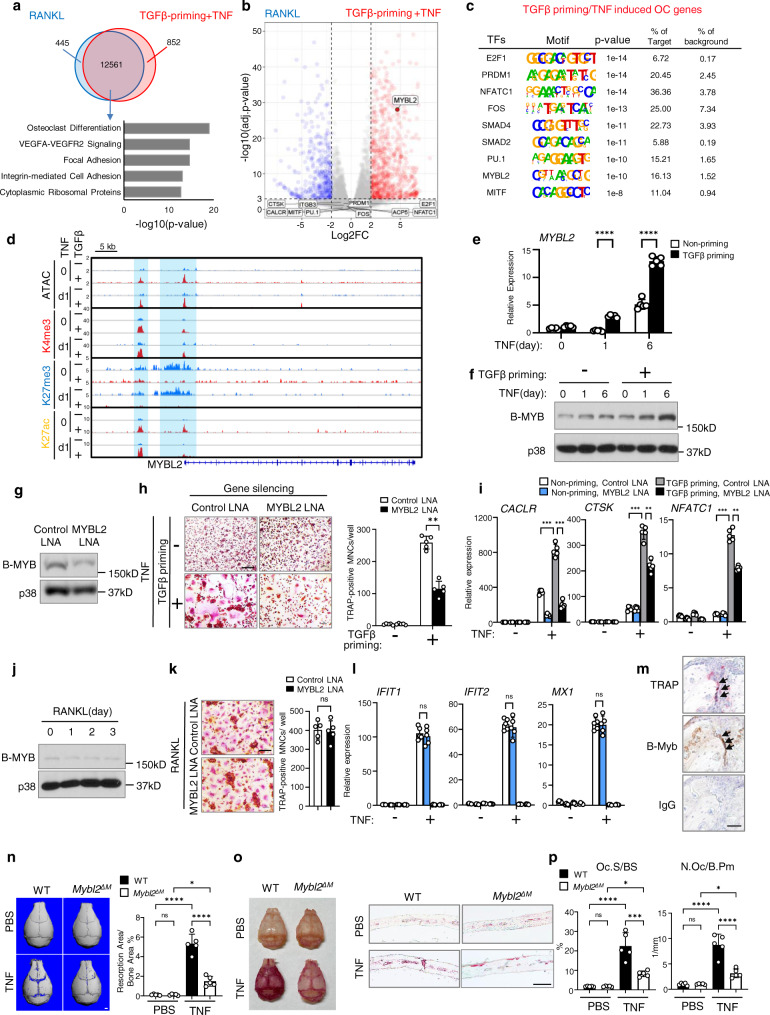
B-Myb is a previously unrecognized osteoclastogenic regulator specifically involved in TGFβ-priming/TNF-mediated osteoclastogenesis. **a** RNA-seq analysis and comparison of mRNA expression induced by RANKL or TGFβ-priming/TNF in human CD14(+)-monocyte cultures. Bottom: pathway analysis of non-DEGs between RANKL and TGFβ-priming/TNF conditions. **b** Volcano plot of the DEGs from **a**. Blue dots: genes more highly expressed in RANKL-induced-condition; red dots: genes more highly expressed in TGFβ-priming/TNF-condition (adjusted *p* < 0.001 and FC > 4). **c** De novo-motif-enrichment analysis of ATAC-seq peaks associated with OC genes in TGFβ-priming/TNF condition. **d** IGV track displaying the indicated seq signals at *MYBL2* locus. **e**, **f** qPCR analysis of *MYBL2* expression (*n* = 5/group, **e**) and immunoblot analysis of B-Myb (**f**) in human CD14(+)-monocytes treated with/without TGFβ-priming for 3 days, followed by TNF stimulation. **g** Immunoblot analysis of B-Myb in human CD14(+)-monocyte-derived macrophages transfected with LNAs. **h**, **i**, **l** TRAP staining and relative area of TRAP-positive-MNCs/well (**h**), and qPCR analysis of the indicated gene expression (**i**, **l**) in human CD14(+)-monocyte cultures treated with/without TGFβ for 3 days, transfected with the indicated LNAs, and followed by TNF stimulation for 6 days (**h**, **i**) or 1 day (**l**). (*n* = 5/group). **j** Immunoblot analysis of B-Myb in human CD14(+)-monocyte-derived macrophages stimulated with RANKL. p38 was used as a loading control (**f**, **g**, **j**). **k** TRAP staining and relative area of TRAP-positive MNCs/well in human CD14(+)-monocyte-derived macrophages transfected with the indicated LNAs, followed by 3-day-RANKL stimulation. (*n* = 5/group) **m** TRAP (upper) and Immunohistochemical staining of B-Myb (middle, brown) on calvarial slices from TNF-induced osteolysis model in 12-week-old-male mice. Nuclei: blue. Arrows: osteoclasts. *n* = 3. **n**–**p** μCT images and the quantification of resorption area (**n**), TRAP staining of bone surface (**o**, left) and histological sections (**o**, right), and histomorphometric analysis (**p**) of the calvarial slices from 12-week-old-male mice after PBS or TNF injection to calvarial periosteum daily for 5 days (*n* = 5/group). **e**, **h**, **i**, **l**, **n**, **p** *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni’s multiple comparisons test. **k** ns, by two-sided Student’s *t* test. Error bars: **e**, **h**, **i**, **k**, **l**, **n**, **p** Data are mean ± SD. Scale bars: **h**, **k** 200 µm; **m** 10 µm; **n** 1.0 mm; **o** 100 µm. Source data are provided as a Source Data file.

### TGFβ expression is highly correlated with osteoclastic gene expression in RA

Excessive bone erosion by osteoclasts is a critical feature of diseases associated with osteolysis, such as RA. A body of literature has shown that TGFβ expression level is higher in serum and/or synovial fluid in RA patients than in osteoarthritis patients or healthy controls^39–44^. To gain further insight into the significance of TGFβ in diseases associated with inflammatory bone erosion, we analyzed the DEG profile by taking advantage of a recently published dataset^60^, in which the genome-wide gene expression of PBMCs from cross-sectional cohorts, including 82 SLE patients and 84 RA patients who routinely visited either Brigham and Women’s Hospital or Northwell Health during the same time period, was obtained. Although RA and SLE share many symptoms, they are distinct rheumatic diseases. One important distinguishing feature is that RA patients often develop joint erosion with aggressive osteoclast formation/activity, whereas SLE arthropathy is usually non-erosive^61,62^. In addition, type-I IFN signature is common in SLE patients, and recent literature noted reduced serum TGFβ level in SLE patients^63–65^. Thus, the gene sets from SLE and RA cohorts in this published study appeared to be optimal for us to investigate and compare the correlation between type-I IFN, TGFβ level, and osteoclastic bone erosion in patients. Pathway analysis of the DEGs in RA and SLE revealed distinct associated pathways (Fig. 8a–c). As expected, the highest enriched pathway in SLE is IFN type-I signaling pathway, which is followed by TNF signaling pathway as the second-highest ranked pathway (Fig. 8b). In contrast, the most significantly associated pathway with RA is TGFβ signaling (Fig. 8c). The gene expression heatmaps (Fig. 8d) and GSEA analysis (Fig. 8e) further corroborated the significant enrichment of ISGs (type-I IFN response genes and chemokine genes) with SLE, and enrichment of genes in the TGFβ signaling pathway with RA. Importantly, these analyses revealed highly significantly enriched OC genes in RA PBMCs, but not those from SLE (Fig. 8d, e). The gene expression profiles obtained from SLE and RA PBMC genes almost exactly recapitulated the findings from TNF-induced non-priming gene induction and TGFβ priming gene expression profile, respectively, in our model system. The TGFβ priming condition in our model system likely reflect, at least in part, the role of TGFβ signaling pathway in RA patients. Furthermore, we calculated the average expression level of three typical osteoclastic genes, *NFATC1*, *CTSK* and *ITGB3*, in each patient and used this value to reflect individual osteoclast activity. To indicate the activity of TGFβ signaling pathway in each patient, the average value of the expression of TGFβ and its receptors *TGFBR1* and *2* was calculated. We found that the TGFβ activity was positively correlated with the osteoclast activity in each patient, and impressively both TGFβ activity and osteoclast activity in the RA cohort were much higher than those in the SLE cohort (Fig. 8f). Moreover, consistent with the results in our model system, the mRNA expression levels of *TGFB1, FOXM1* and *MYBL2* were significantly higher in RA patients than in SLE patients (Fig. 8g). In contrast, the expression levels of *IFNB1, IRF1,* and *IRF8* were reduced in RA compared to SLE patients (Fig. 8g). Taken together, these patient results further support the medical relevance of the correlation between TGFβ signaling and differential expression of ISG and OC genes, and highlight the biological significance of TGFβ signaling in the suppression of inflammation and promotion of osteoclastogenesis in disease settings.

**Fig. 8:**
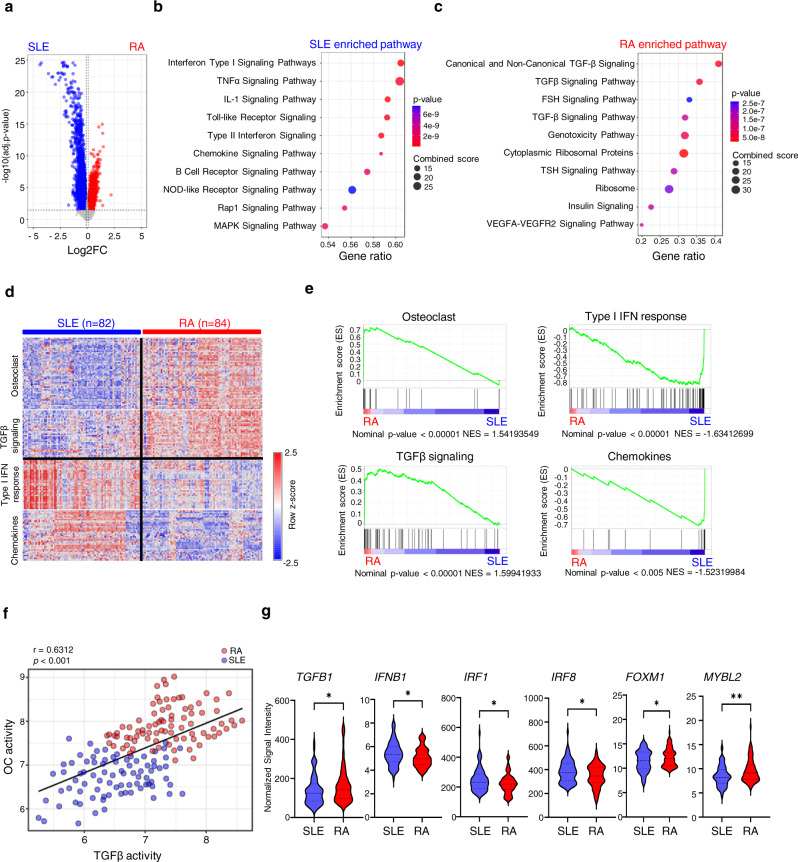
Distinct TGFβ level/activity contributes to different osteoclastic activity in RA and SLE patients. **a** Volcano plot of microarray analysis of the mRNA expression in the PBMCs isolated from SLE and RA patients. Blue dots: DEGs are more highly expressed in SLE PBMCs. Red dots: DEGs are more highly expressed in RA PBMCs. **b**, **c** Pathway analysis of the enriched DEGs in SLE (**b**) and RA (**c**). Note: **c** the upper TGFβ signaling Pathway ID is hsa04350 and the lower TGF-β Signaling Pathway ID is WP366. **d** Heatmaps of mRNA expression of the genes involved in osteoclasts, TGFβ signaling, Type-I IFN response, and Chemokine genes in the SLE and RA PBMCs. Row z-scores of Normalized Signal Intensity were shown in the heatmaps. *n* = 82 for SLE patients and *n* = 84 for RA patients. **e** Gene set enrichment analysis of DEG set (osteoclast, TGFβ signaling, type-I IFN response, and chemokine) in SLE and RA PBMCs. **f** Scatter plot showing the significantly positive correlation between the osteoclast activity and TGFβ activity. **g** Normalized Signal Intensity of *TGFB1, IFNB1, IRF1, IRF8, FOXM1,* and *MYBL2* in SLE and RA PBMCs obtained from microarray data. *n* = 82 for SLE patients and *n* = 84 for RA patients. **g** *p < 0.05, **p < 0.01 by Welch’s *t* test (two-sided). Source data are provided as a Source Data file.

## Discussion

TNF plays important role in immunity and inflammation. A major function of TNF in macrophages is to induce an inflammatory response. In chronic inflammatory diseases associated with bone destruction, such as RA and periodontitis, TNF often stimulates other cell types, such as stromal cells, synovial fibroblasts, and T cells, to aggravate pathologic bone erosion^19^. Interestingly, however, TNF alone is not a potent osteoclastogenic inducer of macrophages. The well-known knowledge is that TNF acts on macrophages to promote their differentiation to osteoclasts mainly through a synergistic action with RANKL^6,10,15–19,66^. Cytokine interactions have important influences on their activities, particularly in various pathological conditions, which form different cytokine networks to affect pathogenesis. Many of the TNF actions occur in combination with other cytokines^51,67^. It is unclear whether cytokines other than RANKL influence the osteoclastogenic ability of TNF. In this study, we discovered a function of TGFβ in the regulation of TNF action on macrophages. TGFβ priming reprograms the macrophage inflammatory response to TNF, switches macrophage cell fate towards osteoclasts, and enables TNF to fully induce osteoclast differentiation independent of RANKL. Except for RANKL, TGFβ is an exclusively identified cytokine that enables TNF to fully induce macrophages to differentiate into osteoclasts to date. Underlying these cellular changes, TGFβ priming has a strong impact on TNF-mediated transcriptome. TNF-induced inflammatory gene expression, including type-I IFN response genes and most chemokine genes, is almost completely turned off, whereas osteoclastic gene expression, including classic and TNF-specific induced osteoclastic genes, is highly turned on by TGFβ priming. TGFβ priming regulates these transcriptomic changes by remodeling chromatin accessibility and histone modifications coordinated with multiple specific transcription factors. Thus, these findings unveil TGFβ as a potent cytokine switch for different TNF actions on macrophages to determine cell fate and function.

This study shows that TGFβ potently influences gene expression profile and macrophage cell fate by switching the TNF role in inflammatory gene induction to osteoclastic differentiation-associated transcriptional program. These transcriptome changes are preceded by TGFβ-induced chromatin remodeling and histone modification. For example, TGFβ attenuates chromatin accessibility and reduces H3K4me3/H3K27ac modification at ISG loci, while opening chromatin access, increasing the levels of H3K4me3/H3K27ac marks and abolishing repressive H3K27me3 marks at OC loci. Notably, these chromatin changes occur before TNF stimulation. Therefore, in our system, prior TGFβ treatment primes chromatin to allow subsequent TNF stimulation to execute osteoclast differentiation programs. In macrophages, most ISG promoters seem to remain in a basal active state, featured with accessible chromatin and/or the presence of H3K4me3/H3K27ac mark, which facilitate the fast expression of these genes in response to extracellular stimulations, such as TNF. Most (73%) OC gene loci in macrophages, on the contrary, exhibit a generally repressed state with compacted chromatin and H3K27me3 mark. Interestingly, the promoters and enhancers of NFATC1 show bivalent domains marked by both H3K4me3 and H3K27me3^68^. This bivalent feature indicates an inactive yet “poised” chromatin state that is resolved to become active or remain repressed along cell differentiation or lineage specification^68,69^. Indeed, NFATC1 is a master transcription factor for osteoclast lineage differentiation^56^. The poised chromatin state at the NFATC1 locus points to the osteoclastogenic potential of macrophages. TGFβ treatment turns the poised or repressed chromatin states at OC loci into active, meanwhile closing ISG loci in macrophages. Through these actions, TGFβ creates a favorable chromatin environment for TNF to induce macrophages to differentiate into osteoclasts, instead of polarizing to inflammatory macrophages. Following the chromatin remodeling, a number of transcription factors, such as NFATC1, FOS, PRDM1, and B-Myb, are induced and recruited to their target gene loci to join the concert to drive macrophages to differentiate into osteoclasts. On the other hand, the closed promoter and enhancer regions of IRF1 by TGFβ priming results in drastically suppressed transcription and protein expression of transcription factor IRF1 in response to TNF. The diminishment of IRF1–IFNB axis together with the closing of ISG loci eventually turns off ISG expression in macrophages. This whole process provides a paradigm of a signal relay model, in which gene activation and suppression usually occur in multiple sequential steps from extracellular stimulation, signal transduction, regulation at chromatin level coordinated with transcription factors, gene expression, and final cellular phenotype changes. This relay model can also presumably explain why simultaneous TGFβ and TNF treatment is not able to induce osteoclastogenesis, in which chromatin states at OC loci are not primed for transcription by TNF. It is intriguing how TGFβ relays signals to selectively remodel chromatins at different gene loci in monocytes/macrophages. Smad2/3/4 are key signal transducers and transcription factors in the TGFβ signaling pathway. Smads can directly bind to chromatin DNA, but the binding affinity is weak. Pioneer work showed that Smads mediate transcriptional response on the chromatin level by interacting with nucleosome remodelers, chromatin modifiers, and cell/context-dependent cofactors^55^. These mechanisms may apply to the chromatin changes and histone modifications by TGFβ in the present study. Future studies are expected to extensively investigate and elucidate the specific co-regulators by which TGFβ/Smads remodel chromatin in macrophages.

In the past two decades, a great focus has been placed on RANKL-induced osteoclast differentiation, which includes various signaling pathways and a classic group of osteoclastogenic transcription factors, such as NFATc1, c-Fos, and Blimp1. As the physiological inducer of osteoclastogenesis, RANKL plays a key role in normal bone remodeling and bone homeostatic maintenance. Blockade of RANKL signaling by RANKL or RANK antibodies effectively suppresses osteoclast formation and bone erosion. However, long-term blockade of RANKL signaling can affect bone remodeling and suppress new bone formation for healing^19–22^. Thus, there is an unmet medical need to identify alternative strategies to predominantly control inflammatory bone erosion, with minimal side effects on underlying bone remodeling. The mechanisms that selectively regulate inflammatory osteoclastogenesis have remained obscure. In this study, we identified several unique mechanisms specifically involved in TGFβ and TNF co-mediated osteoclastogenesis, without affecting RANKL-induced osteoclastogenesis in physiological conditions. Belonging to the same TNF superfamily, TNF and RANKL share many major signaling pathways. TGFβ switches TNF to induce macrophages to differentiate from osteoclasts. In this process, despite the that TNF induces many of the same classic osteoclastogenic transcription factors and osteoclast marker genes as those induced by RANKL, there exist regulators that are specifically induced by TNF, such as B-Myb, which is a previously unrecognized positive regulator that exclusively promotes TNF-mediated inflammatory, but not RANKL-induced, osteoclastogenesis. The other unique mechanism is IRF1, which functions as an inhibitor of TNF-mediated osteoclastogenesis. Findings from our group and others^70^ show that IRF1 is dispensable for RANKL-induced osteoclast differentiation. This is not surprising after we found that RANKL does not induce IRF1 expression, whereas TNF induces a large amount of IRF1. Both the positive regulator B-Myb and the inhibitor IRF1 are selectively involved in TNF-mediated inflammatory osteoclast differentiation. Furthermore, the expression level of B-Myb is significantly elevated while IRF1 is downregulated in RA PBMCs, supporting their pathogenic roles in inflammatory diseases associated with bone loss. Because they do not significantly influence RANKL-induced osteoclastogenesis, B-Myb and IRF1 are promising therapeutic targets for inflammatory bone resorption. In addition, we found a drastic downregulation of IRF8 by TNF in the TGFβ priming condition. IRF8 is a well-known inhibitor for RANKL-induced osteoclastogenesis. Downregulation of IRF8 is essential for the differentiation process. However, the mechanisms of IRF8 downregulation between RANKL and TGFβ/TNF stimulations are distinct. RANKL inhibits IRF8 expression mainly through transcriptional suppression^58,71,72^. TGFβ/TNF promotes ubiquitination of IRF8 and subsequently its protein degradation. The underlying mechanisms of IRF8 protein degradation may provide unique therapeutic targets that are not included in RANKL signaling. Thus, B-Myb induction, IRF1 decrease, and IRF8 protein degradation are recognized as TNF-specific induced osteoclastogenic mechanisms, which form an inflammatory osteoclastogenic program. Targeting the mechanisms in this specific program has therapeutic implications in the selective treatment of inflammatory bone destruction, minimizing side effects on bone remodeling.

TGFβ regulates a variety of biological processes in physiological conditions, such as morphogenesis, embryonic development, stem cell differentiation, and immune regulation^73^. Thus, a certain serum TGFβ level (usually < 1.5 ng/ml) is maintained in healthy people to achieve the homeostatic function of TGFβ^43,64,65^. In disease settings, serum TGFβ levels are often altered, such as those elevated in RA patients but reduced in SLE patients^39–44,63–65^. The culture medium contains a low level of TGFβ (1–2 ng/ml) similarly to physiological level. We found that TGFβ levels lower than this physiological range in culture medium do not affect TNF function in macrophages (Supplementary Fig. 2), and TGFβ shows a time-dependent (≥2 days) priming effect on TNF activity, indicating that a biological threshold is required for TGFβ priming effects. This also suggests that TGFβ priming on TNF action in macrophages is a slow biological process rather than a rapid cellular response, such as a rapid immune response to toll-like receptor stimulation occurring within minutes to hours, which is presumably because chromatin remodeling and transcriptomic changes require appropriate responses, in terms of both magnitude and duration, to instruct a series of cellular and molecular reactions and determine cell fate. Our results may indicate a possibility of TGFβ priming threshold in disease conditions. For example, although TNF is a key pathogenic cytokine for both RA and SLE, the osteoclast activity and destructive bone erosion present differently in the two groups of patients. Based on our findings, the elevated TGFβ levels in RA and their priming effects on TNF are highly likely part of the reason for the aggressive osteoclastic bone erosion observed in RA but not in SLE. It is unclear, however, what the range of TGFβ threshold levels is for RA patients to initiate bone erosion, and how early the TGFβ levels are elevated and changed during disease progression. In this study, in order to study the effect of TGFβ on TNF action in macrophages and recapitulate this cytokine interaction in vivo, we analyzed the combined data from in vitro cell culture system, in vivo genetic mouse models, and patients of RA or SLE. Large cohort studies are expected to address these important questions in the future, which may provide insights into the development of biomarkers related to TGFβ signaling pathway for the prognosis of early bone erosion and its severity.

TNF plays an important role in the pathogenesis of both RA and SLE. However, the TNF action on osteoclastogenesis and bone erosion in these diseases are different. TNF promotes osteoclastogenesis and bone destruction in RA joints, but does not induce osteoclastic bone erosion in the joints of SLE patients. TNF activities are often regulated by other cytokines within networks whereby different settings affect and diversify the functions of each cytokine. One critical difference identified from our study between RA and SLE is the TGFβ level/activity. TGFβ level/activity in RA is significantly higher than not only in healthy people but also SLE patients. This elevated TGFβ level/activity in RA is positively correlated with osteoclast activity. Taken together with the strong TGFβ priming effects on TNF-induced osteoclastogenesis in vitro and in vivo, the different bone damage in RA and SLE is attributed, at least partially, to the differences in TGFβ levels or activity. This also reflects the impact of different cytokine interactions on the pathogenesis and consequence of diseases. Genetic evidence from this study shows that a lack of TGFβ signaling strongly prevents inflammatory joint erosion in an inflammatory arthritis model. Recently, the blockade of TGFβ signaling has shown promising therapeutic potential in several clinical trials, such as in cancer treatment^54,74^. For inflammatory diseases associated with bone loss, targeting the osteoclastogenic mechanisms mediated by TGFβ and TNF may provide complementary or alternative strategies to inhibit inflammatory bone destruction and protect bone.

In summary, we found that TGFβ reprograms the macrophage response to TNF and shifts cell fate towards osteoclastogenesis by remodeling chromatin and histone modification in concert with specific transcription factors. These findings identify a previously unrecognized function of TGFβ in the regulation of TNF action on macrophage polarization/differentiation and a RANKL-independent osteoclast differentiation pathway. These mechanisms discovered in the TGFβ and TNF-mediated inflammatory osteoclastogenic program implicate therapeutic strategies to selectively suppress inflammatory bone resorption without significant impact on physiological bone remodeling.

## Methods

### Animal study and analysis of bone phenotype

We generated mice with myeloid/macrophage-specific deletion of *Tgfbr2* by crossing the *Tgfbr2*^*flox/flox*^ mice (The Jackson Laboratory, Stock No: 012603) with the mice with a lysozyme M promoter-driven Cre transgene on the C57BL/6 background (known as LysMcre; The Jackson Laboratory, Stock No: 004781). Gender- and age-matched *Tgfbr2*^*flox/flox*^*;LysMcre*(+) mice (referred to as *Tgfbr2*^*ΔM*^) and their littermates with *Tgfbr2*^*+/+*^*;LysMcre*(+) genotype as WT controls (hereafter referred to as WT) were used for experiments. *Irf1* knockout mice (referred to as *Irf1*^*−/−*^) were obtained from the Jackson Laboratory (Stock No: 002762). The bone marrow isolated from gender- and age-matched *Irf1*^*−/−*^ and WT (*Irf1*^*+/+*^) were used in the experiments. We generated mice with myeloid/macrophage-specific deletion of *Mybl2* by crossing the *Mybl2*^*flox/flox*^ mice^59^ with the LysMcre mice. Gender- and age-matched *Mybl2*^*flox/flox*^*;LysMcre*(+) mice (referred to as *Mybl2*^*ΔM*^) and their littermates with *Mybl2*^*+/+*^*;LysMcre*(+) genotype as WT controls (hereafter referred to as WT) were used for experiments.

For inflammatory osteolysis experiments, we used the established TNF-induced supracalvarial osteolysis mouse model with minor modifications^47,48^. TNFα was administrated daily at the dose of 75 μg/kg to the calvarial periosteum of age- and gender-matched mice for 5 consecutive days or 14 consecutive days before the mice were sacrificed. The calvarial, femoral, and L5 vertebral bones were fixed and subjected to micro-computed tomography (µCT) analysis, sectioning, TRAP staining, and histological analysis.

For Inflammatory arthritis experiments, we used K/BxN Serum Transfer-Induced Arthritis model^49^. K/BxN serum pools were prepared, and arthritis was induced by intraperitoneal injection of 100 μl of K/BxN serum to the male mice on days 0 and 2. The development of arthritis was monitored by measuring the thickness of wrist and ankle joints with digital slide caliper (Bel-Art Products). For each animal, the joint thickness was calculated as the sum of the measurements of both wrists and ankles. Joint thickness was represented as the average for each group. Mice were sacrificed on day 14 and serum and paws were collected. Hind paws were subjected to μCT analysis, sectioning, TRAP staining and histological analysis. µCT analysis of femoral trabecular bones, cortical midshaft, and L5 vertebral trabecular bones was conducted to evaluate the bone volume and 3D bone architecture using a Scanco µCT-35 scanner (SCANCO Medical) according to the manufacturer’s instructions and the American Society of Bone and Mineral Research (ASBMR) guidelines^75^. All mice were housed in a 12-h light cycle at room temperature and had dry laboratory food and water ad libitum. All animal procedures were approved by the Hospital for Special Surgery Institutional Animal Care and Use Committee (IACUC), and Weill Cornell Medical College IACUC.

### Reagents

Murine or human M-CSF, murine or human TNFα, human TGFβ1, and soluble human RANKL were purchased from PeproTech. Murine TGFβ1 was purchased from R&D systems. MG132, and Cycloheximide (CHX) were purchased from Millipore.

### Cell culture

For human cell cultures, de-identified blood buffy coats (blood leukocyte preparations) were purchased from the New York Blood Center using a protocol approved by the Hospital for Special Surgery (HSS) Institutional Review Board. The blood buffy coats were anonymous without any identifiable private information. As per Human Subjects Research in PHS SF424 (R&R) Application Guide, studies using purchased de-identified blood samples do not constitute human subject research; informed consent was not obtained at HSS. PBMCs from the buffy coats were isolated by density gradient centrifugation using Ficoll (Invitrogen Life Technologies, Carlsbad, CA), and CD14(+) cells were purified from fresh PBMCs using anti-CD14 magnetic beads (Miltenyi Biotec, Auburn, CA) according to the manufacturer’s instructions. Human CD14(+) monocytes were cultured at a density of 15.6 × 10^4^/cm^2^ in α-MEM medium (Thermo Fisher Scientific) containing 10% FBS (Atlanta Biologicals), glutamine (2.4 mM, Thermo Fisher Scientific), and Penicillin–Streptomycin (Thermo Fisher Scientific) in the presence of M-CSF (20 ng/ml; PeproTech, Rocky Hill, NJ) with or without human TGFβ1 (10 ng/ml; PeproTech, Rocky Hill, NJ) for 3 days to induce macrophages with or without TGFβ priming, respectively. The cells were then washed with neat α-MEM medium to remove TGFβ, and further cultured with TNFα (40 ng/ml) and M-CSF (20 ng/ml) in the α-MEM medium for different times indicated in figure legends.

For mouse cell cultures, mouse bone marrow cells were harvested from the tibiae and femora of the age- and gender-matched mutant and control mice and cultured for 3 days in α-MEM medium containing 10% fetal bovine serum (FBS), glutamine (2.4 mM, Thermo Fisher Scientific), Penicillin–Streptomycin (Thermo Fisher Scientific) and CMG14–12 supernatant (the condition medium, which contained the equivalent of 20 ng/ml of rM-CSF and was used as a source of M-CSF) with or without mouse TGFβ1 (1 ng/ml; R&D systems, Minneapolis, MN). The attached BMMs were scraped, seeded at a density of 4.5 × 10^4^/cm^2^, and cultured in α-MEM medium with 10% FBS, 1% glutamine and the condition medium for overnight. Except where stated, the cells were then treated without or with optimized concentrations of TNFα (40 ng/ml) in the presence of the condition medium for times indicated in the figure legends. Culture media were exchanged every 3 days.

TRAP staining was performed with an acid phosphatase leukocyte diagnostic kit (Sigma-Aldrich) in accordance with the manufacturer’s instructions. TRAP-positive cells show red staining.

### Mineral resorption pit assay

The mineral resorption activity of osteoclasts was examined using 96-well Corning Osteo Assay Surface Plates (Sigma-Aldrich). Human CD14(+) monocytes were seeded at a density of 15.6 × 10^4^/cm^2^ in Osteo Assay Surface Plate and cultured in the presence of M-CSF with or without TGFβ for 3 days, then TGFβ was washed away, and the cells were further cultured with TNF (40 ng/ml) for 10 days. Cells were then removed twice with 10% bleach solution for 5 min at room temperature (RT), followed by washing with distilled water. The minerals were stained with Von Kossa to visualize the formation of resorptive pits. The resorptive area was analyzed using ImageJ (National Institutes of Health, Bethesda, MD, USA).

### Phagocytosis assay

Phagocytosis assay was performed by using Zymosan A (*S. cerevisiae*) BioParticles™, Alexa Fluor™ 488 conjugate (Thermo Fisher Scientific Z23373). Zymosan was incubated in cell cultures at a final concentration of 2.5 µg/ml for 20 min at 37 °C. The cells were fixed with 4% PFA for 30 min at RT, permeabilized with 0.5% TritonX-100/PBS for 5 min at RT, and then stained with DAPI (1:1000) and Alexa Fluor® 555 Phalloidin (1:20, #8953, Cell Signaling Technology). Images were obtained by ZEISS Axio Observer 7 (Zeiss) and analyzed by ImageJ.

### In vitro gene silencing

Antisense inhibition using locked nucleic acid (LNA) technology from Qiagen was applied to silence gene expression in vitro. LNA oligonucleotides specifically targeting *MYBL2* and non-targeting control LNAs were from Qiagen and were transfected into human CD14(+) monocytes derived macrophages at concentrations of 40 nM using TransIT-TKO transfection reagent (Mirus) in accordance with the manufacturer’s instructions.

### Reverse transcription and real-time PCR

DNA-free RNA was extracted from cells using the RNeasy Mini Kit (Qiagen) with DNase treatment. Reverse transcription was performed using 1 μg of total RNA with random hexamers and MMLV-Reverse Transcriptase (Thermo Fisher Scientific) according to the manufacturer’s instructions. Real-time PCR was performed in triplicate with the QuantStudio 5 Real-time PCR system and Fast SYBR® Green Master Mix (Thermo Fisher Scientific) with 500 nM primers^76^. mRNA amounts were normalized relative to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) mRNA. The primers for real-time PCR were as follows: *Nfatc1*: 5′-CCCGTCACATTCTGGTCCAT-3′ and 5′-CAAGTAACCGTGTAGCTCCACAA-3′; *Prdm1*: 5′-TTCTTGTGTGGTATTGTCGGGACTT-3′ and 5′-TTGGGGACACTCTTTGGGTAGAGTT-3′; *Acp5*: 5′-ACGGCTACTTGCGGTTTC-3′ and 5′-TCCTTGGGAGGCTGGTC-3′; *Ctsk*: 5′-AAGATATTGGTGGCTTTGG-3′ and 5′-ATCGCTGCGTCCCTCT-3′; *Itgb3*: 5′-CCGGGGGACTTAATGAGACCACTT-3′ and 5′-ACGCCCCAAATCCCACCCATACA-3′; *Dcstamp*: 5′-TTTGCCGCTGTGGACTATCTGC-3′ and 5′-AGACGTGGTTTAGGAATGCAGCTC-3′; *Fos*: 5′-AGACCAGAGCGCCCCATCCTTACG-3′ and 5′-GCTCTGCGCTCTGCCTCCTGACA-3′; *Mx1*: 5′-GGCAGACACCACATACAACC-3′ and 5′-CCTCAGGCTAGATGGCAAG-3′; *Ifit1*: 5′-CTCCACTTTCAGAGCCTTCG-3′ and 5′-TGCTGAGATGGACTGTGAGG-3′; *Ifit2*: 5′-AAATGTCATGGGTACTGGAGTT-3′ and 5′-ATGGCAATTATCAAGTTTGTGG-3′; *Gapdh*: 5′-ATCAAGAAGGTGGTGAAGCA-3′ and 5′-AGACAACCTGGTCCTCAGTGT-3′; *NFATC1*: 5′-AAAGACGCAGAAACGACG-3′ and 5′-TCTCACTAACGGGACATCAC-3′; *CALCR*: 5′-CTGAAGCTTGAGCGCCTGAGTC-3′ and 5′-TGGGGTTGGGTGATTTAGAAGAAG-3′; *ITGB3*: 5′-GGAAGAACGCGCCAGAGCAAAATG-3′ and 5′-CCCCAAATCCCTCCCCACAAATAC-3′; *FOS*: 5′-GCAAGGTGGAACAGGAGACA-3′ and 5′-CAGATCAAGGGAAGCCACAG-3′; *ACP5*: 5′-TGGCTTTGCCTATGTGGA-3′ and 5′-CCTGGTCTTAAAGAGGGACTT-3′; *CTSK*: 5′-CTCTTCCATTTCTTCCACGAT-3′ and 5′-ACACCAACTCCCTTCCAAAG-3′; *IL1B*: 5′-TTCGACACATGGGATAACGAGG-3′ and 5′-TTTTTGCTGTGAGTCCCGGAG-3′; *IL6*: 5′-TAATGGGCATTCCTTCTTCT-3′ and 5′-TGTCCTAACGCTCATACTTTT-3′; *IRF1*: 5′-CAAATCCCGGGGCTCATCTG-3′ and 5′-CTGGCTCCTTTTCCCCTGCTTTCT-3′; *IRF8*: 5′-TGCGCTCCAAACTCATTCTC-3′ and 5′-TGGAAACATCCGGAAGACCTG-3′; *IFIT1*: 5′-TTCGGAGAAAGGCATTAGA-3′ and 5′-TCCAGGGCTTCATTCATAT-3′; *IFIT2*: 5′-CGCAGTGCAGCCAAGTTTTATC-3′ and 5′-GCAGGTAGGCATTGTTTGGTAT-3′; *MX1*: 5′-AGCCACTGGACTGACGACTT-3′ and 5′-ACCACGGCTAACGGATAAG-3′; *STAT1*: 5′-CAGCTTGACTCAAAATTCCTGGA-3′ and 5′-TGAAGATTACGCTTGCTTTTCCT-3′; *IFNB1*: 5′-AGAAGCTCCTGTGGCAATTG-3′ and 5′- ACTGCTGCAGCTGCTTAATC-3′; *CCL5*: 5′-GAGGCTTCCCCTCACTATCC-3′ and 5′-CTCAAGTGATCCACCCACCT-3′; *CXCL9*: 5′-CTGTTCCTGCATCAGCACCAAC-3′ and 5′-TGAACTCCATTCTTCAGTGTAGCA-3′; *CXCL10*: 5′-ATTTGCTGCCTTATCTTTCTG-3′ and 5′-TCTCACCCTTCTTTTTCATTGTAG-3′; *MYBL2*: 5′-ACAGGTGGCTGAGAGTTTTG-3′ and 5′-TTCAGGTGCTTGGCAATCAG-3′; *GAPDH*: 5′-ATCAAGAAGGTGGTGAAGCA-3′ and 5′-GTCGCTGTTGAAGTCAGAGGA-3′.

### Immunoblot analysis

Total cellular extracts were obtained using lysis buffer containing 150 mM Tris-HCl (pH 6.8), 6% SDS, 30% glycerol, and 0.03% Bromophenol Blue; 10% 2-ME was added immediately before harvesting cells. Cell lysates were fractionated on 7.5% SDS-PAGE, transferred to Immobilon-P membranes (Millipore), and incubated with specific antibodies. Western Lightning plus-ECL (PerkinElmer) was used for detection. NFATc1 antibody (556602, 1:1000) was from BD Biosciences; Blimp1 (sc-47732, 1:1000), c-Fos (sc-52, 1:1000), IRF8 (sc-6058, 1:1000), and p38α (sc-535, 1:3000), B-Myb (sc-390198, 1:1000) antibodies were from Santa Cruz Biotechnology; IRF1 (8478, 1:1000) antibody was obtained from Cell Signaling Technology.

### ELISA

Mouse serum IFNβ and culture medium IFNβ were measured by using VeriKine-HS Mouse Interferon Beta Serum ELISA Kit (PBL Assay Science) according to the manufacturer’s instruction.

### Immunoprecipitation

Cells (10,000,000 cells/condition) were washed with ice-cold PBS and lysed for 15 min on ice with lysis buffer (50 mM Tris-HCl, pH 8.0, 280 mM NaCl, 0.5% NP-40, 0.2 mM EDTA, and 10% glycerol) containing protease inhibitors (1× Complete™ Protease Inhibitor Cocktail (Roche) and 10 mM phenylmethylsulfonyl fluoride (PMSF)). Cell lysates were centrifuged at 14,000 rpm for 15 min at 4 °C. 5% supernatant was used as input. The leftover supernatant was incubated with anti-IRF8 antibody (6 µg, sc-6058, Santa Cruz Biotechnology) overnight at 4 °C and then incubated with Dynabeads™ Protein G (50 µl per sample, Thermo Fisher Scientific) for 4 hr at 4 °C for precipitation. The beads were washed five times with the lysis buffer and subjected to immunoblotting with anti-Ubiquitin antibody (sc-8017, 1:1000, Santa Cruz Biotechnology).

### RNA-seq and analysis

Total RNA was extracted from cultured primary human macrophages using RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB) was used to purify poly-A + transcripts and generate libraries with multiplexed barcode adaptors following the manufacturer’s instructions. All samples passed quality control analysis using a Bioanalyzer 2100 (Agilent). High-throughput sequencing (50 bp, single-end) was performed using the Illumina Hiseq 4000 in the Weill Cornell Medicine Genomics Resources Core Facility with a sequencing depth between 30 to 50 million reads per sample. RNA-seq reads were aligned to the human genome (GRCh38) using HISAT2 with default parameters^77^. Reads were counted by HTseq-count^78^ and edgeR^79^ was used to estimate the transcript abundances as counts per million (CPM) values and calculate adjusted *p* value (adj.*p* value) and log2 fold-change (Log2FC). Genes with low expression levels (<1 CPM) in all conditions were filtered from downstream analyses. Benjamini-Hochberg false discovery rate (FDR) procedure was used to correct for multiple testing. Genes with adjusted *p* value <0.05 and fold-change of at least 1.5 were identified as DEG between conditions using the edgeR analysis of three RNA-seq biological replicates from different donors. Fastq files of the RNA-seq data using cultured primary human macrophages stimulated with RANKL for two days to induce osteoclastogenesis were extracted from GSE171542^80^. The reads were aligned to the human genome (GRCh38) using HISAT2 with default parameters. HTseq-count was subsequently used to count reads and then edgeR was used to estimate the transcript abundances as CPM (counts per million) values and calculate adj.*p* value and Log2FC. Genes with low expression levels (<1 CPM) in all conditions were filtered from downstream analyses. Genes with adjusted *p* value <0.001 and log_2_(fold-change) of at least 2 were identified as DEGs between RANKL and TGFβ priming/TNF conditions in Fig. 7a, b. Three biological replicates of RNA-seq were used for RANKL-induced mRNA expression in human osteoclast differentiation cultures using CD14(+)-monocytes and the mRNA induction in human CD14(+)-monocytes treated with TGFβ-priming/TNF stimulation in Fig. 7a. The non-overlapped genes in the Venn-diagram show the DEGs in different conditions, and the overlapped genes are non-DEGs in Fig. 7a. The volcano plot was generated by ggplot2 package in R. Heatmaps were generated by the pheatmap package in R. Integrated pathway analysis was performed using KEGG and Wikipathways in IMPaLA (Integrated Molecular Pathway Level Analysis)^81^. Gene Set Enrichment Analysis (GSEA program, Broad Institute) input with the DEGs was performed according to the program’s instructions^82^. *p* and FDR values were calculated following the program’s instructions.

### ATAC-seq and analysis

ATAC-seq was performed according to the Omni-ATAC protocol^83^. In all, 50,000 cells were collected and washed with cold ATAC-Resuspension Buffer (RSB) containing 0.1% NP-40, 0.1% Tween-20, and 0.01% Digitonin. Cells were lysed with cold ATAC-RSB containing 0.1% Tween-20. Pelleted nuclei were incubated with transposition mix (25 µl 2× TD buffer (Illumina), 2.5 µl transposase (Illumina), 16.5 µl PBS, 0.5 µl 1% digitonin, 0.5 µl 10% Tween-20, 5 µl nuclease-free water) for 30 min at 37 °C in a thermomixer at 1000 rpm. Transposed DNA was purified using DNA Clean & Concentrator (Zymo Reserach). We amplified library fragments using previously published barcoded primers^84^, with the following PCR conditions: 72 °C for 5 min; 98 °C for 30 s; and thermocycling at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min for a total of 10–13 cycles. The libraries were purified using DNA Clean & Concentrator. Library quality and quantification were assessed with an Agilent Bioanalyzer at the Weill Cornell Medicine Genomics Resources Core Facility. Barcoded sample libraries were pooled for a final concentration of 4 nM. Sequencing was performed on Illumina Hiseq4000 (50 bp, single-end) at the Weill Cornell Genomics Resources Core Facility. Sequenced reads were aligned to reference the human genome (GRCh38) using Bowtie2 with the default parameter. The read depth was 80 to 90 million reads for each sample. The total number of mapped reads in each sample was normalized to one million mapped reads. Peak calling was performed using MACS2^85^ with a *q* value cutoff of 0.01. Differential accessibility analysis of peaks was performed with Diffbind^86^. Differentially accessible peaks were defined as false discovery rate (FDR) < 0.01 and fold-change of at least 2. The peaks were assigned to each gene locus, including 20 kb upstream of the transcription start site, gene body and 5 kb downstream of transcription termination site. Volcano plot was generated by ggplot2 package in R. For integrative analysis of RNA-seq and ATAC-seq, DEGs from RNA-seq or ATAC-peaks-associated genes were combined from all time points in priming or non-priming condition. The overlapped genes between DEGs and ATAC-peaks-associated genes in priming or non-priming condition were used for downstream analyses in Fig. 4. For visualizing the ATAC-seq data, bigwig files were created from bam files with deeptools^87^, normalized using the Counts Per Million mapped reads (CPM) method, and then the peaks were visualized in Integrative Genomics Viewer (IGV)^79^. Tag density was generated by using *annotatePeaks.pl* in HOMER package^88^. Peak density heatmaps and peak profiles were generated by using deeptools^87^. Boxplots were generated by Prism 8 (GraphPad).

### Cut & Run-seq and analysis

Cut & Run-seq was performed according to a published protocol^89^. In all, 500,000 cells were used per condition. Cells were washed by wash buffer (20 mM HEPES, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1× Complete™ Protease Inhibitor Cocktail (Roche), then mixed with Concanavalin A beads and permeabilized with Cell Permeabilization Buffer (wash buffer containing 0.01% Digitonin). The cells were then incubated with the primary antibodies (H3K4me3: 07-473, Millipore, 1:100; H3K27me3: 07-449, Millipore, 1:100; H3K27ac: ab4729, Abcam, 1:100) for 16 hr at 4 °C, followed by incubation with protein A-MNase (Cell Signaling Technology) for 1 hr at 4 °C. MNase was activated with CaCl_2_ for 2 hr at 4 °C. After adding stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/mL RNase A, 50 µg/mL Glycogen), samples were incubated for 30 min at 37 °C to release chromatin from cells. Fragmented chromatins were collected and purified with DNA Clean & Concentrator (Zymo Research). Library preparation was performed using NEBNext® Ultra™ II DNA Library Prep Kit according to the manufacturer’s instructions. Sequencing was performed on the Illumina NextSeq 500 (50 bp, paired-end). The read depth was 8 to 10 million reads for each condition. Then, sequenced reads were aligned to reference the human genome (GRCh38) using Bowtie2 with the parameter,–*end-to-end–very-sensitive–no-mixed–dovetail–no-discordant–phred33 -I 10 -X 700*. Peak calling was performed using MACS2^85^ with a *q* value cutoff of 0.01. Tag density was generated by using *annotatePeaks.pl* in HOMER package^88^. Peak density heatmaps and peak profiles were generated by using deeptools^87^. For visualizing the peaks of histone modifications, bigwig files were created from bam files with deeptools, normalized using the CPM method, and then the peaks were visualized in IGV^79^. Boxplots were generated by Prism 8 (GraphPad).

### Motif-enrichment analysis

For de novo motif analysis, finding enriched motifs of transcription factors was performed with *findMotifsGenome.pl* in HOMER package, on ±300 bp centered on the ATAC-seq peak. Peak sequences were compared to random genomic fragments of the same size and normalized G + C content to identify motifs enriched in the targeted sequences.

### FAIRE (formaldehyde-assisted isolation of regulatory element)-qPCR

1,000,000 cells were used per condition. Cells were treated with 1% formaldehyde for 5 min to crosslink chromatin. Crosslink was quenched by the addition of 0.125 M glycine for 5 min. The cells were washed with cold phosphate-buffered saline and collected. Fixed cells were lysed using buffer LB1 (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, and 1× Complete™ Protease Inhibitor Cocktail) for 10 min. Pelleted nuclei were resuspended in buffer LB2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and 1× Complete™ Protease Inhibitor Cocktail) and incubated for 10 min on ice. The nuclei were pelleted and lysed in buffer LB3 (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine, and 1v Complete™ Protease Inhibitor Cocktail). A total of 10% of nuclear lysates were saved as input. Chromatin was sheared using a Bioruptor Pico device (Diagenode). Free chromosomal DNAs were extracted from nuclear lysates by phenol-chloroform and then de-crosslinked for qPCR analysis using specific primers^90^. Chromatin accessibility is displayed relative to total input. Primers are listed in supplementary table 1.

### Immunohistochemistry

Calvarial bones from 12-week-old-male WT mice administrated with TNF (75ug/kg) via calvarial periosteum daily for 5 days were collected and immediately fixed in 4% paraformaldehyde solution overnight. Bones were decalcified with 0.5 M EDTA (pH 7.5) at 4 °C for 2 days. All samples were embedded in paraffin and sliced into 5-um-thick sections. Sections were deparaffinized and hydrated. Endogenous peroxidase activity of the tissues was quenched by incubating the sections with 3% H_2_O_2_ in MetOH for 20 min. After washing sections with PBS, sections were treated with 0.1% trypsin for 30 min at 37 °C. Then, sections were blocked with MOM blocking reagents (Vector Laboratories). Subsequently, sections were incubated with anti-B-Myb antibody (sc-390198, 1:100) or normal mouse IgG (sc-2025, 1:100) at 4 °C overnight followed with biotinylated anti-mouse IgG antibody (Vector Laboratories, BA-9200-1.5, 1:200) at room temperature for 1 hr. The sections were then incubated with VECTASTAIN ABC Reagent (Vector Laboratories) at room temperature for 30 min, and subsequently incubated with diaminobenzidine (DAB, MilliporeSigma). Sections were then counter-stained with hematoxylin for nuclei staining and were mounted with cover slip using Clear-Mount (Electron Microscopy Sciences). IgG was used as a negative control for B-Myb staining. Nuclei stained with hematoxylin show blue.

### Analysis of Gene Expression in PBMCs from RA and SLE patients

Microarray raw data were extracted from GSE110169^60^. We analyzed the microarray data using the affy and limma package in R^91,92^. Genes with adjusted *p* value <0.05 and FC > 1.1 were identified as DEGs between RA and SLE. Integrated pathway analysis was performed using KEGG and Wikipathways in IMPaLA^81^ with gene ratio and *p* value. Combined score was calculated by Enrichr. The dot plots of enriched pathways and volcano plot were generated by ggplot2 package in R. Heatmaps were generated by the pheatmap package in R. Gene Set Enrichment Analysis (GSEA program, Broad Institute) input with the DEGs was performed according to the program’s instructions. *p* and FDR values were calculated following the program’s instructions.

### Statistical analysis

Statistical analysis was performed using Graphpad Prism® software. Two-tailed Student’s *t* test or Welch’s *t* test was applied when there were only two groups of samples. In the case of more than two groups of samples, one-way analysis of variance (ANOVA) was used with one condition, and two-way ANOVA was used with more than two conditions. ANOVA analysis was followed by post hoc Bonferroni’s correction for multiple comparisons. *p* < 0.05 was taken as statistically significant. Data are presented as the mean ± SD or ± SEM as indicated in the figure legends.

## Supplementary information

Supplementary information

Peer Review File

## Data Availability

The data sets that support the findings of this study and were generated by the authors as part of this study have been deposited in the Gene Expression Omnibus database with the accession code: GSE171843. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TGFβ reprograms TNF stimulation of macrophages towards a non-canonical pathway driving inflammatory osteoclastogenesis
**Source:** Nat Commun. 2022 Jul 7;13:3920. doi: 10.1038/s41467-022-31475-1
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Fig. 1

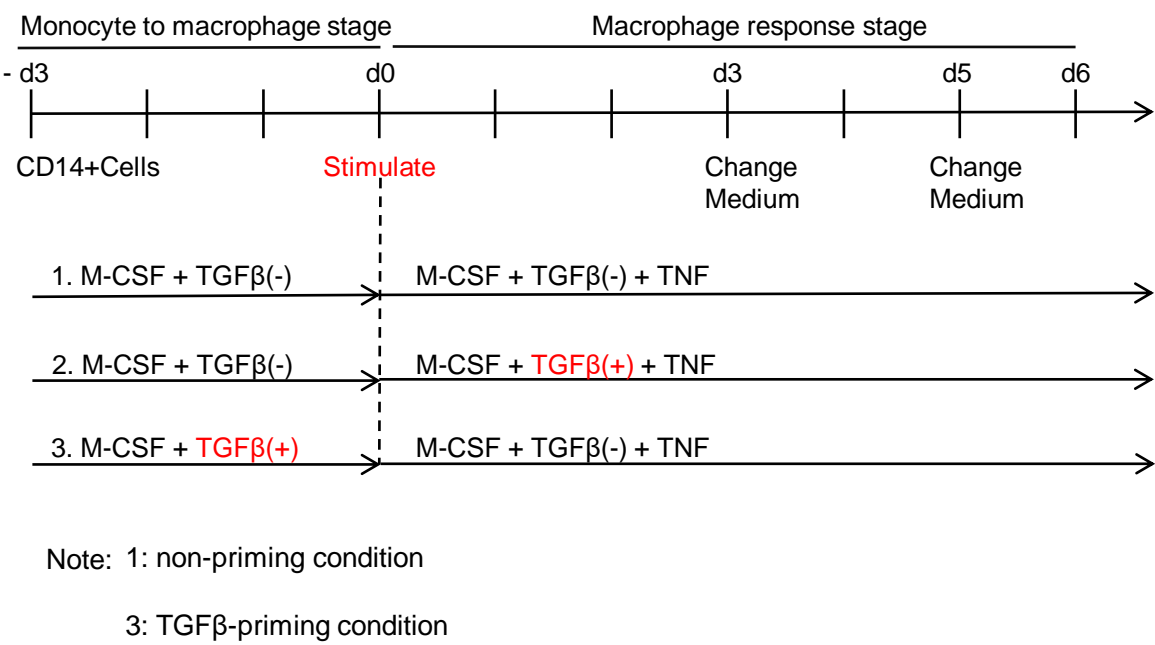

**Supplementary Fig. 1** Schematic of experimental design of the human cell culture system used in Fig.1a.

Supplementary Fig. 2

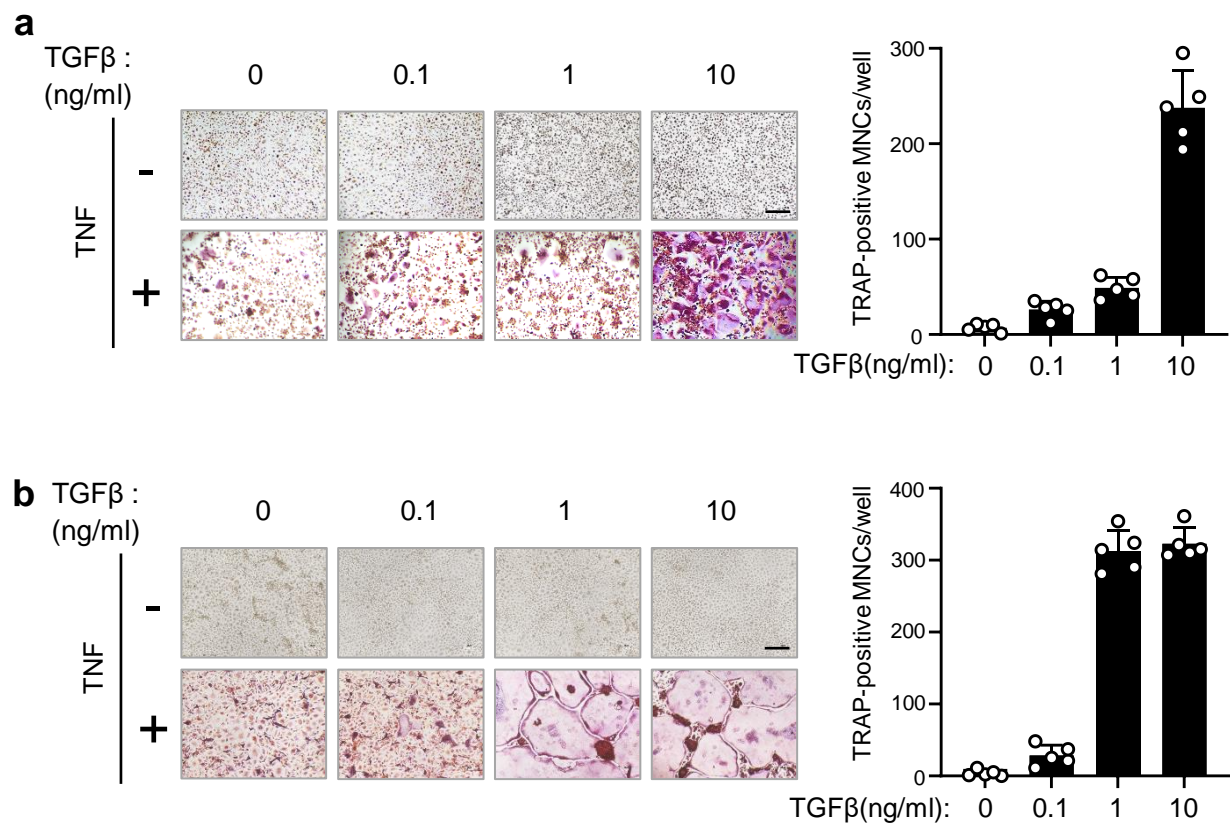

**Supplementary Fig. 2** Dose dependent effects of TGFβ priming on TNF-induced osteoclastogenesis using human CD14(+) monocytes (**a**) or mouse bone marrow derived macrophages (**b**). Osteoclast differentiation was determined by TRAP staining (left panel) and the relative area of TRAP-positive multinuclear osteoclasts (MNCs, ≥3 nuclei/cell) per well (right panel) (n = 5/group). **a, b**, Data are mean ± SD. Scale bars: 200 μm. Source data are provided as a Source Data file.

Supplementary Fig. 3

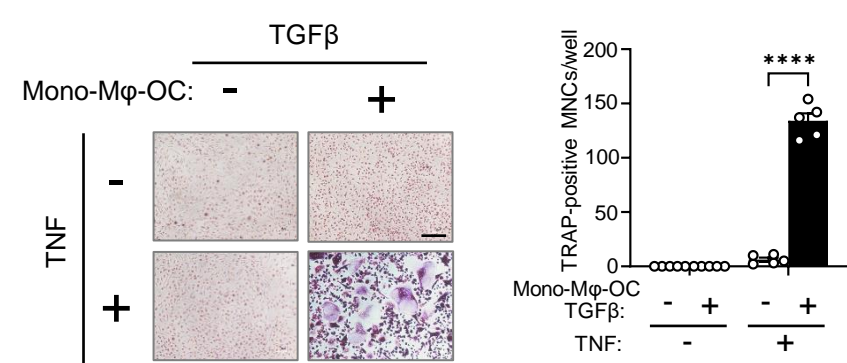

**Supplementary Fig. 3** Human osteoclast differentiation determined by TRAP staining (left panel) and the relative area of TRAP-positive multinuclear osteoclasts (MNCs,  $\geq 3$  nuclei/cell) per well (right panel) in the cell cultures using human CD14(+) monocytes treated with or without TGFβ for three days. The cells were then treated by TNF for six days without removal of TGFβ or in the absence of TGFβ. Mono-Mφ-OC: monocyte to macrophage to osteoclast stage. TRAP-positive cells appear red in the photographs (n = 5/group). \*\*\*\*p < 0.0001 by two-way ANOVA with Bonferroni's multiple comparisons test. Data are mean  $\pm$  SD. Scale bars: 200  $\mu$ m. Source data are provided as a Source Data file.

Supplementary Fig. 4

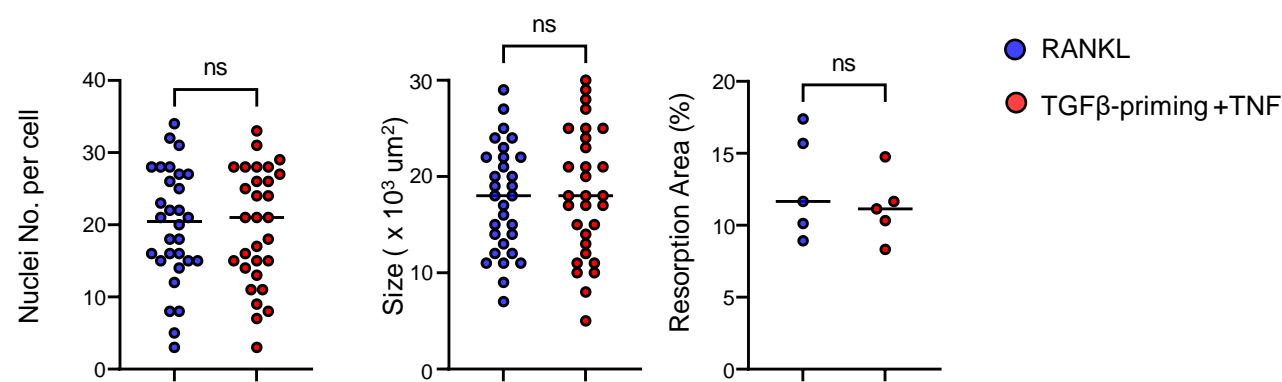

**Supplementary Fig. 4** Comparison of the number of nuclei (left panel), the size (middle panel) and the resorption area (%) (right panel) of human RANKL-induced osteoclasts and TGFβ priming/TNF-induced osteoclasts in cultures. The number of nuclei and the size (n=30 from 5 donors), as well as the resorption area (n= 5 donors) were determined by Image J. ns, not statistically significant by two-sided Student's t test. Error bars: Data are mean ± SD. Source data are provided as a Source Data file.

## Supplementary Fig. 5

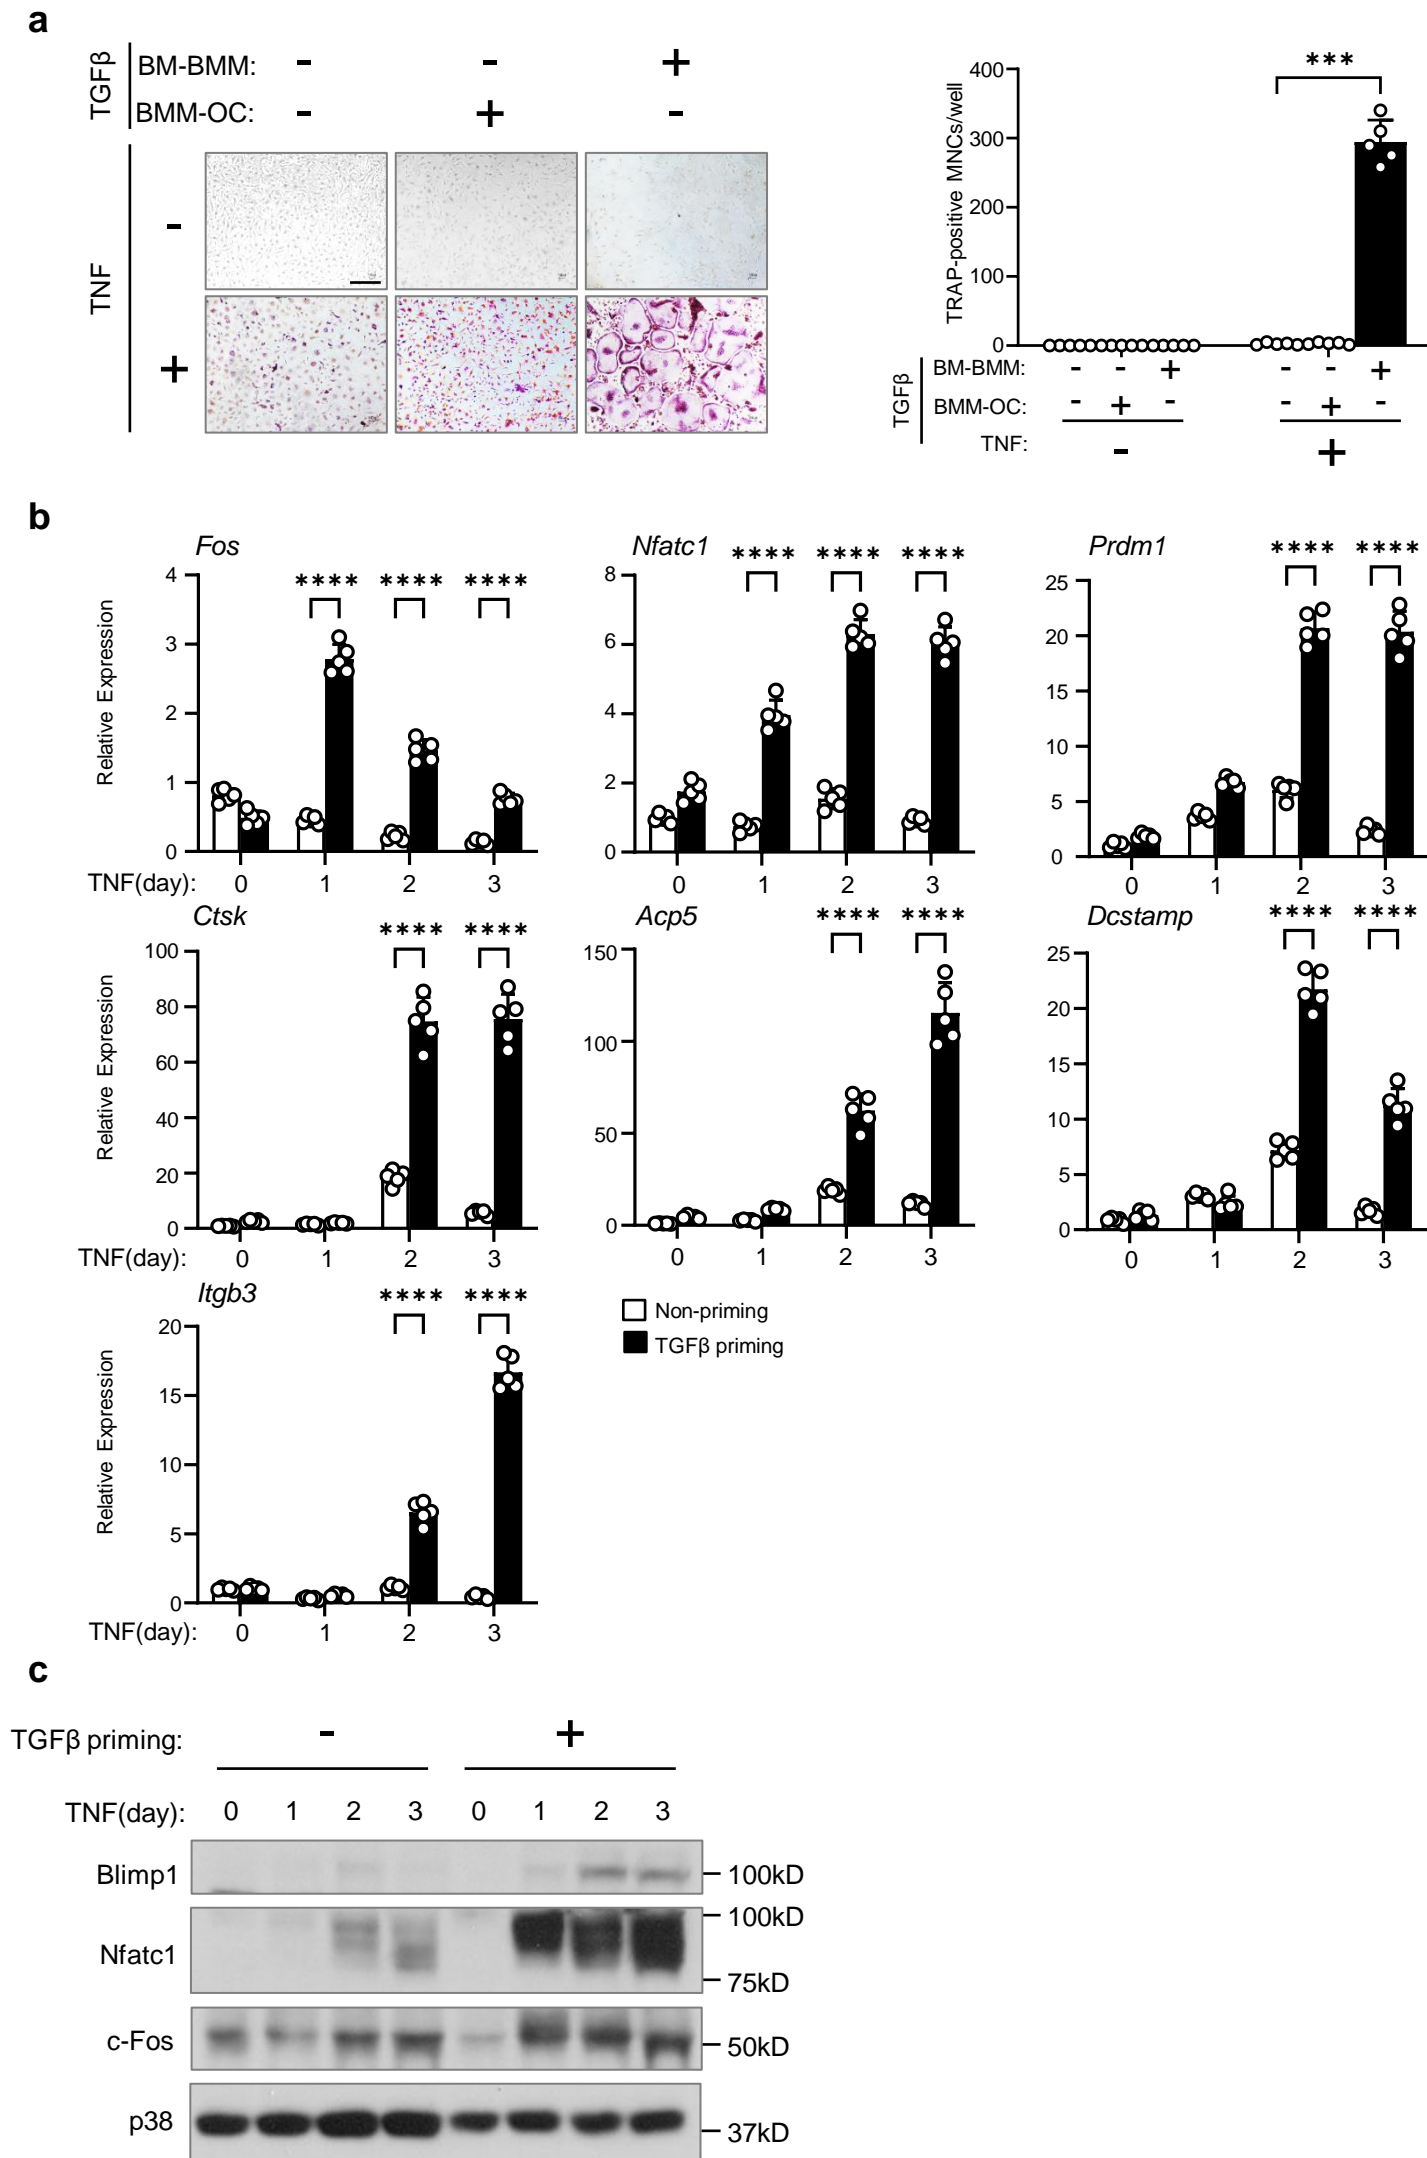

**Supplementary Fig. 5** TGFβ priming switches the action of TNF to effectively drive mouse osteoclastogenesis.

(a) Mouse osteoclast differentiation determined by TRAP staining (left) and the relative area of TRAP-positive MNCs ( $\geq 3$  nuclei/cell) per well (right) in the cell cultures, in which the bone marrow was primed with or without TGFβ for four days, followed by TNF stimulation for three days in the presence or absence of TGFβ. TRAP-positive cells appear red in the photographs. (n = 5/group)

(b-c) qPCR analysis of mRNA expression of *Fos*, *Nfatc1*, *Prdm1*, *Ctsk*, *Acp5*, *Dcstamp*, and *Itgb3* (b), and immunoblot analysis of the expression of Blimp1, *Nfatc1*, and c-Fos (c) in the cell cultures, in which the bone marrow was primed with or without TGFβ for four days, followed by TNF stimulation for the indicated times. p38 was used as a loading control. (n = 5/group)

a, b \*\*\*p < 0.001; \*\*\*\*p < 0.0001 by two-way ANOVA with Bonferroni's multiple comparisons test. Error bars: a, b Data are mean  $\pm$  SD. Scale bars: a 200  $\mu$ m. Source data are provided as a Source Data file.

## Supplementary Fig. 6

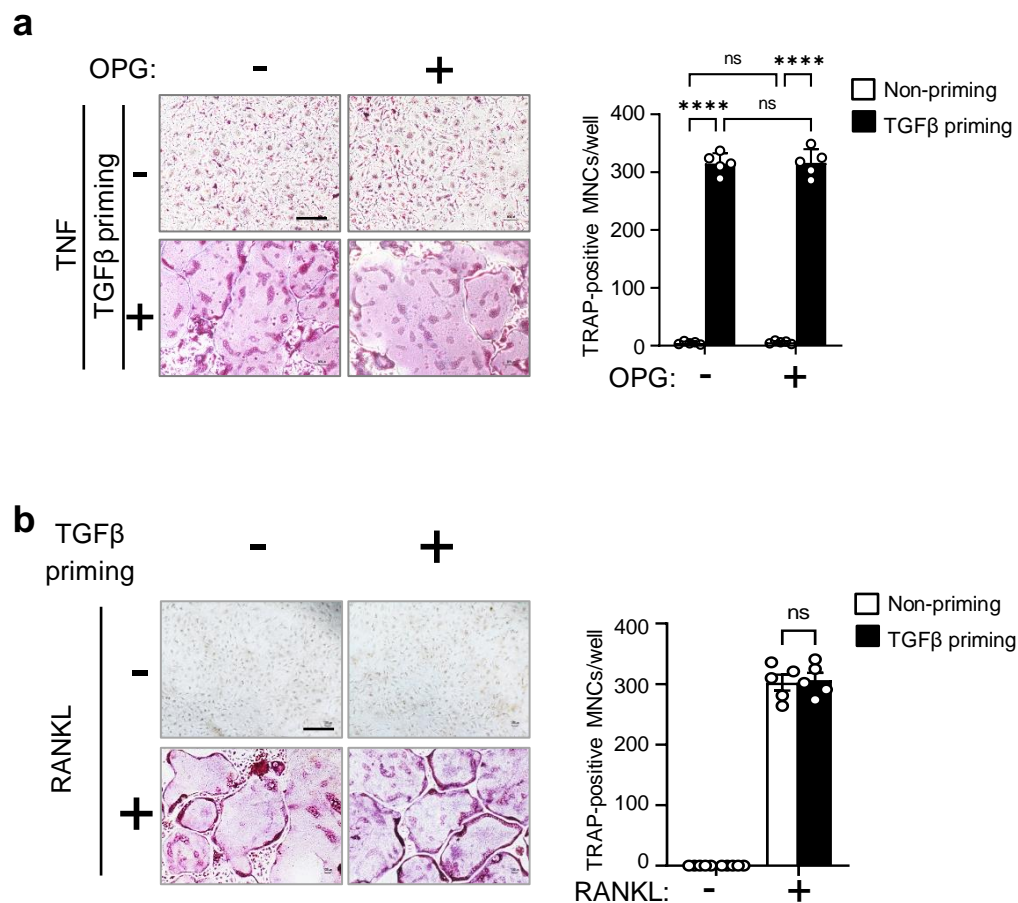

**Supplementary Fig. 6** TGFβ priming and TNF-induced osteoclastogenesis is independent of RANKL.

**(a)** Mouse TNF-induced osteoclastogenesis in the cell cultures, in which the bone marrow was primed with or without TGFβ for four days, followed by TNF stimulation for three days in the presence or absence of recombinant OPG (100 ng/ml). Left panel: TRAP staining; Right panel: quantification of the relative area of TRAP-positive MNCs per well. (n = 5/group)

**(b)** Mouse RANKL-induced osteoclastogenesis using bone marrow derived macrophages treated with or without TGFβ priming for three days, followed by RANKL stimulation for four days. Left panel: TRAP staining; Right panel: quantification of the relative area of TRAP-positive MNCs per well (n = 5/group).

\*\*\*\*p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni's multiple comparisons test. Error bars: Data are mean ± SD. Scale bars: 200 μm. Source data are provided as a Source Data file.

Supplementary Fig. 7

**Supplementary Fig. 7** The expression of *Tgfbr2* and TGFβ signaling target genes in *Tgfbr2*<sup>ΔM</sup> BMMs. (a) qPCR analysis of mRNA expression of *Tgfbr2* using WT and *Tgfbr2*<sup>ΔM</sup> BMMs. (n = 5/group) (b) qPCR analysis of mRNA expression of TGFβ signaling target genes, including *Cdkn1a*, *Cdkn2b*, *Bcl2*, *Serpine1* and *E2f1*, using WT and *Tgfbr2*<sup>ΔM</sup> BMMs. (n = 6/group). **a, b**, Data are mean ± SD. **b** \*\*\*\*p < 0.0001 by two-sided Student's t test. Source data are provided as a Source Data file.

## Supplementary Fig. 8

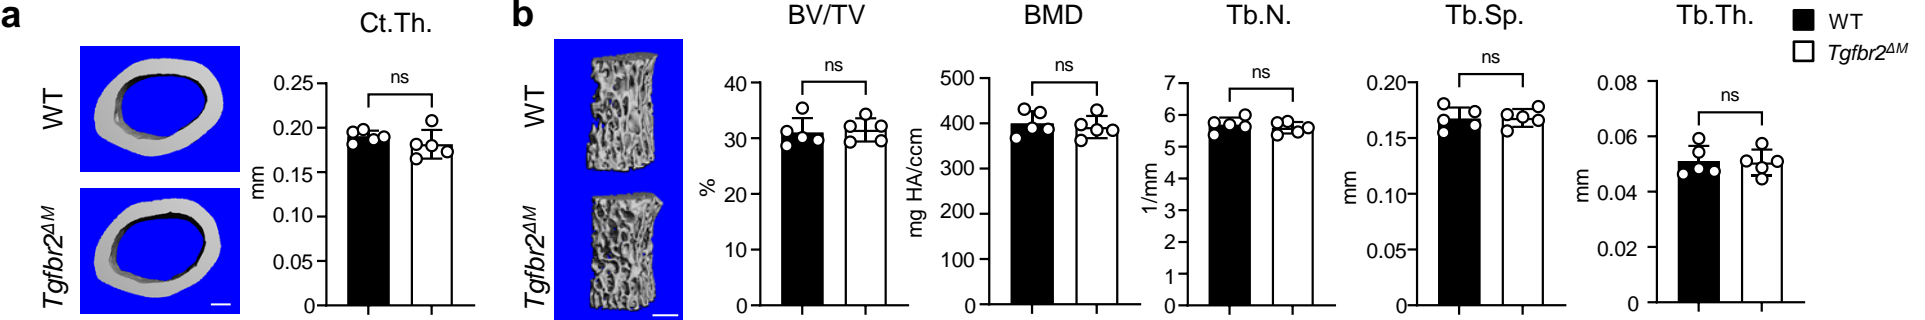

**Supplementary Fig. 8** *Tgfb<sup>2</sup>*<sup>ΔM</sup> mice do not exhibit significant defects in bone phenotype of femoral trabecular and cortical bones and vertebral trabecular bones.

(a)  $\mu$ CT images (left panel) and cortical thickness (right panel) of the midshaft of femurs isolated from 12-week-old male WT and *Tgfr2*<sup>ΔM</sup> littermate mice (n = 5/group).

**(b)**  $\mu$ CT images (left panel) and bone morphometric analysis (right panel) of trabecular bone of the L5 vertebrae isolated from 12-week-old male WT and *Tgfb $\beta$ 2* <sup>$\Delta M$</sup>  littermate mice (n = 5/group).

**a, b** ns, not statistically significant by two-sided Student's *t* test. Error bars: **a-g** Data are mean  $\pm$  SD. Scale bars: **a** 200  $\mu$ m; **b** 500  $\mu$ m. Source data are provided as a Source Data file.

# Supplementary Fig. 9

**a**

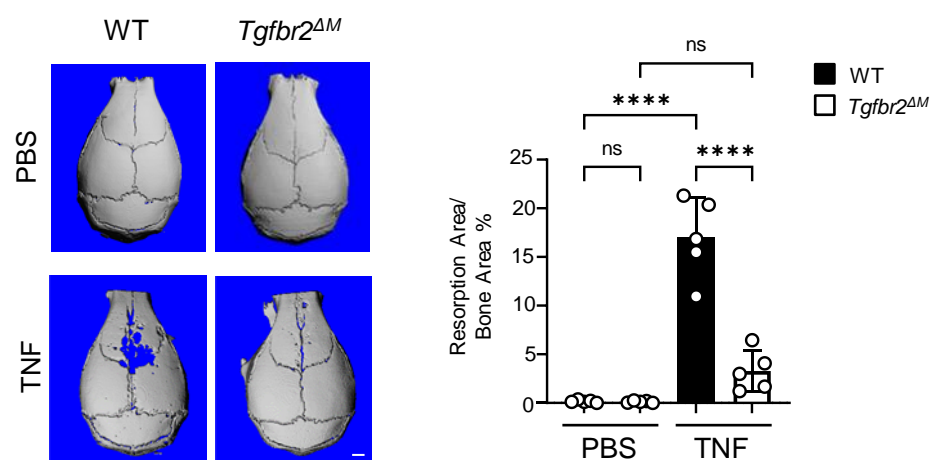

**b**

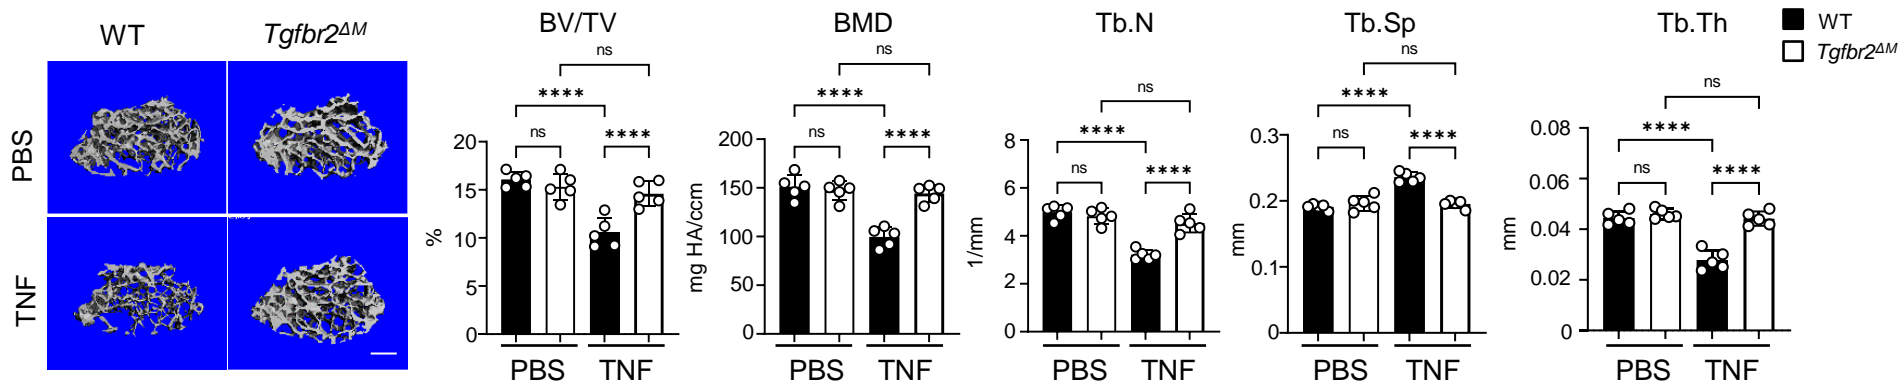

**c**

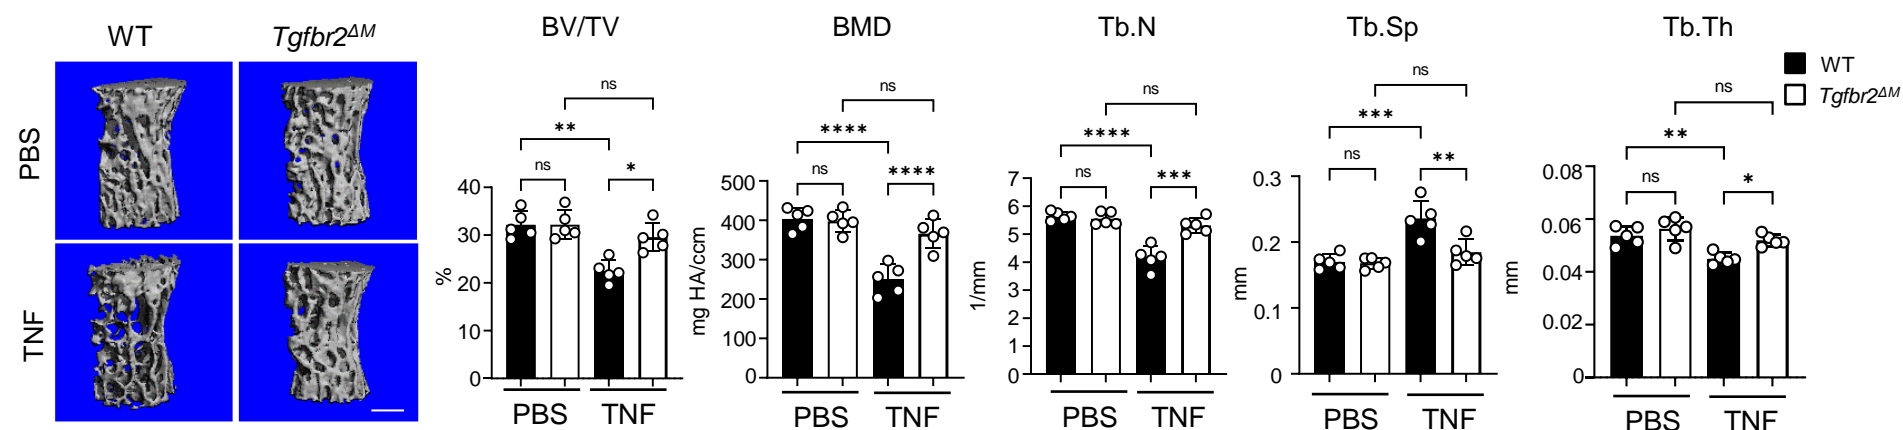

**d**

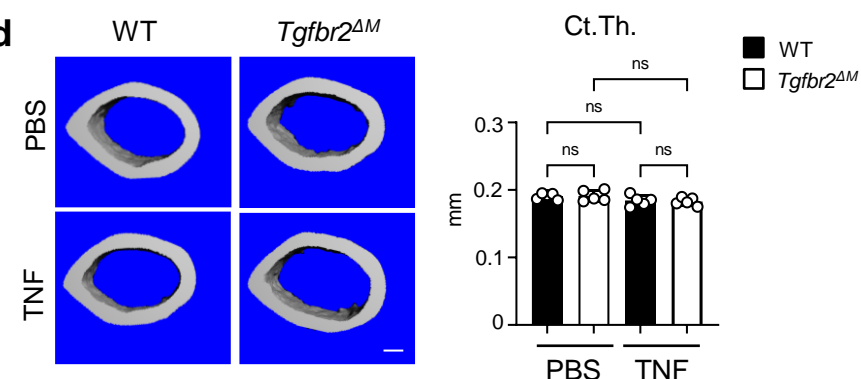

**Supplementary Fig. 9** TGF $\beta$  signaling plays a critical role in enhancing TNF-mediated inflammatory bone loss.

(a)  $\mu$ CT images (left panel) and the quantification of the resorption area (right panel) of the calvarial bones obtained from 14-week-old male WT and *Tgfr2<sup>ΔM</sup>* mice after PBS or TNF injection to the calvarial periosteum daily for fourteen days (n= 5/group).

(b)  $\mu$ CT images (left panel) and bone morphometric analysis (right panel) of trabecular bone of the distal femurs isolated from 14-week-old male WT and *Tgfr2<sup>ΔM</sup>* after PBS or TNF injection to the calvarial periosteum daily for fourteen days (n= 5/group).

(c)  $\mu$ CT images (left panel) and bone morphometric analysis (right panel) of trabecular bone of the L5 vertebrae isolated from 14-week-old male WT and *Tgfr2<sup>ΔM</sup>* after PBS or TNF injection to the calvarial periosteum daily for fourteen days (n= 5/group).

(d)  $\mu$ CT images (left panel) and cortical thickness (right panel) of the midshaft of femurs isolated from 14-week-old male WT and *Tgfr2<sup>ΔM</sup>* after PBS or TNF injection to the calvarial periosteum daily for fourteen days (n= 5/group).

**a, b, c, d** \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni's multiple comparisons test. Error bars: **a-d** Data are mean  $\pm$  SD. Scale bars: **a** 1.0 mm; **b** 100  $\mu$ m; **c** 500  $\mu$ m; **d** 200  $\mu$ m. Source data are provided as a Source Data file.

Supplementary Fig. 10

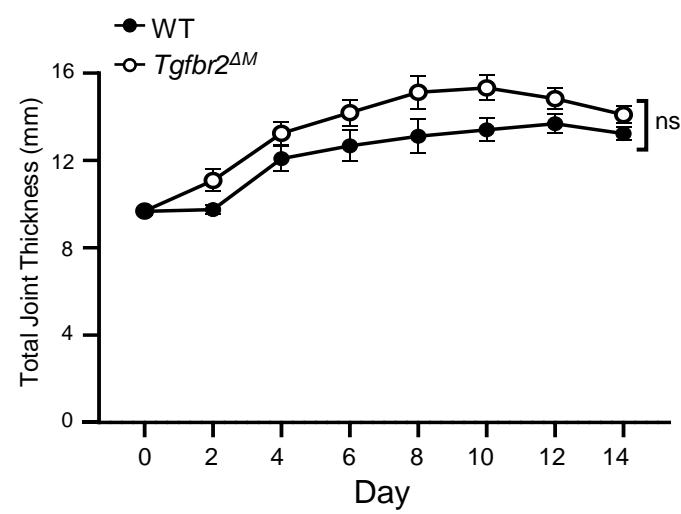

**Supplementary Fig. 10** Time course of joint swelling of inflammatory arthritis developed in *Tgfb2*<sup>ΔM</sup> mice and littermate controls. For each mouse, joint swelling was calculated as the sum of measurements of joint thickness of two wrists and two ankles (n = 6/group). Joint swelling is represented as the mean  $\pm$  SEM for each group. n.s., not statistically significant by 2-way ANOVA with Bonferroni's multiple comparisons test. Source data are provided as a Source Data file.

Supplementary Fig. 11

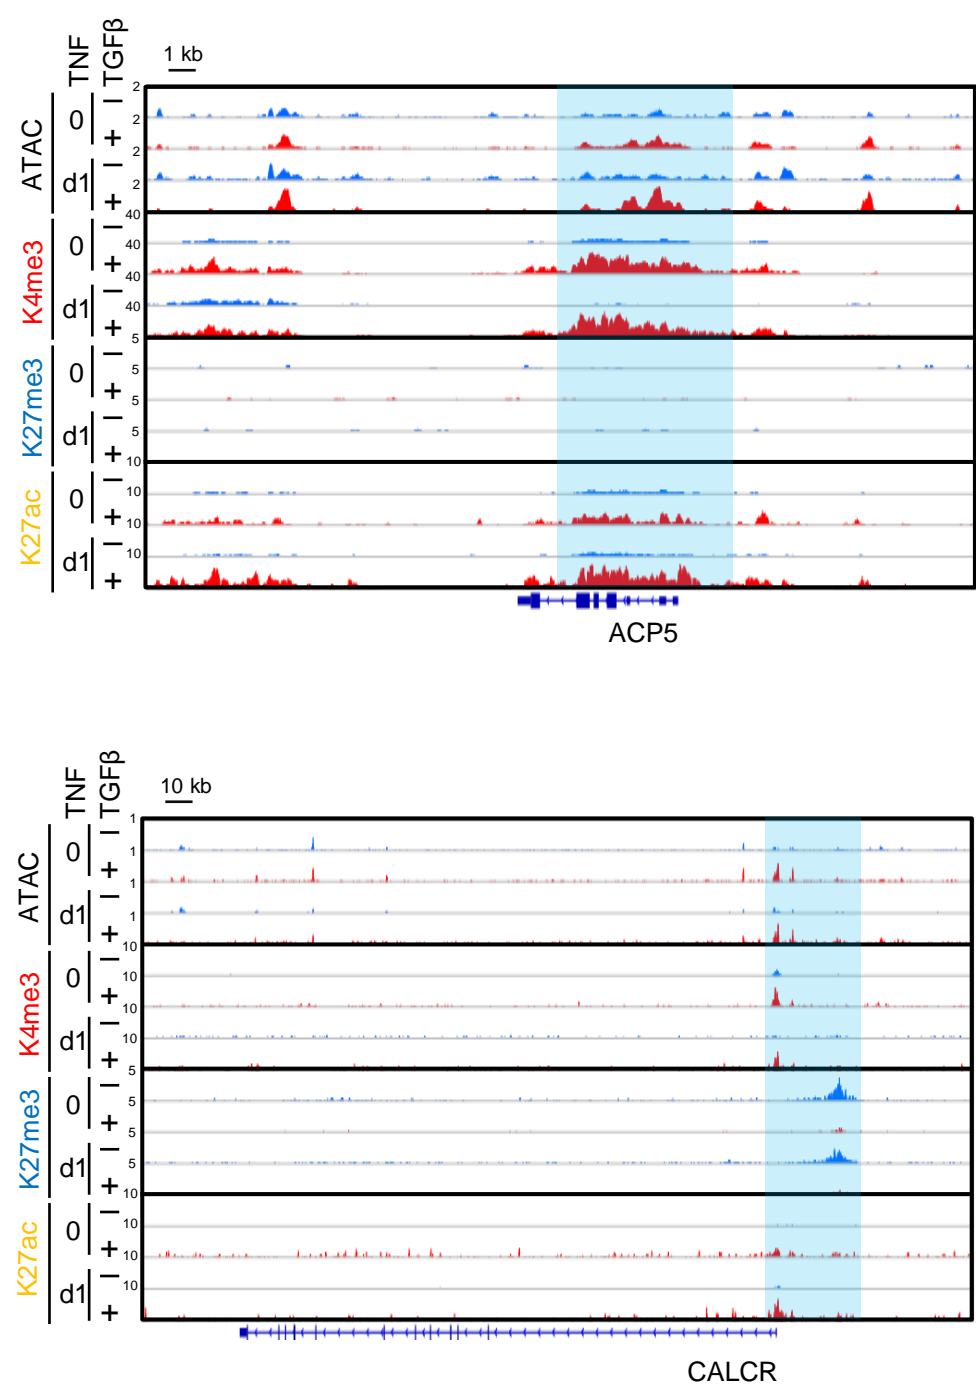

**Supplementary Fig. 11** Representative Integrative Genome Browser tracks displaying normalized tag density profiles for ATAC-seq, H3K4me3, H3K27me3 and H3K27ac Cut&Run-seq signals at the indicated osteoclast gene loci. Data are representative of 2 biological replicates.

# Supplementary Fig. 12

**a**

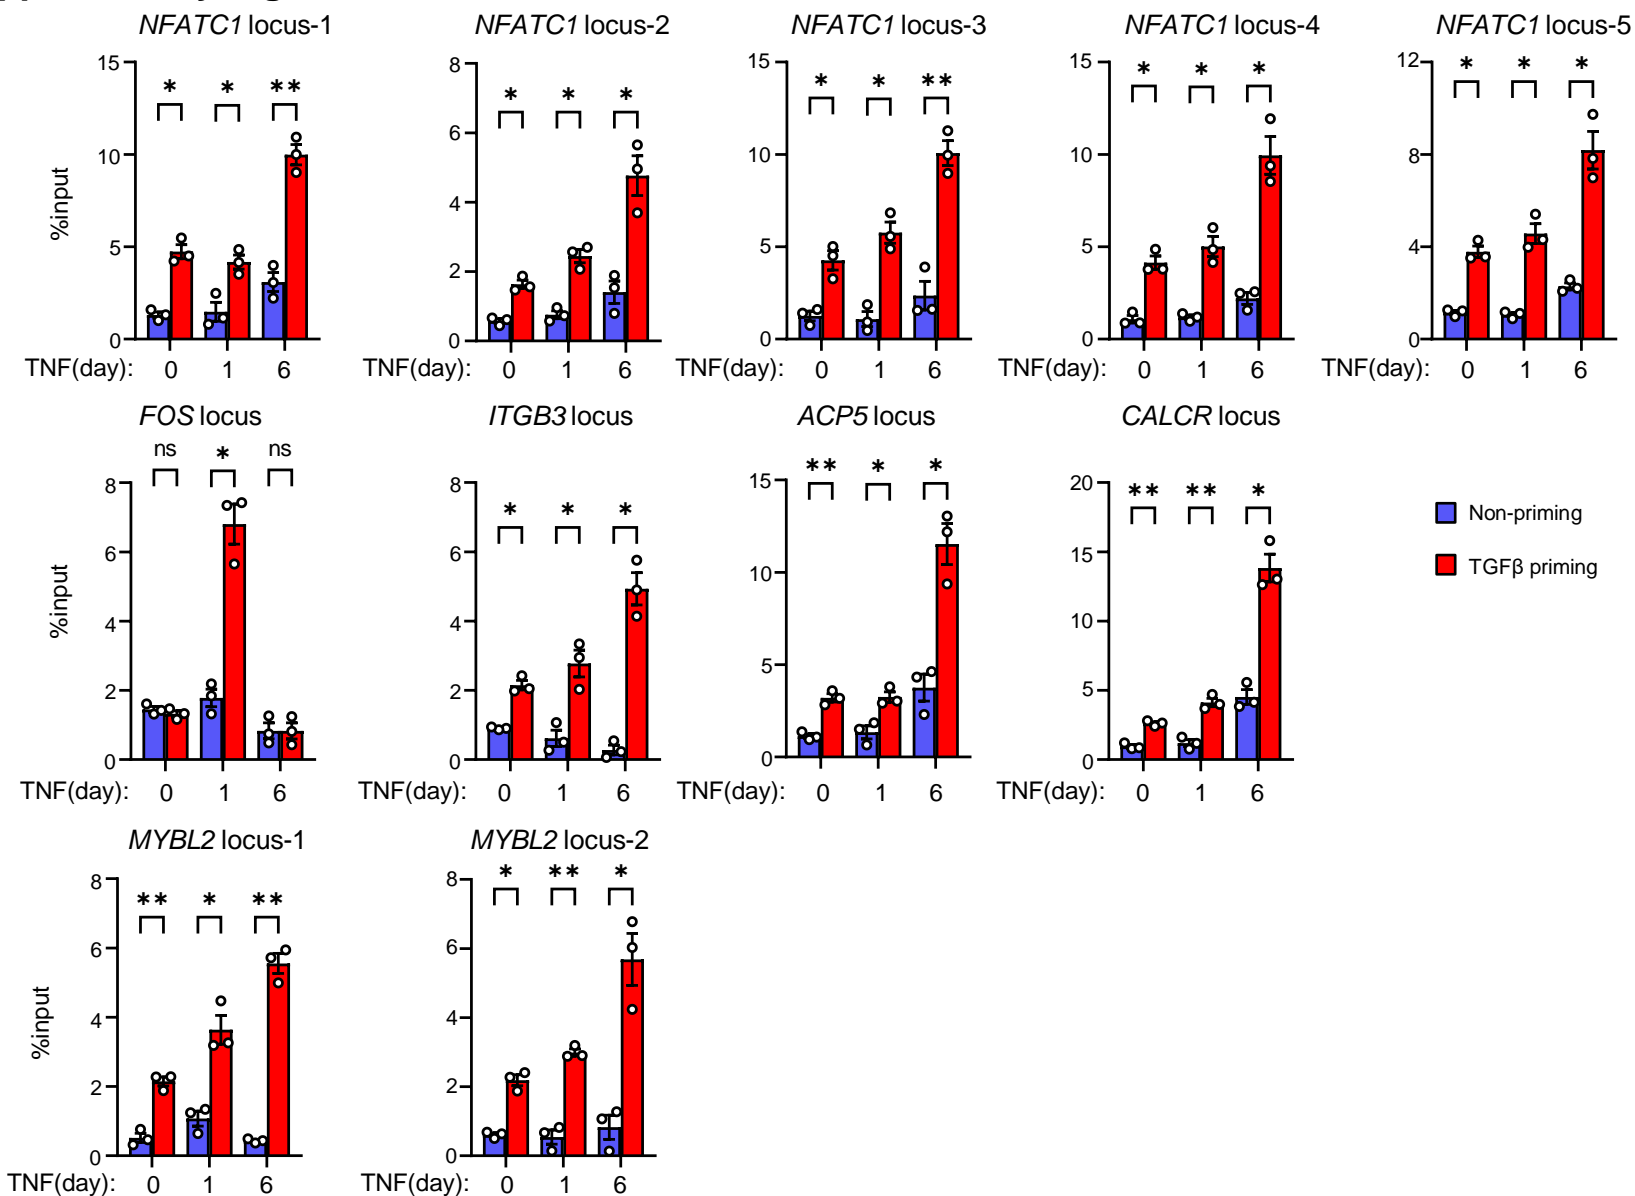

**b**

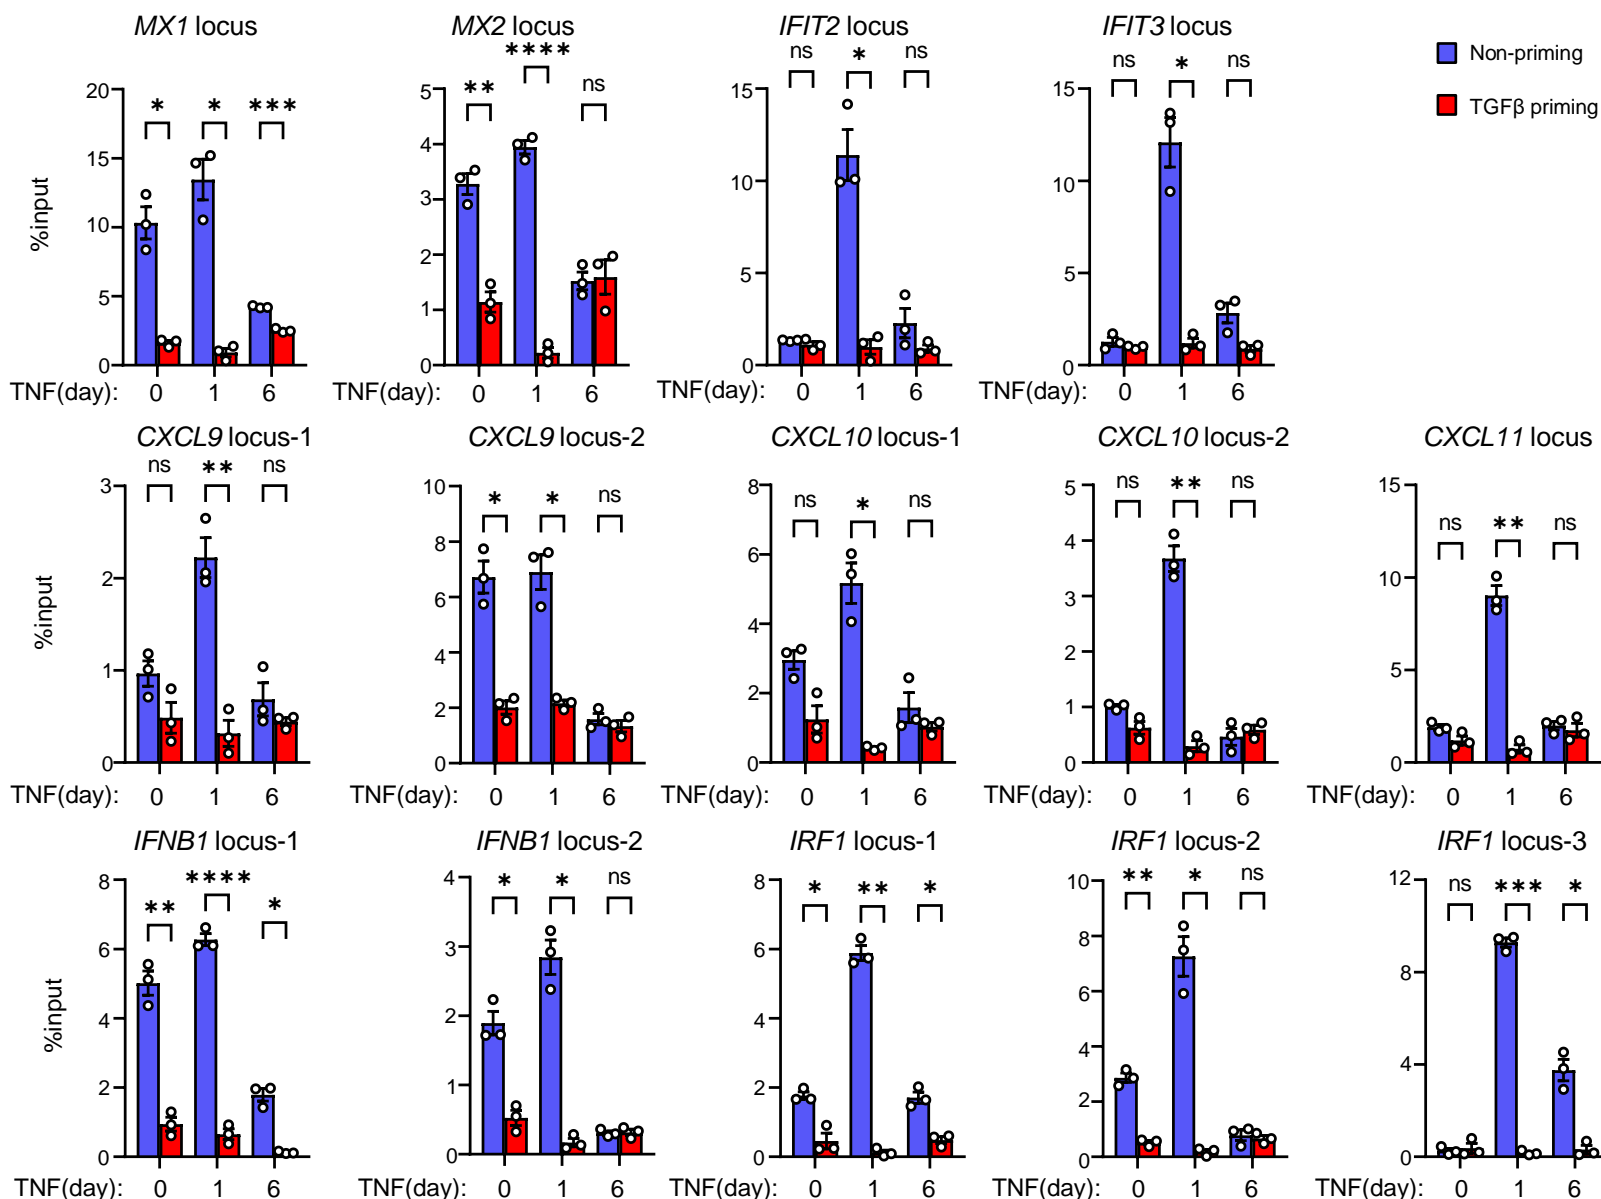

**Supplementary Fig. 12** Chromatin accessibility of OC gene loci (a) and ISG gene loci (b).

Chromatin accessibility of *NFATc1*, *FOS*, *ITGB3*, *ACP5*, *CALCR*, *MYBL2*, *MX1*, *MX2*, *IFIT2*, *IFIT3*, *CXCL9*, *CXCL10*, *CXCL11*, *IFNB1* and *IRF1* loci during osteoclastogenesis using human CD14(+) monocytes treated with or without TGFβ priming for 3 days, followed by TNF stimulation for the indicated days. Chromatin accessibility was measured by FAIRE-qPCR. Chromatin accessibility is displayed relative to total input. n=3/group. Data are mean ± SEM. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; \*\*\*\*p < 0.0001; ns, not statistically significant by two-way ANOVA with Bonferroni's multiple comparisons test. Source data are provided as a Source Data file.

Supplementary Fig. 13

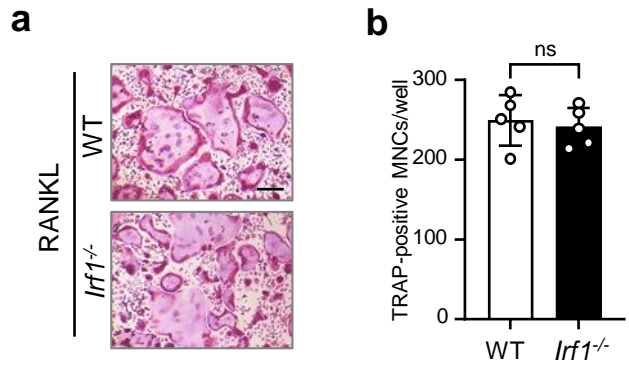

**Supplementary Fig. 13** *Irf1* deficiency does not affect RANKL-induced osteoclastogenesis. Osteoclast differentiation induced by RANKL for three days was determined by TRAP staining (left panel) and the relative area of TRAP-positive multinuclear osteoclasts (MNCs,  $\geq 3$  nuclei/cell) per well (right panel) ( $n = 5$ /group). Scale bars: 200  $\mu\text{m}$ . Data are mean  $\pm$  SD. ns: not statistically significant by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

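RNA-seq of human CD14(+) monocyte-derived macrophages was processed for 6 conditions, TGFβ priming or non-priming at day 0, 1 and 6 of TNF, with 3 replicates each. The authors aligned reads to GRCh38 with HISAT2, counted them with HTSeq-count and computed CPM with edgeR, and the deposited values are CPM for each gene symbol. Each CPM value but 1 came to a whole number of reads, with the value of 1 read taken from the smallest values of each library, so reads could be recovered. The exception, FOS at 2 CPM in TGFβ priming day 1 replicate 3, corresponds to 25.2 reads and was kept as deposited. Between 0.137% and 0.206% of the counted reads lay outside the listed genes. Reads counted on genes numbered 8892076 to 15491560 per library, and 3 reads were taken as the floor of a CPM value.

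The test fixed before the data were examined was the edgeR quasi-likelihood test on counts. The deposited values are CPM, and the tests were instead run with limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3. It was run on log2 of the TMM-scaled CPM with a pseudocount of 1, over all 18 libraries with 1 mean per condition. Since reads could be recovered, the fixed test could have been the main one, but it was run only as an added alternative. For priming at day 6 it called 129 genes higher and 63 lower, against 351 and 124 by limma. Genes with a mean of at least 1 CPM in at least 1 condition were kept, p was adjusted by Benjamini-Hochberg within each comparison, and DEGs had an adjusted p below 0.05 and a fold change of at least 1.5. The comparisons were day 1 and day 6 of TNF against day 0 in each arm, priming against non-priming at each day, and the difference between the arms in the TNF response at each day (interaction). Replicate numbers come from the library labels, and the paper's methods state 3 biological replicates from different donors. The number was used as a block in an alternative fit and in the paired differences. CPM are given as deposited, as mean ± SD.

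Gene lists were the genes legible in Fig. 3c, Fig. 3d and Fig. 3e, and 6 lists written before the data were examined: other ISGs, chemokines and OC genes, ribosomal protein, DNA replication and cell cycle genes. They were tested with limma's camera at an inter-gene correlation of 0.01, with p adjusted over 23 tests, or over 27 for interactions and 63 for all lists in all 7 comparisons. NES came from fgsea 1.28.0. Genes named in the text are those the paper names or shows in these heatmaps and the 3 largest DEGs per direction with a mean of at least 10 CPM and groups that do not overlap, and RPL17, which was named after its value was seen. Gene positions, overlaps and shared 50-base stretches come from GENCODE v44.

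Alternatives set before the data were examined were the replicate block, library size only, DESeq2 1.42.0 and the likelihood ratio test of edgeR 4.0.16 on the recovered reads, no CPM filter or 5 CPM, the 2 compared conditions alone, no fold change minimum, each library left out in turn, camera at 0.05 and fry. Alternatives chosen after the data were seen were a pseudocount of 0.1, the edgeR quasi-likelihood test on recovered reads with and without the block, the FOS value left out, and heatmap genes with at least 5 CPM. The procedure was tested on simulated data: of 30-gene sets without change, 3 of 200 had p below 0.05 with camera and 5 of 200 with fry. The simulated genes varied independently and had no replicate effect, so this check does not cover lists whose genes move together. ATAC-seq, Cut&Run, qPCR, immunoblot, mouse and RANKL data were not analysed here.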

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

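In this part, the tests of the extra genes with a read, of the day 6 DEGs those reads bear on, and of the response without replicate 1 were chosen only after the result was seen.

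The TNF response differed between TGFβ priming and non-priming cells for 117 genes at day 1 and 297 at day 6 in the limma interaction, and for 311 and 606 with the replicate block (same-numbered libraries correlated at 0.395 and 0.402). Each count was compared with 100 drawn regroupings that keep 1 library of each replicate number in each group, the real grouping included. As many DEGs were found in 10 of them at day 1 and 13 at day 6, so over all drawn regroupings the counts cannot be told apart from other groupings. Most of these had unequal numbers of TNF libraries on the 2 sides (9 of 58 and 10 of 62, with up to 6579 and 6802 DEGs), and among those with equal numbers 1 of 42 and 3 of 38 gave as many, the real one among them. Regroupings with unequal numbers carry the TNF response itself and are no null for an interaction, and equal numbers of priming libraries were not required in any of them, so these shares settle little.

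On gene lists, the interaction at day 1 was −1.63 for the Fig. 3c genes, −1.05 for the Fig. 3d genes, −1.44 for other ISGs, −1.05 for other chemokine genes and 0.83 for cell cycle genes, with adjusted p from limma's camera test of 3.34e-15, 1.81e-07, 9.75e-13, 0.0099 and 3.56e-06 (block 1.48e-15, 2.26e-06, 8.21e-13, 0.0158 and 4.75e-06). At day 6 it was 0.60 for the Fig. 3e genes and 0.24 for DNA replication genes (adjusted p = 0.000987 and 0.043 from limma's camera test; block 0.00114 and 0.0364; library size only 0.000518 and 0.0552). The other OC genes had 0.30 at day 6 (adjusted p = 0.447 from limma's camera test; block 0.378). The priming effect changed from day 1 to day 6 by 1.82 for the Fig. 3c genes, 0.94 for the Fig. 3d genes, 0.54 for the Fig. 3e genes, 1.73 for other ISGs, 0.41 for other OC genes and −0.76 for cell cycle genes (adjusted p = 4.01e-17, 0.000114, 0.0099, 3.84e-15, 0.0275 and 2.21e-05 from limma's camera test; block 2.24e-17, 0.000479, 0.00326, 4.24e-15, 0.0286 and 2.18e-05). With limma's fry test the lowest adjusted p of any list interaction was 0.175. Fry was run without the replicate block, so it ignored the pairing of same-numbered libraries.

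Gene length and GC content could move such lists. Random lists matched on length, GC content and level had a mean of −0.034 for the Fig. 3c comparison at day 1, and none of 10000 draws was as far as the list (permutation p = 1e-04, the smallest they can give), so this explanation is not in line with the lower ISGs. Nor are scaling, which left −1.81 with library size only, or replicate 1 alone, since −1.72 remained without it in both arms. Without 1 library the priming difference at day 1 ranged from −2.38 to −1.28 for the Fig. 3c genes. It ranged from −2.17 to −1.08 for other ISGs and from −1.29 to −0.66 for the Fig. 3d genes. For the Fig. 3e genes at day 6 the matched lists had −0.033 (permutation p = 1e-04, again the smallest), and without E2F1 and FOXM1 the adjusted p from limma's camera test was 0.000517 (block 0.000165), so neither explanation accounts for their difference. The authors showed these genes from the same data, however, so a list picked this way is likely to exceed random lists, and the 13 other OC genes had −0.02 (adjusted p = 0.745 from limma's camera test, block 0.733; 0.0226 with library size only). List selection cannot be ruled out for the OC genes. It does not account for the lower ISG response, since the 25 other ISGs, a list written before the data were examined, had the day 1 interaction of −1.44 given above, with −1.64, −1.15 and −1.54 in replicates 1, 2 and 3. That priming changes the TNF response of OC genes in general remains a hypothesis, and no biological explanation was tested for any of the lists.

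NFATC1 and MITF had interactions of 1.46 and 0.73 at day 6 (SE 0.31 and 0.17, limma adjusted p = 0.0222 and 0.0438; block 0.00744 and 0.0244). Over the alternatives that keep all libraries, the highest adjusted p from limma, edgeR or DESeq2 was 0.0381 and 0.0859. Without 1 library NFATC1 no longer passed in 6 of 12 fits and MITF in 10 of 12 (limma adjusted p up to 0.0704 and 0.129). MITF was lower with priming before TNF by −0.91, and at day 6 the arms differed by −0.18, so its interaction rests on the day 0 difference. Over the alternatives that keep all libraries, NFATC1 had −0.76 to −0.65 with priming before TNF and 0.73 to 0.79 at day 6. The interaction of NFATC1 thus rests in part on the day 0 difference. No explanation was tested for these 2 genes.

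Before TNF, 431 genes were higher and 571 lower with priming (617 and 809 with the block; same-numbered libraries correlated at 0.592), and 23% of all tested genes had groups that did not overlap, where chance gives 10%. Among the largest were PALD1 (5.08) and ANTXR1 (5.02), and SERPINB2 (−6.81, 23.7% of 50-base stretches shared), IGF1 (−5.13, 82.5% of exon bases under a gene on the opposite strand) and THBS1 (−5.12). Of the 4 regroupings that part every same-numbered pair, 1, the real one, gave as many, so 25% is the lowest share they can give and the count cannot be told apart from other groupings by this test.

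Cell cycle genes were higher with priming at day 0 (0.99), day 1 (1.82) and day 6 (1.06), and after 6 days of TNF without priming (1.63) and with it (1.70). Ribosomal protein genes were higher with priming by 0.36 at day 0 and 0.46 at day 1. Adjusted p from limma's camera test was 1.65e-10, 1.02e-21, 5.1e-13, 1.31e-09, 1.56e-09, 5.79e-15 and 4.39e-20 (block 1.79e-10, 1.37e-20, 4.89e-13, 1.61e-09, 1.69e-09, 9.46e-14 and 1.54e-18). Of 29 cell cycle genes, 0 were DEGs with priming at day 6, 5 with the block. Without 1 library that difference ranged from 0.67 to 1.40. In replicates 1, 2 and 3 the cell cycle genes had 1.78, 0.81 and 0.38 with priming at day 0. They had 1.19, 1.18 and 0.81 with priming at day 6. After 6 days of TNF with priming they had 0.48, 2.03 and 2.60. Length and GC content could contribute, but matched lists at day 6 had 0.039 for the cell cycle genes and −0.04 for the ribosomal protein genes (permutation p = 1e-04 for both, the smallest they can give). The ribosomal difference at day 6 kept 0.46 with library size only. Higher proliferation with priming remains a hypothesis.

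The libraries of TGFβ priming day 6 replicates 1 and 2 listed 28338 and 26887 genes with a read, against 21357 to 23964 in the other 16. Depth is not in line with this, since at the depth of the smallest library the lower of the 2 still had 1.14 times the genes of the highest other library. RNA of another cell type is not either, since the 10 genes with most of these reads held at most 1.67% of them. Reads spread over silent genes, as genomic DNA would give, may account for it: reads on silent genes rose with exon length, with a Spearman correlation of at least 0.337. Of the 351 genes higher with priming at day 6, 12 (3.4%) had a replicate 3 value under 0.5 times the mean of the other two, which is a low share, but a call by limma favours genes whose replicates are alike, so the test says little. With a pseudocount of 0.1, 38.5% of all day 6 DEGs were kept, and with the quasi-likelihood test 39.6%, both chosen after the data were seen. With the 2 conditions alone 25.1% were kept. More were kept with the 5 CPM filter (63.2%), DESeq2 (72.4%), the likelihood ratio test (87.4%) and the quasi-likelihood test with the block (85.9%). The share kept thus varied with the setting, and an effect of low-level reads on the DEGs is not ruled out.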

How the results depend on the processing

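Tests under the alternatives marked as added were chosen only after the result was seen. All other alternatives were set before the data were examined. Results were 16 DEG counts, 3 NES, 23 gene set tests, 13 gene set interactions and 124 gene effects. The cause of each shift was not tested.

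Of the DEG counts, the lower genes at day 1 of TNF without priming moved with library size only to 3134, and those at day 6 of TNF with priming to 2339, or 2297 without a fold change minimum. For priming at day 0, the 2 conditions alone gave 177 higher and 244 lower, and edgeR's quasi-likelihood test with the block (added) 666 and 877. For priming at day 1, higher genes moved to 728 with the block and 811 with library size only, both directions to 289 and 398 without a filter and 775 and 995 with the quasi-likelihood test and block (added), and without 1 library to 217 to 378 higher and 335 to 510 lower. For priming at day 6 the counts were 587 and 301 with the block, 210.0 higher with the 5 CPM filter, 108 and 36 with the 2 conditions alone, and 141 to 456 higher and 32 to 156 lower without 1 library. The added alternatives gave 124 and 66 with a pseudocount of 0.1, 129 and 63 with the quasi-likelihood test, and 274 lower with its block. The day 1 interaction moved to 311 with the block, 226 with DESeq2, 209 with the likelihood ratio test, 204 with the quasi-likelihood test and block (added), and 69 to 128 without 1 library. The day 6 interaction moved to 606 with the block, 183 with the quasi-likelihood test (added), and 171 to 472 without 1 library.

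Among gene sets, the Fig. 3e genes with priming at day 0 changed sign to 0.0586 with library size only, 0.0978 with a pseudocount of 0.1 and 0.0138 without FOS (both added), and ranged from −0.11 to 0.0566 without 1 library. Other OC genes with priming at day 6 changed sign to 0.0226 with library size only and ranged from −0.12 to 0.0741 without 1 library. Other ISGs at day 1 of TNF with priming ranged from −0.16 to 0.56. The Fig. 3c genes at day 1 of TNF with priming, at 0.62, no longer passed with an inter-gene correlation of 0.05 or fry, and ranged from 0.18 to 0.86 without 1 library. Ribosomal protein genes at day 6 of TNF with priming, at −0.13, no longer passed with either and ranged from −0.21 to −0.027. DNA replication genes in that comparison, at 0.45, no longer passed at 0.05. Nor did they without TGFβ priming day 6 replicate 3 (adjusted p = 0.0537 from limma's camera test). They ranged from 0.36 to 0.56 without 1 library and had 0.04, 0.59 and 0.72 in replicates 1, 2 and 3. Of the set interactions, 17 comparisons with an alternative no longer passed.

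Among genes, FOS at day 1 of TNF without priming changed sign to −0.14 with library size only, −0.0041 with the likelihood ratio test, −0.0049 with the quasi-likelihood test and −0.0149 with its block (both added), and ranged from −0.42 to 0.44 without 1 library. With priming it changed to 0.15 with DESeq2, 0.14 with the likelihood ratio test, 0.14 with the quasi-likelihood test and 0.14 with its block (both added), 0.77 with its low value left out and 0.92 with the block as well (both added), and ranged from −1.92 to 0.77. At day 6 of TNF with priming, SPI1 changed to −0.15 with library size only and ranged from −0.0144 to 0.0616, and PRDM1 ranged from −0.24 to 0.18. CALCR with priming at day 6 changed to 0.0426 with DESeq2, 0.0311 with the likelihood ratio test and 0.0247 with the quasi-likelihood test and block (added), and ranged from −0.29 to 0.37. Otherwise 29 gene comparisons no longer passed and 37 newly passed under an alternative, and 65 and 6 without 1 library. The NES kept their sign, and their permutation p stayed below 0.05, in every alternative.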

Differences from the paper's values

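The settings named here as chosen after the values were seen are the only tests in this part chosen only after the result was seen.

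The paper's methods state that DEGs were the input of its GSEA. Here all tested genes were ranked and the heatmap genes were the lists, so the scores are not like for like. The NES of the type-I IFN response genes was −2.63, against about −2.5 in Fig. 3f, read by eye, with an SD of 0.106 over replicate pairs. The difference from the paper's value was within this SD with the likelihood ratio test of edgeR (−2.44), without non-priming day 1 replicate 1 (−2.46), without TGFβ priming day 1 replicate 2 (−2.60) and without its replicate 3 (−2.59). For the chemokine genes it was −1.88, against about −1.6 in Fig. 3g, read by eye, with an SD of 0.218, and was within the SD with DESeq2 (−1.73) and without non-priming day 1 replicate 1 (−1.56), and with a pseudocount of 0.1 (−1.82), an alternative chosen after the values were seen. For the OC genes it was 1.96, against about 2.5 in Fig. 3h, read by eye, with an SD of 0.524, and was within the SD with the replicate block (2.04), the 5 CPM filter (1.98), the 2 conditions alone (2.03) and without TGFβ priming day 6 replicate 1 (2.01), and with edgeR's quasi-likelihood test without (2.04) and with the block (2.10), chosen after the values were seen.

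The paper states that TNF did not induce the heatmap chemokine and IFN response genes under TGFβ priming. At day 1, 17 of 20 chemokine genes were higher as DEGs with priming, among them CXCL5 (8.34), CCL5 (6.57) and CXCL10 (3.05), and so was IRF1 (1.69). Of the 34 IFN response genes only 5 were, and IFIT1 (1.00) and MX1 (1.2) were not. Between priming and non-priming cells at day 1, CCL13, CCL15, CCL23 and CXCL11 were lower as DEGs, and CXCL10 (−2.5) and CCL5 (−0.86) were lower without being DEGs (limma adjusted p = 0.0927 and 0.16; block 0.0614 and 0.0829). CXCL10 was one with the likelihood ratio test (adjusted p = 0.0466 from edgeR) and with the quasi-likelihood test and block (0.0384), the latter chosen after the values were seen. Over the alternatives that keep all libraries its adjusted p from limma, edgeR or DESeq2 ranged from 0.0384 to 0.192 and that of CCL5 from 0.0821 to 0.325. Without 1 library the limma adjusted p ranged from 0.0705 to 0.361 and from 0.0902 to 0.503. The paper also states, from qPCR over a time course, that priming suppressed IL1B and IL6. Only RNA-seq at day 1 was compared here, so the values are not like for like. IL1B was at 1551 ± 742 CPM without and 1600.0 ± 400.2 CPM with priming at day 1. Its rise with 1 day of TNF was smaller with priming, at 5.09 to 5.28 over the alternatives that keep all libraries, against 6.65 to 7.00 without. No test of IL1B between the arms is given. IL6, a gene with few reads, had 0.20 (limma adjusted p = 0.767; block 0.722), and ranged from 0.20 to 2.61 over these alternatives.

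The paper states that TNF alone did not effectively induce OC genes. At day 6 without priming, 13 of 19 were higher than at day 0 as DEGs, among them CTSK (6.73), CKB (7.12) and MMP9 (3.50). No library was kept for 6 days without TNF, so TNF cannot be separated here from time in culture. MITF rose by 1.05 without priming at day 1 of TNF and was highest without priming at day 6.

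The paper names FOS among genes activated with priming at day 1. Its mean CPM was highest without priming at day 0 and its log2 fold change was −0.98. DESeq2 (0.15) and the likelihood ratio test (0.14) gave a rise, and so did leaving out the value of 2 CPM (0.77; block 0.92), which was chosen after the values were seen, but no setting made FOS a DEG. CALCR (0.68) and OSCAR (0.77) were not DEGs at day 6 with priming. OSCAR was one with the replicate block (limma adjusted p = 0.00133) and with the quasi-likelihood test and block (adjusted p = 0.00156 from edgeR), chosen after the values were seen, within a range from 0.00133 to 0.383 over the alternatives that keep all libraries. Without 1 library its limma adjusted p ranged from 0.104 to 0.702. CALCR was one only without TGFβ priming day 6 replicate 1 (1.09, limma adjusted p = 0.00238).

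The paper states that no OC gene expression was seen before TNF. At day 0 without priming 15 of 21 genes had at least 1 CPM, with ACP5 at 782 CPM and MMP9 at 2438 CPM.

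The paper lists ribosomal protein genes among those enriched with TNF under priming. Against day 0 they had −0.13 at day 6 of TNF with priming. Against non-priming cells at day 6 they were higher by 0.42, but before TNF they were already higher by 0.36. Tested as an interaction, their TNF response at day 6 differed between the arms by 0.06 (adjusted p = 0.44 from limma's camera test; block 0.454).

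The paper states that ISG expression is almost wholly suppressed at day 6. The Fig. 3c and Fig. 3d genes were then higher than at day 0 by 0.94 and 3.41 with priming. For the Fig. 3c genes only 9 of 34 were DEGs with priming, the mean log2(CPM + 1) had come down from 7.16 at day 1 to 5.66 at day 6 without priming, and it was 5.54 with priming. Without priming they were higher than at day 0 by 0.75 (adjusted p = 0.052 from limma's camera test; block 0.0435), and other ISGs by 0.38 (0.335; block 0.283) without and 0.66 (0.0701; block 0.0592) with priming. MYBL2 is described as induced under priming. It was higher with priming at day 1 as a DEG (2.31, limma adjusted p = 0.0184; block 0.00374). Over the alternatives that keep all libraries the highest adjusted p from limma, edgeR or DESeq2 was 0.0406. Without 1 library MYBL2 no longer passed in 3 of 6 fits (limma adjusted p from 0.0163 to 0.0852). It also rose by 2.32 without priming at day 6, and the arms differed there by 1.47 without it being a DEG (limma adjusted p = 0.166; block 0.0611).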

Other observations

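The tests of the antisense genes, of MYBL2 and E2F1 against the cell cycle genes, of the shares of the TNF response and of the FOS value were chosen only after the result was seen. The tests of replicate 1 were not.

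In each of the 7 comparisons of 2 conditions, of the 4 regroupings that part every same-numbered pair, 1, the real one, gave as many DEGs, and the others gave 0. This share cannot fall below 25%, so the test cannot tell these counts apart from other groupings.

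ISGs rose with TNF under priming in replicate 1 (1.56 for the Fig. 3c genes) and little in replicates 2 and 3 (0.15 each). A mislabelled library could give this, but the 431 genes raised by priming at day 0 were raised at day 1 by 0.597 in replicate 1, against 0.61 and 0.557. Scaling is not in line with it, since replicate 1 stayed highest with library size only (1.39, against 0.05 and 0.03). For RNA of other blood cells, 10 marker genes summed in replicate 1 to a mean of 1.31 times that in the other day 1 libraries. They were at 38.2, 35.9 and 23.8 CPM in non-priming and 17.5, 13.2 and 12.2 CPM in priming cells, so replicate 1 was highest in each condition. The prediction set for the test, that both replicate 1 libraries exceed all the others, was not met, but the markers were lower in all priming libraries, so it could hardly be met and the test does not rule this source out. Without priming the Fig. 3c genes also rose most in replicate 1 (3.48, against 1.48 and 1.80), so the larger rise was not confined to the priming library. A difference between donors remains a hypothesis that was not tested.

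The mean log2 fold change at day 1 with priming was taken as a share of that without priming. It was 27.6% for the Fig. 3c genes (44.8%, 10.5% and 8.5% in replicates 1, 2 and 3) and 78.2% for the Fig. 3d genes (74.4%, 83% and 79%). These are ratios of log2 values, not of fold changes. The Fig. 3d means were 3.79 with priming and 4.85 without, and the Fig. 3c means 0.62 and 2.25. The shares were 16.8% for other ISGs (43%, −15.1% and −16%) and 66.5% for other chemokine genes (49.4%, 75.4% and 87.4%). On this log2 scale the shares of the Fig. 3c and Fig. 3d lists differed by 50.6 percentage points. This value restates the pattern and rules out no explanation of it.

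At day 6 the 29 cell cycle genes were higher with priming by 1.06, with an SD of 0.19 over genes. E2F1 lay 0.371 SD from that mean, so its difference cannot be told apart from a cell cycle programme that rises as a whole. MYBL2 lay 2.12 SD above it, just past the limit of 2 set for the test, and exceeded the cell cycle mean by 0.42, 0.59 and 0.22 in replicates 1, 2 and 3. This SD leaves out the error of MYBL2 itself (SE 0.56, block 0.45), which is larger than its excess, so the test does not separate MYBL2 from the cell cycle genes.

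FOS at 2 CPM in TGFβ priming day 1 replicate 3 came to 25.2 reads. The test of whether the value is a count of reads uses this same number, so it restates the observation and explains nothing. What the count was cannot be told from the data.

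Antisense genes inside exons of an expressed gene had a median ratio of reads per base to that gene of 0.957 over 22 pairs, with quartiles of 0.346 and 1.285 and values from 0.0446 to 2.46. Strand-specific counting of reads that come from both strands may explain the pairs with a ratio near 1 but not those near 0, so some genes with overlaps on the opposite strand can carry reads of their neighbour.

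Of genes that the paper measured by qPCR, IFIT2 (10.4% of 50-base stretches shared with other genes) was lower with priming at day 1 by −3.08 (SE 0.72, limma adjusted p = 0.0159; block 0.00459). IRF8 had −0.38 (SE 0.31, 0.515; block 0.472). IL6 stayed at or below a mean of 1.14 CPM, and IFNB1 had 0 reads in every library. The heatmap genes EFNB2, CTHRC1 and CCL14 had means below 1 CPM in every condition, at most 0.216, 0.091 and 0.625 CPM. These genes are named by the paper and were not picked by value.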
